# A Yap-dependent mechanoregulatory program sustains cell migration for embryo axis assembly

**DOI:** 10.1038/s41467-023-38482-w

**Published:** 2023-05-16

**Authors:** Ana Sousa-Ortega, Javier Vázquez-Marín, Estefanía Sanabria-Reinoso, Jorge Corbacho, Rocío Polvillo, Alejandro Campoy-López, Lorena Buono, Felix Loosli, María Almuedo-Castillo, Juan R. Martínez-Morales

**Keywords:** Gastrulation, Functional genomics, Cell migration, Focal adhesion, Actin

## Abstract

The assembly of the embryo’s primary axis is a fundamental landmark for the establishment of the vertebrate body plan. Although the morphogenetic movements directing cell convergence towards the midline have been described extensively, little is known on how gastrulating cells interpret mechanical cues. Yap proteins are well-known transcriptional mechanotransducers, yet their role in gastrulation remains elusive. Here we show that the double knockout of *yap* and its paralog *yap1b* in medaka results in an axis assembly failure, due to reduced displacement and migratory persistence in mutant cells. Accordingly, we identified genes involved in cytoskeletal organization and cell-ECM adhesion as potentially direct Yap targets. Dynamic analysis of live sensors and downstream targets reveal that Yap is acting in migratory cells, promoting cortical actin and focal adhesions recruitment. Our results indicate that Yap coordinates a mechanoregulatory program to sustain intracellular tension and maintain the directed cell migration for embryo axis development.

## Abstract (web summary)

YAP signaling has been established as a mechanotransductive pathway in multiple contexts, but its developmental roles are still being explored. Here they show that YAP signaling sustains intracellular tension to direct cell migration during embryonic axis assembly.

## Introduction

The assembly of the primary embryo axis is an essential event for the foundation of the body plan in all bilaterian animals. During gastrulation, the embryo axis emerges through evolutionary conserved morphogenetic movements, which operate in coordination with the lineage restriction events that lead to the specification of the three basic germ layers; ectoderm, mesoderm, and endoderm^1,2^. Basic gastrulation movements, such as emboly, epiboly, and convergence and extension, follow a similar logic in all species. In fact, the capacity to form and elongate an axis is apparently an intrinsic property of the developing cell collectives. Thus, even in the absence of stereotypic embryo cues (e.g., extraembryonic tissues and embryo geometry), isolated ESCs (Embryonic Stem Cells) have the capacity to self-organize into a rudimentary anterior-posterior (A-P) axis in vitro, as demonstrated for mammalian gastruloids^3,4^ and zebrafish blastoderm aggregates^5,6^.

The underlying process behind this universal capacity is the ability of precursor cells to integrate genetic and mechanical cues and migrate in a directed manner toward the embryo midline. Mechanical cues stand up among the candidate contextual inputs that may act as channeling mechanisms to maintain gastrulation as an invariant and robust process. Mechanoregulatory loops have an essential function in maintaining homeostasis during development and tissue remodeling^7^. Furthermore, dysregulated mechanical feedbacks are a common landmark in numerous pathologies, particularly in cancer^8^. In the context of gastrulation, it has been shown that mechanical strains play a conserved role in mesoderm specification both in Drosophila and zebrafish, through nuclear translocation of the transcriptional regulator ß-catenin^9^. Despite their relevance, the impact of mechanotransduction and mechanosensation on gastrulation dynamics has been scarcely explored^10–12^.

Yap proteins are well-known transcriptional regulators that are able to shuttle to the nucleus upon mechanical stimulation, being active in cells that have undergone cell spreading and inactive in round and compact cells^13^. Their ability to sense mechanical strains depends on actomyosin contractility, actin capping, and severing proteins, the integrin-talin mechanosensitive clutch, and the coupling between the extracellular matrix (ECM) and the nuclear envelope^14–16^. Initially characterized as effectors of the Hippo signaling cascade, Yap proteins play a key role both during embryogenesis, as master regulators of growth, cell specification, and survival^17^; as well as in adult organs, where they are critical for tissue repair and cancer progression^18^. More recently, an increasing number of reports have linked Yap proteins to cell rearrangements and tissue morphogenesis^19,20^. This is not surprising, given Yap/Taz transcriptional ability to modulate cytoskeletal and ECM components, as reported in mammalian cell lines^21,22^. However, despite these observations, the mechanistic link between Yap proteins and gastrulation morphogenetic movements has remained elusive.

Here we show that the simultaneous inactivation of *yap1* and *yap1b*, the two members of the Yap family in medaka^23^, results in a complete failure to assemble the posterior half of the embryo axis. The analysis of the transcriptional program activated by Yap proteins at gastrulation stages indicates that the general specification of the germ layers does not depend on Yap function. In contrast, Yap proteins activate the expression of genes encoding for cytoskeletal regulators, ECM, and focal adhesion components; suggesting a direct role in controlling the morphogenetic behavior of the gastrulating precursors. Quantitative live-imaging analysis of cell displacement trajectories confirmed that Yap proteins are required for dorsally directed cell migration towards the midline. By following Yap activity using an in vivo Tead sensor (*4xGTIIC:GFP*) and the expression of Yap downstream targets, we show that Yap is active in dorsally migrating precursors, rather than in compacted cells at the developing axis. In the absence of Yap function, mutant cells show reduced focal contacts and cortical actin recruitment, and fail to acquire the characteristic flattened morphology of the wild-type (WT) migratory cells. We also show that in the context of gastrulating cells Yap activation depends on actomyosin contractility. These observations point to the existence of a Yap-dependent mechanoregulatory feedback that ensures the efficient convergence of the precursors to the midline; a mechanism likely conserved in many other homeostatic and developmental processes.

## Results

### Yap paralogs are required for proper axis development in medaka

Gastrulation relies on extensive cellular rearrangements responsible to place the three germ layers in their correct topological position, while directing the formation of the embryo body axis^24^. Previous work in different vertebrate species, including our work in medaka^23^, hinted to a potential role for the mechanotransducer Yap during axis development. To gain insight into the role of Yap family proteins in this process, we focused on the phenotypic consequences of mutating both *yap* paralogs, *yap1* and *yap1b* in gastrulating medaka embryos. When we examined *yap1−/−* medaka embryos at stage 20 (hereinafter referred as ‘single mutants’), we observed that somite formation was affected, and the anterior-posterior (A-P) axis was wider and shorter (Fig. 1A, B). Despite these defects, the somitogenesis recovered, and the primary embryo axis (although still shorter and wider) was eventually formed in single mutant embryos at later stages (stage 24), as previously reported^19,23^ (Fig S1A–D). Remarkably, *yap1−/−*;*yap1b−/−* double mutants (hereinafter *yap* double mutants) displayed much stronger developmental defects, as posterior axis assembly and somites were not apparent at stage 20 (Fig. 1A, C). Moreover, *yap* double mutants did not survive after stage 23. To further characterize the mutants phenotype, we performed a DAPI and Phalloidin staining to visualize nuclei and filamentous actin during late gastrulation (stages 16-17) (Fig. 1D–F). Confocal analysis showed how, in WT embryos, A-P axis assembly becomes apparent and actin network concentrates at the epiboly front, particularly at the closing blastopore (Fig. 1D–D”, S1E and Supplementary Movie 1). In contrast, in *yap* single mutants, actin staining appeared more diluted at the delayed blastopore margin, as previously reported^19,23^, and a decreased density of cells at the midline was observed (Fig. 1E–E”, S1E and Supplementary Movie 1). In agreement with our previous findings, *yap* double mutants completely fail to assemble their posterior part, displaying a significantly reduced dorso-ventral (D-V) accumulation of cells at the midline, and without an apparent formation of the presumptive neural plate and paraxial mesoderm masses (Fig. 1F–F”, Fig S1E and Supplementary Movie 1).

**Fig. 1:**
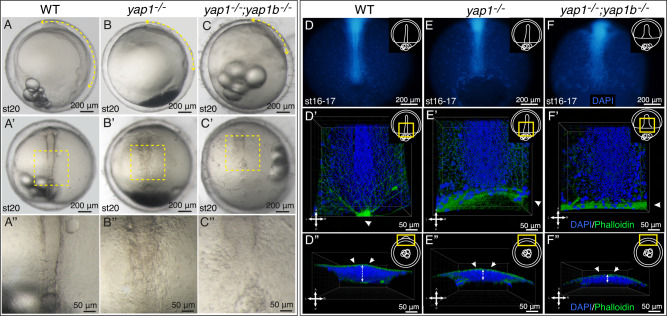
Analysis of axis assembly in *yap* mutants. **A**–**C** Brightfield images of WT, *yap1*^*−/−*^ and *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos at stage 20 (post gastrulation stage) **A**–**C**. Yellow double-headed arrows highlight the shortening and the widening of the A-P axis **A**–**C**. **A**”–**C**” correspond to the magnifications indicated with a yellow square in their corresponding **A**’–**C**’ images. **D**–**F** DAPI staining, in which nuclei are labeled in blue, was performed in WT, *yap1*^*−/−*^ and *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos fixed at stage 16–17 (late gastrula) (**D**–**F**). Whole embryos are shown under the fluorescent stereo microscope. DAPI and Phalloidin immunostained confocal images show the posterior axis of WT, *yap1*^*−/−*^ and *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos at stage 16, 17 (nuclei in blue and filamentous actin in green) (**D**’, **E**’, and **F**’). XZ projections of the DAPI and Phalloidin immunostaining, showing the D–V height of the axis of WT, *yap1*^*−/−*^ and *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos (**D**”, **E**” and **F**”) Embryos’ orientations are indicated with a cross (A: anterior, L: left, R: right, P: posterior). Yellow rectangles in schematic embryo representations indicate the area depicted in each image. Scales bars are 200 µm (**A**–**C**, **A**’–**C**’ and **D**–**F**) and 50 µm (**A**”–**C**”, **D**’–**F**’ and **D**”–**F**”).

Yap has a crucial role in proliferation and cell survival^18,25,26^, and an increase in cell death in *yap* mutants has been reported after neurulation at stage 20–22^19,23^. Therefore, we evaluated if a possible explanation for the observed phenotype was a change in cell death and proliferation rates in *yap* double mutants during gastrulation. To this end, we quantified the number of apoptotic and proliferative cells labeled by caspase-3 and pH3, respectively, in WT and *yap* double mutants in late gastrulation embryos at stage 16. We did not observe significant differences in cell death nor proliferation density between WT and *yap* double mutant embryos at these earlier stages of development (Fig S1F-I). Given that variations in cell death and proliferation could be ruled out as responsible for the gastrulation defects, we decided to explore alternative mechanisms behind the axis assembly failure.

### Yap is needed for a correct cell migration during gastrulation

In teleost embryos, axis assembly is achieved by dorsal migration and lateral intercalation of the precursors at the midline^1^, a process that is largely conserved in medaka^27^. Since we observed a clear failure in midline cell stacking in our *yap* mutants, we asked ourselves if directed cell migration was altered. To assess that, we analyzed cell trajectories during gastrulation using live-imaging in medaka embryos. In WT embryos, cells move dorsally from the lateral regions towards the central axis in a straight manner (Fig. 2A and Supplementary Movie 2). *Yap* single mutants seem to display lower accuracy in their directionality and cells are slightly delayed when reaching the embryo axis (Fig. 2B and Supplementary Movie 2). Displacement defects are markedly accentuated in *yap* double mutant embryos, where many cells display abnormal trajectories and deficient migration towards the midline (Fig. 2C and Supplementary Movie 2). To further confirm these observations, we performed a high throughput cell-tracking analysis to measure the main parameters involved in directed migration. First, we measured cell displacement, which quantifies how much a cell moves from its start point, and represented this parameter with a color gradient (Fig. 2D, E). We could observe that unlike in WT embryos, long-displacing cells (i.e., red and yellow trajectories) were rarely detected in *yap* double mutants, whereas short-displacing cells (i.e., blue and green trajectories) predominate (Fig. 2D, E). The statistical analysis of these measurements confirmed our observations, as displacement mean values were significantly lower in *yap* double mutants compared to WT embryos (Fig. 2F). The second parameter we evaluated was the migratory persistence of cells, which quantifies how long a cell keeps the same direction. This analysis revealed that the migratory persistence of *yap* mutant cells is significantly reduced compared to WT cells (Fig. 2G). Finally, we also measured the cell trajectory length and the mean velocity. Similarly to the previous parameters, we could clearly observe that WT cells move faster and through longer tracks than *yap* mutant cells (Fig. 2H, I). However, when we analyzed convergent and extension movements of cells at the midline, these migratory parameters were not significantly altered. Only the displacement of *yap* mutant cells is slightly reduced, which might be explained by the fact that the mutants have a shorter embryo axis (Fig S2). Taken together, these results indicate that Yap proteins play an essential role to direct cell migration in gastrulating embryos, specifically of dorsal cells converging to the midline.

**Fig. 2:**
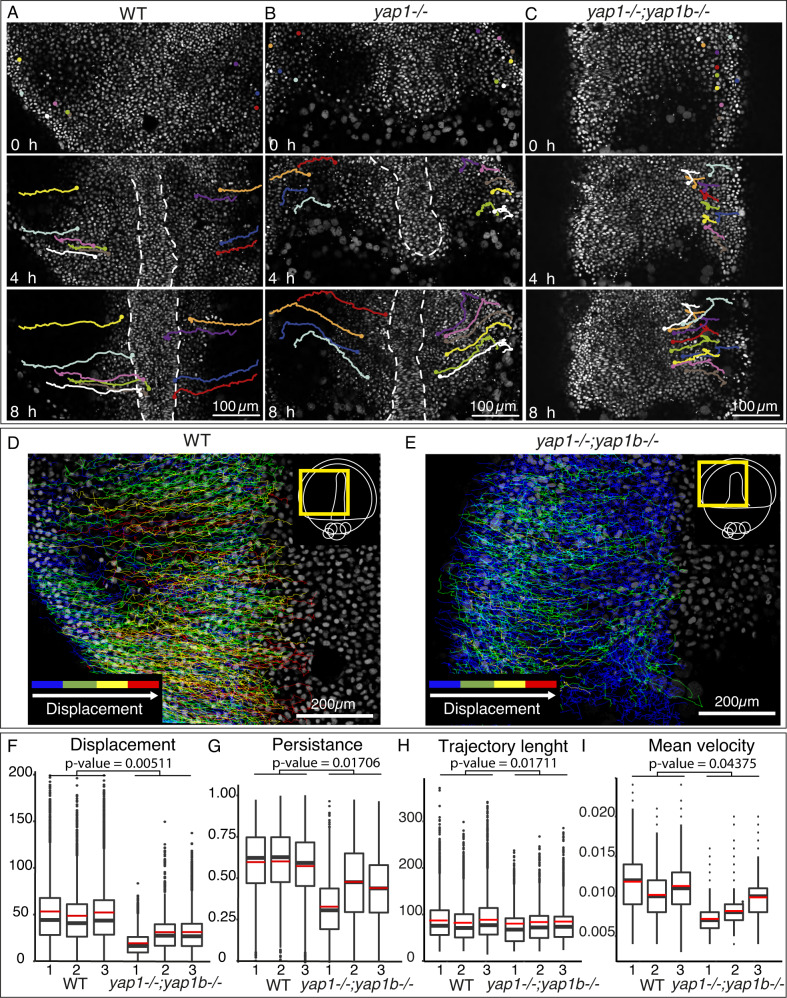
Defective directed cell migration in gastrulating *yap* mutant embryos. **A**–**C** Manual tracking of representative cells of gastrulating WT (**A**), *yap1*^*−/−*^ mutant (**B**), and *yap1*^*−/−*^*;yap1b*^*−/−*^ mutant embryos (**C**) injected with *Histone2B*::GFP for nuclei visualization. Still images from supplementary movie 2 at 0 h, 4 h, and 8 h are shown. Each cell trajectory is represented with a color line. When present, the midline is represented with white, dashed lines. **D**–**E** Total individual cell migratory tracks over 8 h in WT and *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos. The color code of the trajectory lines indicates the cells’ displacement (distance between the start and end position of a cell). Displacement values were represented as: Blue = 20–50; Green = 50–80; Yellow = 80–130; Red>130. Yellow rectangles in schematic embryo representations indicate the area depicted in each image. **F** Quantification of cell displacement in WT and *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos. *P* value = 0.005111. **G** Quantification of cell migratory persistence, measuring for how long a cell keeps the same direction of movement, in WT and *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos. *P* value = 0.01706. **H** Quantification of cell trajectory length, measuring the total length of a cell trajectory *P* value = 0.01711. **I** Quantification of the cell mean velocity, measuring the distance between two cells’ positions divided by the time difference, in WT and *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos. *P* value = 0.04375. Boxes represent the quartiles; the whiskers indicate the maximum and minimum values. Red and black lines indicate the median and the mean, respectively. To analyze whether experimental groups were significantly different, a variance test followed by a two-sided Student’s *t* tests were performed on the means of WT and *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos (*n* = 3 embryos; *n* = 2562 cells were examined in WT1, *n* = 2433 cells were examined in WT2, *n* = 3978 cells were examined in WT3, *n* = 2050 cells were examined in *yap1*^*−/−*^*;yap1b*^*−/−*^ mutant 1, *n* = 1391 cells were examined in *yap1*^*−/−*^*;yap1b*^*−/−*^ mutant 2, *n* = 2591 cells were examined in *yap1*^*−/−*^*;yap1b*^*−/−*^ mutant 3). Scale bars are 100 µm (**A**–**C**) and 200 µm (**D**–**E**). Source data are provided as a Source Data file.

### Yap transcriptional program primarily regulate cytoskeleton organization and cell adhesion components

Diverse molecular cues have been shown to direct polarized cell movements during gastrulation, such as cell-to-cell adhesion, interaction with the ECM, or chemotaxis^1^. On the other hand, Yap proteins have been shown to activate context-dependent transcriptional programs^28,29^. Therefore, in order to get a complete picture on how Yap might be directing cell trajectories, we performed a comparative RNA-seq analysis of WT, *yap* single and double mutant embryos at mid-late gastrulae stage (stage 16) (Fig. 3, S3). 

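*yap1*, the transcriptional co-activator of the Hippo pathway that is mutated in both lines, had 9173 ± 169 normalized counts (SD, n = 3) in WT 1–3 and 5470 in WT 4. The level was 2769 ± 194 (SD, n = 3) in the *yap* single mutants and 3071 ± 331 (SD, n = 3) in the *yap* double mutants. The gene lies on chromosome 13 of ASM223467v1, from 6489854 to 6520557 in the RefSeq annotation. It fell in the single mutants with a log2 fold change of −1.73 (SE 0.11, adjusted p = 0.00077) and in the double mutants with −0.83 (SE 0.15, adjusted p = 0.021), from edgeR's quasi-likelihood test with the Benjamini-Hochberg correction. The call in the double mutants was lost without WT 1, WT 2, WT 3 or double mutant 2, with adjusted p up to 0.0637. *yap1b*, its paralog on chromosome 14 (12999434 to 13012139), had 2373 ± 90.3 normalized counts (SD, n = 3) in WT 1–3 and 2704 in WT 4. Its level was 2167 ± 271 (SD, n = 3) in the single mutants and 896 ± 54.9 (SD, n = 3) in the double mutants. It fell in the double mutants with a log2 fold change of −1.59 (SE 0.15, adjusted p = 0.0018 from edgeR), a call kept whichever other library was left out. It did not pass the test in the single mutants (−0.13, SE 0.12, adjusted p = 0.70).

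**Figure D1:**
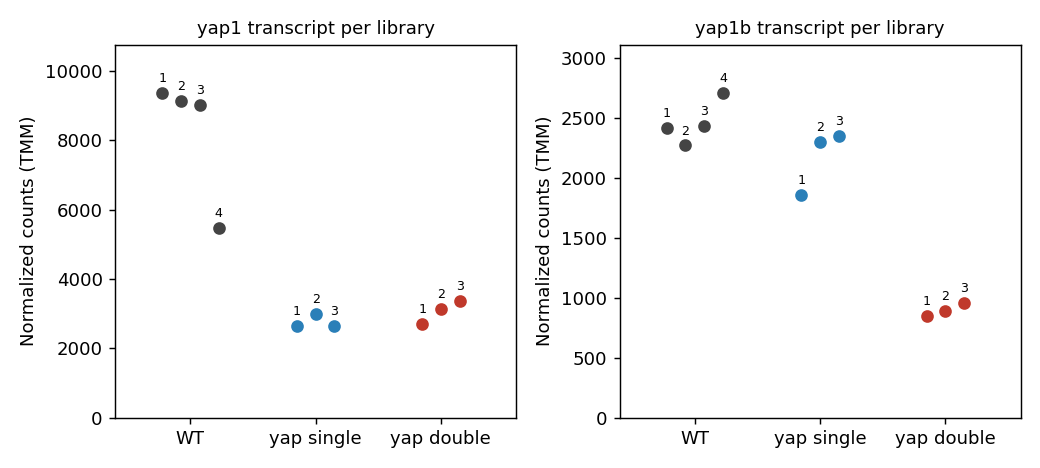
Normalized counts (TMM) of *yap1* and *yap1b* in each of the 10 libraries, grouped by genotype and numbered by replicate. *yap1b* averaged 896 in the double mutants and 2167 in the single mutants, and WT 4 had 5470 normalized counts of *yap1*, between WT 1–3 and the mutants.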

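The libraries came from 4 WT, 3 *yap* single mutant and 3 *yap* double mutant replicates of stage 16 embryos. Embryos were homogenized and genotyped individually and their RNA was then merged by genotype, so that each library is a pool and the p-values describe the spread between pools. The authors' counts per gene, made with HTSeq on the Ensembl 99 annotation, summed to 28978596 to 38383959 in the WT libraries, 22053738 to 37776961 in the single mutants and 29521935 to 30627401 in the double mutants. Of 24365 genes, the 16513 with a mean count of at least 10 were tested in a model with the genotype and a technical set, and genes with an adjusted p under 0.05 are called DEGs. The paper removed batch effects with ComBat and its text does not name the batches. The sets were read from the values of the paper's Source Data, where WT 4 lies with the double mutants and away from WT 1–3 and the single mutants, and no label gives them. With the set in the model, the single mutants are compared with WT 1–3 and the double mutants with WT 4 alone, which is assumed to vary like the other libraries. No call in the double mutants can be made without WT 4, and the level of WT 1–3 is given beside it for many of the genes named here.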

Using this approach, we identified 717 and 1178 differentially expressed genes (DEGs) in *yap* single and double mutants compared to WT embryos, respectively (Fig. 3A, S3A, Supplementary Data 1). 

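*klf6a*, a zinc finger transcription factor of the early stress response, had 1584 ± 146 normalized counts (SD, n = 3) in WT 1–3 and 2214 in WT 4. It had 585 ± 50.9 (SD, n = 3) in the single mutants and 611 ± 55.7 (SD, n = 3) in the double mutants. Its log2 fold change was −1.44 (SE 0.13, adjusted p = 0.0021) in the single and −1.86 (SE 0.16, adjusted p = 0.0018) in the double mutants, from edgeR's quasi-likelihood test with the Benjamini-Hochberg correction. *zgc:101810*, which the study lists under cytoskeleton organization, fell with log2 fold changes of −1.85 (SE 0.19, adjusted p = 0.0036) and −2.55 (SE 0.23, adjusted p = 0.0018). For this gene WT 4 had 1398 normalized counts, WT 1–3 had 966 ± 86.7 (SD, n = 3) and the double mutants had 239 ± 59.6 (SD, n = 3). *ccdc85al*, a coiled-coil protein of cell junctions, fell with −2.51 (SE 0.24, adjusted p = 0.0033) and −2.52 (SE 0.29, adjusted p = 0.0041). These 3 genes passed the test in both genotypes whichever other library was left out. In total, 114 genes were DEGs in the single mutants (99 lower and 15 higher) and 381 in the double mutants (334 lower and 47 higher). In the double mutants, 256 lower and 37 higher DEGs were also called in a model without the set and lay beyond all 4 WT libraries. Among the 334 lower DEGs, 84 had more than 2 times the level of WT 1–3 in WT 4, and 22 had a mean in the double mutants at or above that of WT 1–3.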

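The number of DEGs rested on the tool, on the handling of the set and on which libraries were in the fit. DESeq2 in the model with the set called 440 genes in the single and 730 in the double mutants. With each set alone edgeR called 100 and 81, and with a block by replicate number in place of the set, without WT 4, it called 13 and 7604. The model without the set called 92 genes in the single mutants (86 lower and 6 higher) and 3982 in the double mutants (2163 lower and 1819 higher). The count in the single mutants was 29 without WT 1, 31 without WT 2, 26 without WT 3, 48 without single mutant 2, 34 without single mutant 3 and 76 without double mutant 2. In the double mutants it was 241 without WT 1 or WT 3, 249 without WT 2, 574 without single mutant 1 and 212 without double mutant 2. With the set in the model, WT 1–3 and the single mutants do not enter the log2 fold changes of the double mutants. Leaving out 1 of them bears on the estimate of the spread, and *yap1b* stayed at −1.59 without WT 1, WT 2 or WT 3.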

Principal components analysis (PCA) of the obtained results showed differential clustering of WT samples vs *yap* single and double mutants (Fig S3B), supporting our previous finding that both *yap1* and *yap1b* control very similar transcriptional programs^23^. 

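After removal of the technical set with the genotypes protected, principal component 1 held 40.4% of the variance and component 2 held 23.7%. On component 1 the WT libraries lay at −35.1 to −26.4 and the double mutants at 28.1, 41.9 and 67.9. Single mutant 2 lay among the WT libraries at −28.8, single mutant 3 beside them at −16.0, and single mutant 1 among the double mutants at 30.4. Single mutant 1 was also set apart on component 2, at 66.0. The position of WT 4 (−30.9) follows from the correction, which places it on the mean of WT 1–3. Without removal of the set, component 1 held 52.0%, WT 4 lay at 32.8 and the other WT libraries at −52.1 to −47.9. Single mutant 1 then lay at −8.18, and over the 500 most variable genes with the set removed at −7.24 against 30.9 to 35.1 in the double mutants. With scaled genes it lay with double mutant 1, both at 143, while double mutant 3 lay at −25.2.

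**Figure D2:**
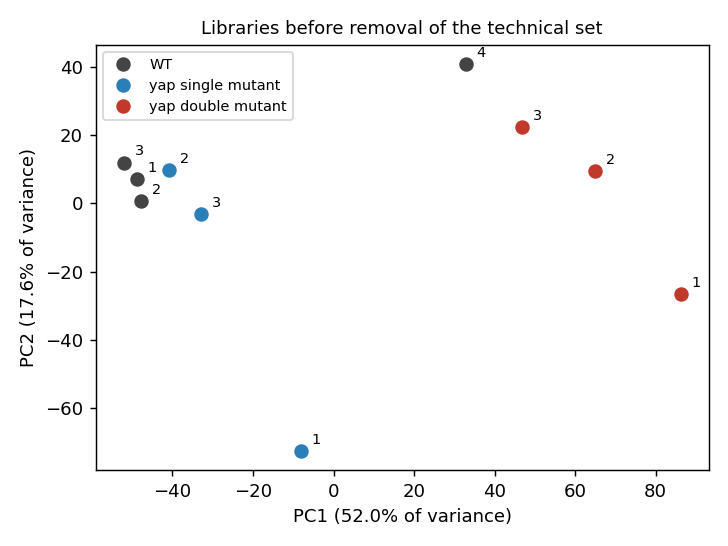
Principal components 1 (52.0% of the variance) and 2 (17.6%) of log2 CPM before removal of the technical set, with each library as a point numbered by replicate and coloured by genotype. WT 4 lay toward the double mutants (46.8 to 86.2 on component 1), and single mutant 1 lay at −72.5 on component 2.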

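*bmp4*, a ligand that specifies ventral and epidermal fates, was among the genes lower in both genotypes. Its log2 fold change was −1.05 (SE 0.11, adjusted p = 0.0036) in the single and −1.14 (SE 0.14, adjusted p = 0.0052) in the double mutants, from edgeR's quasi-likelihood test with the Benjamini-Hochberg correction. Both calls were kept whichever other library was left out. In total 76 genes were lower in both mutants, where 2.00 would be shared by unrelated lists, and 2 were higher in both, where 0.043 would be. The single mutants had 27 lower DEGs without WT 1, 28 without WT 2, 23 without WT 3 and 29 without single mutant 3. No more than these could be shared in those fits. Across the 16513 genes, which are not independent replicates, the log2 fold changes had a Pearson's r of 0.353 and a Spearman's correlation of 0.529, and 72.6% had the same sign. In 20 simulations of unchanged mutants against the same WT libraries the mean r was 0.003. Without the set r was 0.185, where the mean r of the same kind of simulations was −0.444. The covariance exceeded that of the simulations by 0.113 with the set and by 0.215 without it. Without the set and with the WT libraries divided, r was 0.374 with the single mutants against WT 1 and WT 2 and the double mutants against WT 3 and WT 4, and −0.272 the other way round. Each division sets WT 4 against 1 of the mutants only, and no simulation was made for it. With the set and no filter on low counts r was 0.121. Leaving out 1 library gave an r of 0.258 to 0.380, lowest without single mutant 1 (0.258) and without double mutant 1 (0.274). Residuals of these 2 libraries had an r of 0.490 across genes. The simulations drew each mutant library independently and hold no such shared spread. The excess over them therefore does not separate an effect common to both genotypes from spread shared between libraries.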

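The difference between the genotypes was tested in the same model. *ca15b*, a carbonic anhydrase gene listed among germ cell markers, had 4316 ± 482 normalized counts (SD, n = 3) in the single mutants and 1110 ± 40.6 (SD, n = 3) in the double mutants. WT 1–3 had 6071 ± 171 (SD, n = 3) and WT 4 had 6178. The log2 fold change of *ca15b* was lower by 1.98 in the double mutants (adjusted p = 0.0126 for the difference, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction). *trarg1a* (−3.83, adjusted p = 0.0126) and *mapk10* (−5.24, adjusted p = 0.046), which encodes a JNK kinase, differed with WT 4 at 720 and 750 normalized counts, far above WT 1–3 at 74.0 and 9.49. The other 2 genes have no symbol, ENSORLG00000014059 (−7.33, adjusted p = 0.030) and ENSORLG00000014695 (2.47, adjusted p = 0.046), and were named after their values were seen. These 5 genes were those called by the test of the difference, and at an unadjusted p under 0.05 there were 536 lower and 225 higher. Together the latter are under a share of 0.05 of the 16513 genes tested, the share expected where no gene differs. The number was 0 without WT 1, WT 2, WT 3 or single mutant 3, 10 without single mutant 1, 2 without single mutant 2, 15 without double mutant 1 and 1 without double mutant 2. Since no set holds both genotypes, the test compares a difference from WT 1–3 with a difference from WT 4.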

For that reason, we focused further analyses on *yap* double mutants most severe phenotype.

**Fig. 3:**
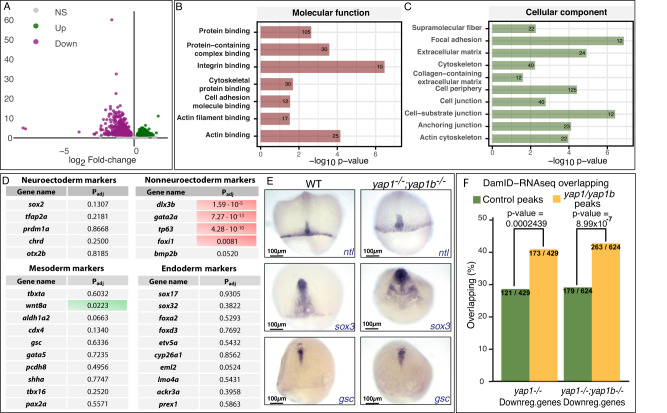
Characterization of Yap-dependent transcriptional program. **A** Volcano plot graph showing differentially expressed genes (DEGs) between WT to *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos. Gray dots: no differentially expressed genes; Green dots: upregulated genes in *yap1*^*−/−*^*;yap1b*^*−/−*^; Magenta dots: downregulated genes in *yap1*^*−/−*^*;yap1b*^*−/−*^. Differential gene expression analysis was carried out using the R package DESeq2, using by default Wald test and Benjamini–Hochberg correction (*p*adj <0.05; −log FC = 1). **B**, **C** Gene Ontology (GO) enrichment of the DEGs in *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos compared with WT, classified in molecular function (**B**) and cellular component (**C**). *n* = 3 embryos. gProfiler was used for this analysis (see Methods section). **D** Differential expression of the 10 most conserved markers of each germ layer in *yap*^*−/−*^*;yap1b*^*−/−*^ compared to WT embryos. Adjusted *p* values are shown. Red indicates significantly down-expressed genes in *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos compared with WT; Green indicates significantly upexpressed genes in *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos compared with WT. **E** *ISH* analysis of the expression of *ntl* (mesodermal marker), *sox3* (ectodermal marker), and *gsc* (endodermal marker) in WT and *yap1*^*−/−*^ and *yap1*^*−/−*^embryos at stg 16. Scale bars = 100 µm. **F** Quantification of the overlap between genes associated with regions targeted by Yap1/Yap1b, as determined by DamID-seq (Vazquez-Marin et al., 2019), and DEGs between WT and *yap1*^*−/−*^ (*P* value = 0.0002439) or WT and *yap1*^*−/−*^*;yap1b*^*−/−*^ (*P* value = 8.99 × 10^−7^) embryos. *n* = 3 embryos. The statistical significance of the differences between control and Yap1/Yap1b-targeted regions was calculated applying a two-sided *Z* test. Source data are provided as a Source Data file.

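*bco2a*, a carotenoid-cleaving oxygenase, had 149 ± 59.1 normalized counts (SD, n = 3) in WT 1–3, 124 in WT 4 and 2.86 ± 2.94 (SD, n = 3) in the double mutants. This is a log2 fold change of −5.32 (SE 0.67, adjusted p = 0.0056, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction). *lck*, a Src-family tyrosine kinase, fell with −5.71 (SE 0.83, adjusted p = 0.0088) and *myom1b*, a protein of the sarcomeric M-band, with −3.69 (SE 0.52, adjusted p = 0.0083). WT 4 had more of these transcripts than WT 1–3 had, with 141 against 48.5 ± 12.9 (SD, n = 3) for *lck* and 69.0 against 37.4 ± 2.55 (SD, n = 3) for *myom1b*. Among the genes with the largest falls, *mapk10*, *dclk1b*, *itga10* and *rtn4rl2a* rested on WT 4 alone, since WT 1–3 had 2.84 to 9.49 normalized counts on average against 4.11 to 28.2 in the double mutants. *cdk5r2b*, an activator of CDK5, fell with −4.50 (SE 0.57, adjusted p = 0.0056) with 70.1 in WT 4, 16.7 ± 6.50 (SD, n = 3) in WT 1–3 and 2.92 ± 2.09 (SD, n = 3) in the double mutants. *zgc:171929* was listed at 0 in all 7 WT and single mutant libraries and had 219 to 254 counts in the double mutants, at least 53-fold higher against a floor of 3 counts per library. *klhl24a*, an adaptor of a ubiquitin ligase, rose with a log2 fold change of 1.52 (SE 0.24, adjusted p = 0.012) and *il13ra2*, a decoy receptor for interleukin 13, with 2.65 (SE 0.36, adjusted p = 0.0067). For *il13ra2*, WT 4 had 100.1 normalized counts and WT 1–3 had 46.2 ± 5.50 (SD, n = 3). The rise of *p2ry8* (5.08, SE 0.80, adjusted p = 0.011) rested on WT 4, at 5.56 normalized counts against 96.8 ± 29.8 (SD, n = 3) in WT 1–3. These calls were kept whichever other library was left out. Of the other genes with the largest changes, *mcf2b* (−4.74, SE 0.93, adjusted p = 0.030), *kcnj1a.6*, a potassium channel (−4.23, SE 0.81, adjusted p = 0.027), and *upf3a*, a factor of nonsense-mediated decay (2.80, SE 0.56, adjusted p = 0.032), were not kept in every fit without 1 library. *mcf2b* and *upf3a* were lost without WT 1, WT 2, WT 3, single mutant 3, double mutant 2 or double mutant 3, and *kcnj1a.6* without any double mutant library (adjusted p up to 0.102). For *mcf2b* WT 4 had 672 normalized counts and WT 1–3 had 331 ± 76.7 (SD, n = 3).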

To understand the mechanisms underlying Yap activity, we next studied Gene Ontology (GO) terms enrichment in the DEGs in *yap* double mutants *vs* WT (Fig. 3B, C and S3C, D; Supplementary Data 2). We explored four different GO categories: molecular function, cellular component, biological process, and KEGG pathway. 

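*itga3b*, the alpha subunit of a laminin receptor, had 2120 ± 177 normalized counts (SD, n = 3) in WT 1–3, 2836 in WT 4 and 612 ± 188 (SD, n = 3) in the double mutants. It fell with a log2 fold change of −2.21 (SE 0.33, adjusted p = 0.0092, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction), a call kept whichever other library was left out. *itgb3a*, the beta subunit of vitronectin receptors (−2.03, SE 0.38, adjusted p = 0.027), *itgb4*, the beta subunit of hemidesmosomes (−1.83, SE 0.38, adjusted p = 0.037), and *itga2.2*, an alpha subunit of collagen receptors (−3.07, SE 0.58, adjusted p = 0.027), were also lower. Without double mutant 2 or WT 1 each of these 3 calls was lost. So were those of *itgb3a* without WT 3, double mutant 1 or 3, *itgb4* without WT 2, WT 3 or single mutant 3, and *itga2.2* without WT 3 or double mutant 1, with adjusted p up to 0.0842. The level of *itgb3a* was 1687 normalized counts in WT 4 and 1031 ± 196 (SD, n = 3) in WT 1–3, and that of *itgb4* was 1955 and 3429 ± 168 (SD, n = 3). *itga10* was called with 131 normalized counts in WT 4 and 4.38 ± 3.35 (SD, n = 3) in WT 1–3, so its fall rested on WT 4. Of 13 integrin subunit genes measured, these 5 were lower in the double mutants and none was higher (7 lower when adjusted over the list alone). Of 10 genes that the study lists under integrin binding, 5 were lower and none was higher (9 lower when adjusted over the list alone). The study chose the latter list among its own DEGs in these libraries. Of the 13 integrin subunit genes 9 are DEGs in Supplementary Data 1, from which most names came, so that neither count is independent evidence. At an unadjusted p under 0.05 no gene of either list was higher, nor with DESeq2.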

In the molecular function category, we identified integrin binding as the most significantly enriched GO term, followed by others such as acting binding or cell adhesion (Fig. 3B). Very consistent results were also obtained for the remaining GO categories (Fig. 3C and Fig. S3C, D). Thus, significantly enriched GOs terms identified in *yap* double mutants were related to cell-ECM adhesion (i.e., focal adhesion (FA) or collagen-containing ECM), Hippo signaling, and actin cytoskeleton regulation/organization (Fig. 3B, C, Fig S3C, D; Supplementary Data 2). 

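*fermt1* encodes a kindlin that activates integrins at focal adhesions, and lies on chromosome 24 of ASM223467v1 from 2461790 to 2474020 in the RefSeq annotation. It fell in the double mutants with a log2 fold change of −1.60 (SE 0.15, adjusted p = 0.0018, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction). The level was 1621 ± 199 normalized counts (SD, n = 3), against 4919 in WT 4 and 3161 ± 109 (SD, n = 3) in WT 1–3. *ptk2bb*, a focal adhesion kinase (chromosome 24, 1251048 to 1270187), fell with −1.79 (SE 0.24, adjusted p = 0.0064). Among genes of the extracellular matrix, *col5a2a*, a fibrillar collagen chain, fell with −1.61 (SE 0.23, adjusted p = 0.0087) and *ccn6*, a matricellular protein, with −1.46 (SE 0.19, adjusted p = 0.0063). *tead1b*, a DNA-binding partner of Yap, fell with −1.53 (SE 0.21, adjusted p = 0.0075). Of the actin regulators, *coro6* fell with −1.54 (SE 0.15, adjusted p = 0.0018) and *pard6a*, a polarity protein, with −1.21 (SE 0.17, adjusted p = 0.0072). For *coro6* WT 4 had 7125 normalized counts and WT 1–3 had 4791 ± 184 (SD, n = 3). For *ccn6* WT 4 had 457, WT 1–3 had 276 ± 20.8 and the double mutants had 166 ± 3.04 (SD, n = 3 each but WT 4). These 7 calls were kept whichever other library was left out. In the lists of Supplementary Data 3, 5 of 12 focal adhesion genes, 10 of 24 extracellular matrix genes, 6 of 12 Hippo signaling genes and 17 of 51 cytoskeleton organization genes were lower (10, 18, 9 and 41 when adjusted over the list alone). The 6 Hippo genes include the mutated *yap1* and *yap1b*. By edgeR none was higher, also at an unadjusted p under 0.05 and with DESeq2. The study chose these lists among its own DEGs in these libraries, so they are not independent evidence. The GO enrichment was not analysed here.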

Similar GO enrichments were obtained when DEGs between yap single mutants *vs* WT were considered (Fig S3E–H). These data indicate that Yap paralogs primarily regulate the expression of actomyosin cytoskeleton and ECM-cell adhesion components (Supplementary Table 1; Supplementary Data 3).

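In the single mutants *fermt1* had 1579 ± 107 normalized counts (SD, n = 3), a log2 fold change of −1.00 (SE 0.11, adjusted p = 0.0066, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction). *ptk2bb* had 334 ± 15.0 (SD, n = 3) against 1073 ± 61.2 (SD, n = 3) in WT 1–3, a log2 fold change of −1.68 (SE 0.19, adjusted p = 0.0058), and both calls were kept whichever other library was left out. *smtnl*, a smoothelin-like actin-binding protein, fell with −1.24 (SE 0.15, adjusted p = 0.0089), a call lost without WT 3 or single mutant 3 (adjusted p up to 0.0564). *coro6* did not pass the test (−0.12, SE 0.11, adjusted p = 0.71), and the difference between the genotypes for this gene had an adjusted p of 0.059. Of the genes of Supplementary Data 3, 4 of 12 for focal adhesion, 6 of 24 for extracellular matrix, 3 of 12 for Hippo signaling, 7 of 51 for cytoskeleton organization and 4 of 10 for integrin binding were lower (7, 14, 8, 27 and 6 when adjusted over the list alone). The 3 Hippo genes include the mutated *yap1*. None was higher by edgeR, at an unadjusted p under 0.05 or with DESeq2. The study picked these genes as DEGs of the double mutants in the same experiment, so that the counts are not independent evidence.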

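*emilin2b*, a glycoprotein of elastic fibres, fell in the double mutants with a log2 fold change of −2.06 (SE 0.23, adjusted p = 0.0035, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction). WT 4 had 2801 normalized counts and WT 1–3 had 1633 ± 115 (SD, n = 3). *frem1a*, a basement membrane protein, fell with −2.36 (SE 0.40, adjusted p = 0.016), *fbln1*, a matrix glycoprotein, with −1.03 (SE 0.16, adjusted p = 0.010), and *vclb*, the vinculin of focal adhesions, with −0.89 (SE 0.13, adjusted p = 0.0075). *ezrb*, which links actin to the membrane, fell with −1.33 (SE 0.13, adjusted p = 0.0021). These 5 calls were kept whichever other library was left out. In lists drawn up from general knowledge, 8 of 24 genes of the actin cytoskeleton, 8 of 22 of focal adhesions and 7 of 26 of the basement membrane and matrix were lower in the double mutants and none was higher (18, 15 and 14 lower when adjusted over the list alone). For the single mutants the counts were 3, 4 and 5 (16, 11 and 9 when adjusted over the list alone), again with none higher. By DESeq2 none was higher either, and at an unadjusted p under 0.05 there were 2 higher matrix genes in the single mutants and none otherwise. Gene names came mainly from the paper's tables of DEGs, and 19, 18 and 17 of the members measured are DEGs there, so that these lists are not independent of the study's selection. From the enriched terms in both genotypes, the paper concludes that the Yap paralogs regulate primarily components of the actomyosin cytoskeleton and of the adhesion between cells and ECM.

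**Figure D3:**
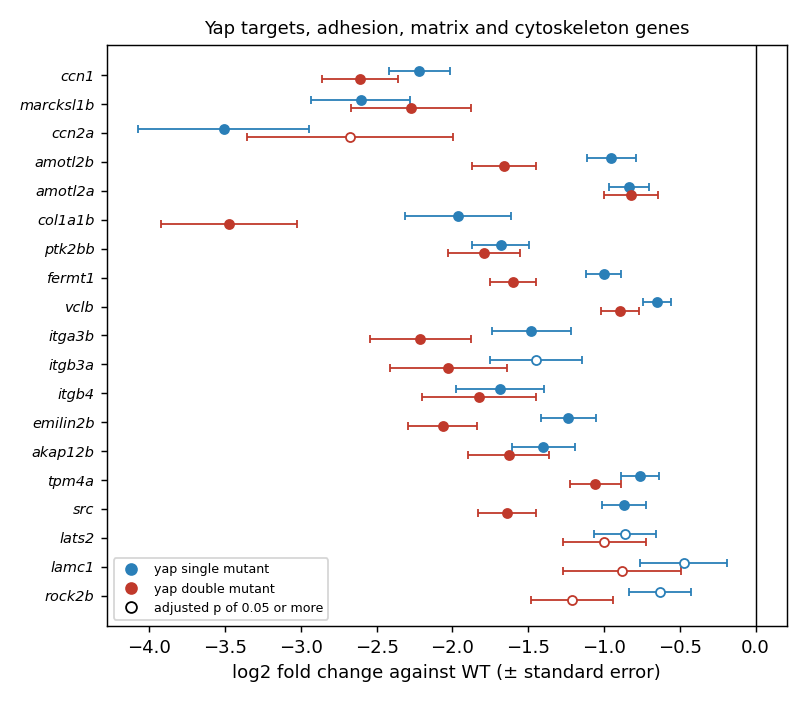
Log2 fold changes (± SE) of 19 genes of adhesion, matrix, cytoskeleton and Hippo signaling in the single mutants (blue) against WT 1–3 and in the double mutants (red) against WT 4, with open symbols where the adjusted p was 0.05 or more. The genes were picked among those that the paper names or that were DEGs here. All 19 lay below 0 in both genotypes, a direction that this choice favours.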

Cellular rearrangements during gastrulation are often coordinated with lineage restriction and germ layers specification. To verify whether cell fate is compromised in *yap* mutants, we examined in more detail our RNA-seq datasets, which in principle did not yield significantly enriched GO terms consistent with that hypothesis (Fig. 3B, C, Fig S3C–H). For further confirmation, we checked the expression of a battery of 10 conserved specifiers of each germ layer. No significant differences were observed for key mesoderm, endoderm, and neuroectoderm markers when their expression was compared between *yap* double mutant and WT embryos (Fig. 3D). 

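Among the endoderm markers, *sox17* (log2 fold change 0.12, SE 0.17, adjusted p = 0.83) and *sox32* (0.21, SE 0.13, adjusted p = 0.62), transcription factors of endoderm specification, did not pass edgeR's quasi-likelihood test with the Benjamini-Hochberg correction in the double mutants. Neither did the mesoderm genes *tbx16* (0.23, SE 0.25, adjusted p = 0.79) and *pcdh8* (0.45, SE 0.42, adjusted p = 0.76). The same held for *otx2b* (0.19, SE 0.14, adjusted p = 0.70) and *chrd* (0.27, SE 0.18, adjusted p = 0.65), which were counted with the neuroectoderm markers. Of 9 mesoderm, 8 endoderm and 5 neuroectoderm markers measured, *eml2*, a microtubule-binding protein placed with the endoderm, was the only DEG (−1.86, SE 0.39, adjusted p = 0.043). That call rested on WT 4, at 781 normalized counts against 94.7 ± 30.9 (SD, n = 3) in WT 1–3 and 214 ± 68.2 (SD, n = 3) in the double mutants. It was lost without WT 1, WT 3, single mutant 3, double mutant 1 or double mutant 2, with adjusted p up to 0.131. *tfap2a*, which the paper places with the neuroectoderm and which also marks epidermis, did not pass the test over all genes (−0.47, SE 0.14, adjusted p = 0.15). It was lower when adjusted over the list alone, at an unadjusted p under 0.05 and with DESeq2. It had 8305 normalized counts in WT 4 and 6443 ± 52.2 (SD, n = 3) in WT 1–3. At an unadjusted p under 0.05, 0 mesoderm, 2 endoderm and 1 neuroectoderm genes changed, and DESeq2 with the technical set called 0, 1 and 1. With limma's camera no layer of these 3 moved as a set in the double mutants (adjusted p = 0.26, 0.66 and 0.65 over the 4 layers), with a preset or an estimated correlation. The fry test of limma for change in either direction gave an adjusted p of 0.0026 for the endoderm, 0.0026 for the neuroectoderm and 0.40 for the mesoderm genes. WT 4 differed from WT 1–3 at several markers, with 2382 against 5546 ± 295 (SD, n = 3) normalized counts of *etv5a* and 171 against 821 ± 20.5 (SD, n = 3) of *pcdh8*. The sets were read from values of such markers in the Source Data, *tbxta*, *pcdh8*, *gsc* and *otx2b* among them. The lack of a call for these genes with the set is therefore not independent evidence. Without the set, 10 of the 27 germ layer markers were called, and with each set alone 0.

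**Figure D4:**
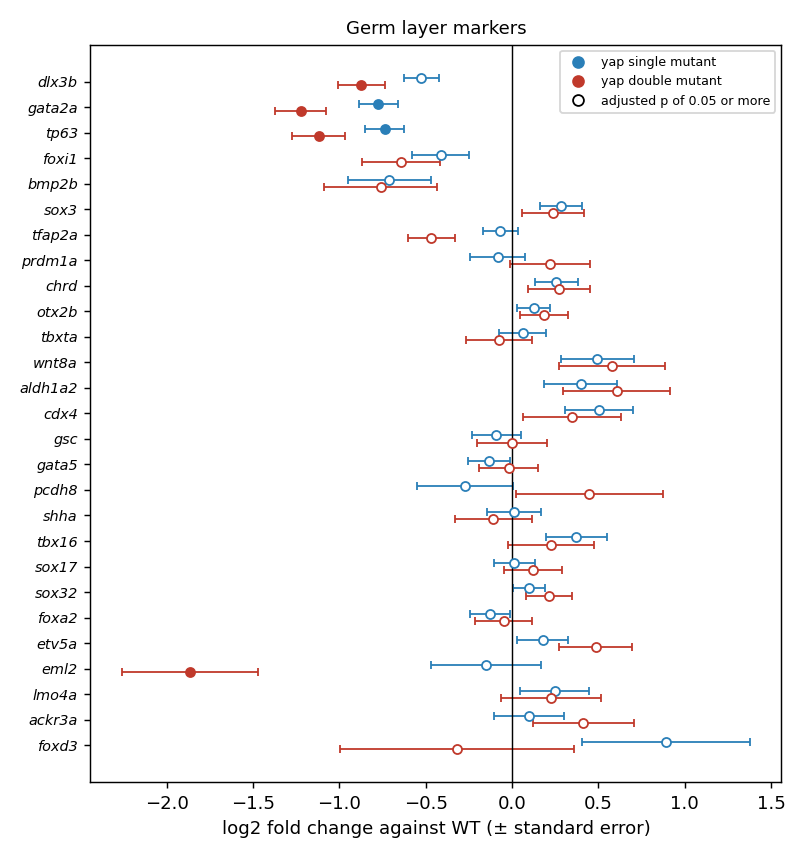
Log2 fold changes (± SE) of 27 germ layer markers in the single mutants (blue) against WT 1–3 and in the double mutants (red) against WT 4, with open symbols where the adjusted p was 0.05 or more. The filled red symbols are *eml2*, *dlx3b*, *gata2a* and *tp63*, and the filled blue ones *gata2a* and *tp63*.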

The only genes that appeared significantly downregulated correspond to early non-neural ectoderm (i.e., epidermal) specifiers (Fig. 3D). To confirm these observations, we compared the expression patterns of a mesoendodermal marker, *no-tail* (*ntl*), an endodermal marker, *goosecoid* (*gsc*), and an ectodermal marker, *sox3* (Fig. 3E). 

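Of the 5 non-neural ectoderm markers, *dlx3b*, *gata2a* and *tp63* were lower in the double mutants and *gata2a* and *tp63* in the single mutants, and all 5 were lower in each genotype when adjusted over the list alone. *foxi1*, a transcription factor of epidermal and ionocyte fates, had a log2 fold change of −0.64 (SE 0.23, adjusted p = 0.26, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction) in the double mutants. *bmp2b*, a ligand that patterns the ventral ectoderm, had −0.76 (SE 0.33, adjusted p = 0.40). As a set these genes moved down in the double mutants with limma's camera at a preset correlation (p = 9.8e-11, adjusted p = 3.9e-10 over the 4 layers) and with an estimated correlation (p = 0.0016, adjusted p = 0.0066). In the single mutants the adjusted p of camera was 3.4e-10 (0.0054 with the estimated correlation). All 5 markers are DEGs in Supplementary Data 1, called in these same libraries, so that these set tests are not independent evidence. Of a wider list of 14 non-neural ectoderm genes, 5 were lower in the double mutants and 3 were lower and 1 was higher in the single mutants (12 lower and 1 higher, and 8 lower and 1 higher, when adjusted over the list alone). Of these 14 genes 12 are DEGs in Supplementary Data 1, from which most names came.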

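*tbxta* (*ntl*), the T-box gene of the axial and marginal mesoderm, had 2161 normalized counts in WT 4 and 2052 ± 288 (SD, n = 3) in the double mutants. This is a log2 fold change of −0.07 (SE 0.19, adjusted p = 0.91, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction). WT 1–3 had 3951 ± 200 (SD, n = 3) and the single mutants 4123 ± 533 (SD, n = 3), so that the level followed the technical set. The sets were read from germ layer markers, *tbxta* and *gsc* among them, so for these genes that pattern was fixed by the choice of the sets. *gsc*, a homeobox gene of the organizer and prechordal plate, had 1091 in WT 4 and 1091 ± 51.0 (SD, n = 3) in the double mutants. WT 1–3 had 1792 ± 228 (SD, n = 3) and the single mutants 1685 ± 279 (SD, n = 3). *sox3*, a marker of the neuroectoderm, had 7195 in WT 4, 8480 ± 1004 (SD, n = 3) in the double mutants, 5802 ± 356 (SD, n = 3) in WT 1–3 and 7064 ± 741 (SD, n = 3) in the single mutants. Its log2 fold change was 0.24 (SE 0.18, adjusted p = 0.70) in the double and 0.28 (SE 0.12, adjusted p = 0.47) in the single mutants, from the same test.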

In agreement with our RNA-seq data, these three germ-layer markers did not appear downregulated in *yap* mutants. However, their expression patterns appeared wider in *yap* mutants, which suggests a failure in cell convergence, in line with the defective migration of cells that we observed (Fig. 3E). Taken together, these analyses indicate that what is behind the cell migration defects is a failure in the activation of the genetic program controlling cytoskeleton reorganization and cell adhesion, rather than a general problem in cell fate acquisition.

To gain further insight into the genetic program controlled by Yap proteins, we compared our RNA-seq data with DamID-seq results we previously obtained in stage 16 medaka embryos^23^. Using the DamID-seq technique, we generated maps of chromatin occupancy for Yap1 and Yap1b in gastrulating embryos. Then, by cross-comparing genes neighboring Yap paralogs binding sites with our list of DEGs, we could determine which of these genes are potential direct targets (i.e., genes downregulated in *yap* double mutants in which Yap binds to nearby regulatory regions according to our DamID-seq results). 

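*vclb*, *ezrb* and *lima1a*, actin and adhesion genes, and *smad6b*, an inhibitor of BMP signaling, were among the genes with a nearby Yap1 or Yap1b binding site in the paper's Source Data and were lower in the double mutants whichever other library was left out. *lima1a*, an actin-bundling LIM protein, had a log2 fold change of −1.43 (SE 0.23, adjusted p = 0.012) and *smad6b* one of −1.02 (SE 0.16, adjusted p = 0.010), from edgeR's quasi-likelihood test with the Benjamini-Hochberg correction. The lists of the Source Data hold 443 genes for the double and 175 for the single mutants, each more than the overlap shown in Fig. 3F. Of the 436 genes measured in the DamID list of the double mutants, 82 were lower (267 when adjusted over the list alone) and 32 were lower in the single mutants. All 436 had a negative log2 fold change in the double mutants, with a median of −0.83. In the double mutants none was higher by edgeR, at an unadjusted p under 0.05 or with DESeq2. Of the same genes in the single mutants, 0 were higher by edgeR, 3 at an unadjusted p under 0.05, 1 with DESeq2 and 1 when adjusted over the list alone (89 lower). Of 170 genes measured in the list of the single mutants, 34 were lower in that genotype (139 when adjusted over the list alone). The paper describes these genes as lowered in the same libraries, so the counts are not independent evidence. Of the 436 and 170 genes measured, 213 and 130 are DEGs in Supplementary Data 1, and the share of DamID targets among all genes was not analysed here. The count of 82 was 50 without double mutant 2, 128 without single mutant 1 and 218 without the set. All lower DEGs of the single mutants numbered 27 without WT 1, 28 without WT 2, 23 without WT 3 and 29 without single mutant 3, so that their counts of 32 and 34 were not kept.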

We observed that a significantly high percentage of these DEGs are potentially direct targets of Yap1/Yap1b (Fig. 3F), and that these genes have a very similar list of associated enriched GOs terms as the entire set of DEGs (Supplementary Data 2). Importantly, we could confirm within them relevant regulators of the cytoskeleton, such as *marcksl1b*; structural ECM encoding genes, such as *lamc1*; well-known Yap targets such as *ccn1/cyr61*; and Yap regulators such as *src* among the targeted genes (Fig S4 and Supplementary Data 2).

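*ccn1* (*cyr61*), a matricellular ligand of integrins, lies on chromosome 4 of ASM223467v1 (17105333 to 17108058, RefSeq annotation). It fell with a log2 fold change of −2.61 (SE 0.25, adjusted p = 0.0018) in the double and −2.22 (SE 0.20, adjusted p = 0.0023) in the single mutants, from edgeR's quasi-likelihood test with the Benjamini-Hochberg correction. Both calls were kept whichever other library was left out. *src*, a tyrosine kinase that acts upstream of Yap (chromosome 7, 25221544 to 25261264), fell with −1.64 (SE 0.19, adjusted p = 0.0041) in the double mutants, a call kept in the same way. For *src* in the single mutants the log2 fold change was −0.87 (SE 0.15, adjusted p = 0.033). That call was lost without WT 1, WT 2, WT 3, single mutant 2, single mutant 3 or double mutant 2 (adjusted p up to 0.168). *marcksl1b*, an actin-binding substrate of protein kinase C (chromosome 11, 26663508 to 26665784), fell with −2.27 (SE 0.40, adjusted p = 0.018) in the double mutants and −2.61 (SE 0.32, adjusted p = 0.0095) in the single mutants. The former call was lost without double mutant 2 or 3 (adjusted p up to 0.0604) and the latter without single mutant 3 (0.0664). *lamc1*, the gamma chain of laminins (chromosome 17, 12616461 to 12659358), did not pass the test in the double (−0.88, SE 0.39, adjusted p = 0.41) or the single mutants (−0.47, SE 0.29, adjusted p = 0.59).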

### Yap is active in migratory cells converging to the midline

Cell migration depends on actin polymerization at the leading edge to drive protrusions that adhere to the substrate through FAs^30^. Our observation that Yap activates the transcriptional programs controlling cytoskeleton and FA components suggests that its activity may be required in migratory cells. To confirm this point, we checked the spatiotemporal dynamics of Yap activation by following both the transcriptional activity of a Tead/Yap sensor, and the expression of *marcksl1b*, a bona-fide Yap target identified in our DamID-seq and RNA-seq analyses^23^. Tead co-activators interact with Yap proteins acting as main mediators of their transcriptional response^23,28,29,31^. To monitor Yap activation, we generated a new medaka transgenic line in which the Tead-responsive *4xGTIIC* enhancer, previously tested in zebrafish, was coupled to GFP (*4xGTIIC::GFP*)^32,33^. To validate this transgenic line, we first checked that the GFP signal was undetectable in *yap* mutants (Fig S5A). Then, by injecting *yap1* mRNA fused to the mCherry reporter gene (*yap1::mCherry*), we confirmed that the cells with higher levels of nuclear Yap::mCherry are displaying higher intensity for the Tead/Yap reporter signal (Fig S5B). These results corroborate that the *4xGTIIC::GFP* transgenic line responds specifically to Yap signaling. Using this tool, we could then follow in vivo the dynamics of Yap activation during gastrulation by live confocal imaging (Supplementary Movie 3). Interestingly, we observed that Yap is active in cells migrating towards the midline, rather than in the midline itself, where cell density is higher (Supplementary Movie 3 and Fig. 4A). To corroborate these observations, we also examined the expression pattern of *marcksl1b* by in situ hybridization. Marcksl1b is a protein involved in cell motility, as it regulates actin cytoskeleton dynamics as well as filopodium and lamellipodium formation^34^. Matching our observations with the Tead reporter line, we saw that in gastrulating embryos, *marcksl1b* is expressed mainly in lateral cells (Fig. 4B). As expected, we could confirm that *marcksl1b* expression is largely decreased in *yap1* mutant embryos (Fig S5C). These results indicate that during gastrulation, Yap is specifically active in cells that are moving towards the midline, while inactive in the more compact cells forming the embryo axis (Fig. 4C, D). Thus, we concluded that the migration defects observed specifically in dorsally-convergent *yap* mutant cells are consistent with the absence of Yap activation in these migratory cells.

**Fig. 4:**
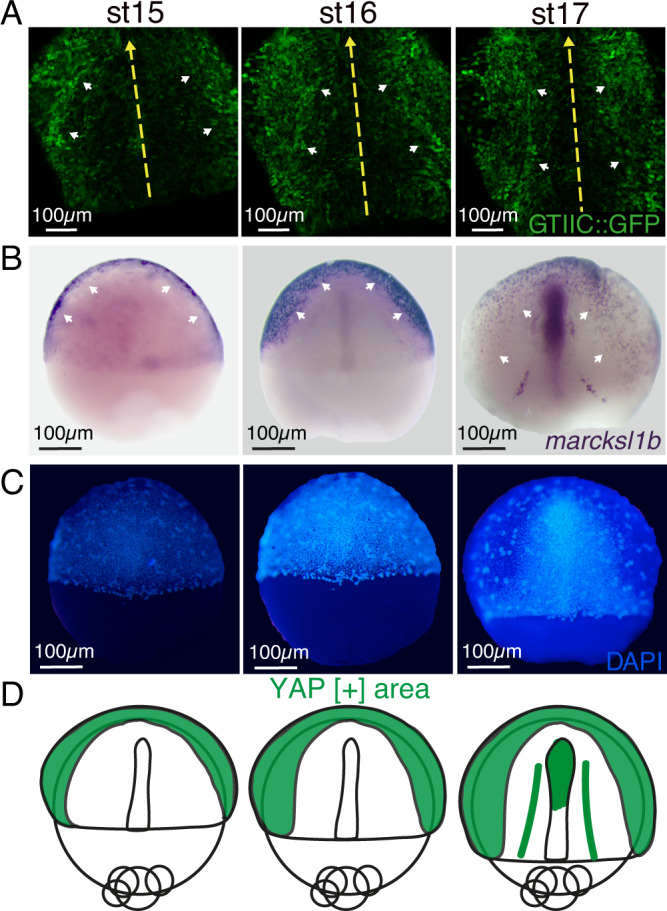
Yap activation in migratory precursors. **A** Still images from the confocal time-lapse analysis (supplementary movie 3) of transgenic embryos for the Tead/Yap sensor *GTIIC::GFP* at stages 15, 16, and 17. White arrowheads point to the GFP-positive cells. Yellow arrows indicate A-P axis (**B**) ISH analysis of the expression of *marcksl1b* in WT embryos at 15, 16, and 17. White arrowheads point to the cells expressing *marcksl1b*. **C** DAPI staining of the embryos in **B**. **D** Schematic representation of the expression of *marcksl1b* (Yap activation area) in green. Scale bars are 100 µm (**A**–**C**).

In agreement with our previous findings^23^, we confirmed that *yap1* is ubiquitously expressed at early gastrula (stage 15), and that as gastrulation progresses its expression is enriched at the condensed axis (Fig S5D). This discrepancy between *yap* expression and Yap activation indicates that Yap signaling inhibition depends on post-transcriptional regulation. It has been described that Yap activity can be directly inhibited by cell density^35,36^. To assess whether an anti-correlation between Yap activation and cell compaction was also significant in the gastrulation context, we examined density maps in relation to *marcksl1b* expression (Fig. 5A–C). We could determine that the distance between neighbors is significantly higher (lower cell density) in Yap-active areas than in Yap-inactive areas (Fig. 5D), suggesting that cell density may act as a modulator of Yap activity also during gastrulation. To further explore this hypothesis, we developed a method to increase cell density by extracting yolk material from 50% Epiboly WT embryos using microcapillaries. This approach resulted in an averaged reduction of 40% of the embryo perimeter that was accompanied by a significant increase in the inner mass cell density (~30 cells more per 100 µm^2^) (Fig. 5E, I). Interestingly, this increase in cell density observed in the yolk-reduced embryos, correlated with a decrease in Yap activity, evidenced by a lower *marcksl1b* expression and Tead/Yap sensor activation (Fig. 5F, J, K). Altogether, these findings suggest that cell density acts as a negative regulator of Yap activity in midline regions of gastrulating embryos.

**Fig. 5:**
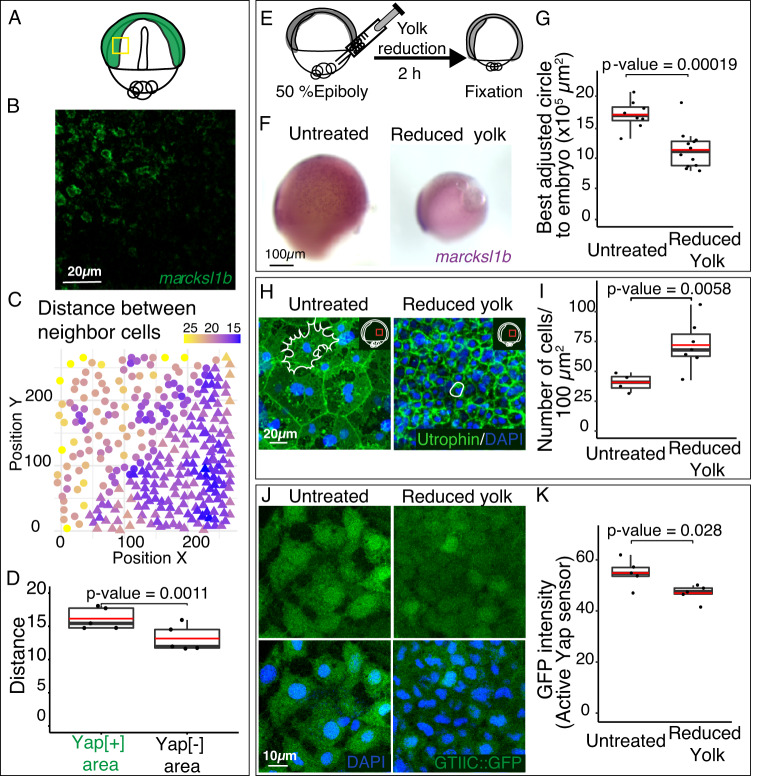
Yap activation is inhibited by cell density. **A** Schematic representation of Yap activation in green in a stage 16 embryo. **B**, **C** Confocal image of *marcksl1b* fluorescent ISH at the Yap activation margin in stage 16 embryos (**B**) and its corresponding cell density analysis (**C**). The position of the region considered in **B** is indicated with a yellow rectangle in the scheme in **A**. The XY position of the nuclei’s centroids were represented. Circle: nuclei localized in a *marcksl1b* positive area; triangle nuclei localized in a *marcksl1b* negative area. The color gradient refers to the mean of the distance between a cell and its five closest nuclei **C**. **D** Quantification of the mean distance between nuclei in the *marcksl1b*-positive area (Yap active) and in the *marcksl1b*-negative area (Yap inactive). *P* value = 0.0011. *n* = 5 embryos. **E** Schematic representation of the yolk removal protocol. **F** ISH analysis of the expression of *marcksl1b* in control and reduced yolk embryos. **G** Quantification of embryo size, as determined by the area of the best-adjusted circle to control and yolk-reduced embryos. *P* value: 0.00019. *n* = 8 control embryos, *n* = 12 reduced yolk embryos. **H** Confocal microscopy images of dorsally converging cells from control and yolk-reduced embryos injected with *Utrophin::GFP* and stained with DAPI. A schematic representation of the embryo indicating the area of interest (red rectangle) is shown in the bottom left side of the image. Cell shapes are represented with white lines. **I** Quantification of cell density in control and yolk-reduced embryos. *P* value: 0.0058. *n* = 4 control embryos, *n* = 7 reduced yolk embryos. **J** Confocal microscopy images of dorsally converging cells stained with DAPI from control and reduced yolk transgenic embryos for the Tead/Yap sensor *GTIIC::GFP*. **K** Quantification of GFP signal intensity in control and reduced yolk transgenic embryos for the Tead/Yap sensor *GTIIC::GFP*. *P* value: 0.028. *n* = 5 control embryos, *n* = 5 reduced yolk embryos. Boxes represent the quartiles; the whiskers indicate the maximum and minimum values. Red and black lines indicate the median and the mean, respectively. Points indicate independent embryos. Two-sided Student’s *t* tests were performed to evaluate statistical significances. Scales bars are 20 µm (**B**), 100 µm (**F**), 20 µm (**H**), and 10 µm (**J**). Source data are provided as a Source Data file.

### Yap **promotes cortical actin recruitment and focal adhesions assembly in migratory cells**

We showed that Yap proteins are active in dorsally converging cells, in which they modulate the expression of cytoskeletal and ECM adhesion components. To investigate the recruitment of these components to the cell cortex in convergent cells, embryos were injected at the one-cell stage either with *Utrophin:GFP* mRNA, to label filamentous actin, or *Pax::mKate* mRNA, to reveal FAs assembly. Then, the distribution of these tracers was examined using high-resolution microscopy in WT and *yap* double mutants, focusing our attention on dorsal migratory cells of the inner mass (Fig. 6), in which Yap is active (Fig. 4). These inner mass cells display a monolayer distribution, positioned between the large polygonal cells of the enveloping layer (EVL) and the yolk syncytial layer (YSL). WT inner mass cells presented strong accumulation of filamentous actin (Fig. 6A) and showed the spreading shape typical of migratory cells, with extended plasma membrane and protruding filopodia and lamellipodia. On the contrary, *yap* mutant cells accumulated less cortical actin, displaying a rounded shape with less noticeable protrusions (Fig. 6A, C, D). We also observed that WT inner mass cells display FA stripes and foci, which are very reduced in *yap* double mutant cells (Fig. 6A). This result suggests that Yap is essential for FA maturation, as these structures enlarge as they mature^37^. By looking at the XZ projections of *Paxillin:mKate* in WT cells, we observed that FA clusters tend to accumulate at the surface contacting the YSL (Fig. 6A’), thus suggesting that inner mass cells are migrating preferentially over the yolk surface. *Yap* mutant cells clearly lack these polarized adhesion clusters, which are significantly shorter (Fig. 6A’, E; S6C).

**Fig. 6:**
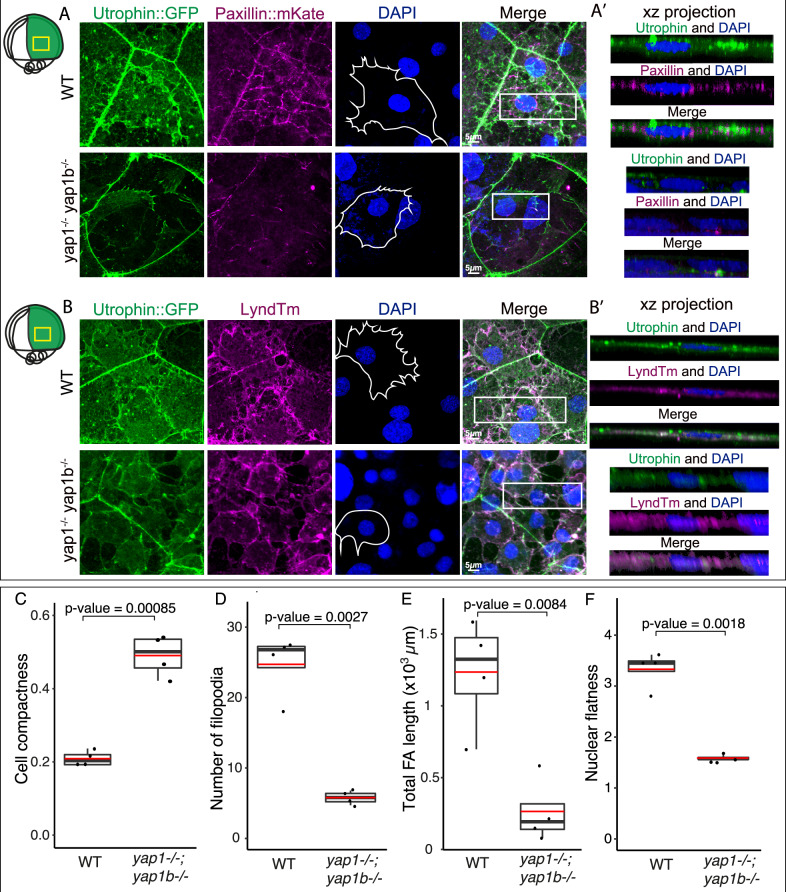
Defective recruitment of cortical actin and focal adhesions in *yap* mutants. **A**, **B** Confocal microscopy images of dorsally converging cells from WT and *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos injected with *Utrophin::GFP*, *Paxillin::mKate* (**A**), *LyndTm* (**B**) and stained with DAPI. XZ projections from the sections indicated with white rectangles are shown (**A**’, **B**’). Schematic representation of the embryo indicating the area of interest with a yellow rectangle is shown on the upper left side of the panel. Cell shapes are represented with white lines in the images corresponding to DAPI. **C** Quantification of average cell compactness, as determined by the ratio between the cell area and the area of the circle having the same perimeter, in WT and *yap1−/−;yap1b−/−* embryos. *P* value: 0.00085. **D** Quantification of the average number of filopodia in WT and *yap1−/−;yap1b−/−* embryos. *P* value: 0.0027. **E** Quantification of the total focal adhesion length, as determined by the sum of all focal adhesions length within a 135 × 135 μm^2^ region of lateral converging cells, in WT and *yap1−/−;yap1b−/−* embryos. *P* value: 0.0084. **F** Quantification of average nuclei flatness, which refers to the ratio between the second and the third axis of an ellipsoid, in WT and *yap1*^*−/−*^*;yap1b*^*−/−*^ embryos. *P* value: 0.0018. See Figure S6 for a detailed plot. Boxes represent the quartiles; the whiskers indicate the maximum and minimum values. Red and black lines indicate the median and the mean, respectively. Points indicate independent embryos. *n* = 4 embryos. Two-sided Student’s *t* tests were performed to evaluate statistical significance. Scale bars = 5 µm. Source data are provided as a Source Data file.

To get further insight into the cells’ morphology, we performed a similar experiment but now injecting *Utrophin:GFP* together with *Lyn-tdTomato (LynTm)* mRNA, to visualize the plasma membrane. These results confirmed the cortical accumulation of filamentous actin in WT cells, which presented multiple filopodia and membrane ruffles (Fig. 6B–D). In contrast, *yap* mutant cells displayed a rounded morphology with lower number of filopodia (Fig. 6B–D). By examining XZ projections of the nuclei, we observed that WT nuclei tend to appear less spherical than *yap* mutant cells (Fig. 6B’, S6A, Supplementary Movie 4). Since mechanical coupling to the ECM and nuclear deformation are required for Yap nuclear shuttling^15,16^, we decided to explore this observation further. To this end, the 3D nuclei morphology of WT and *yap* mutant cells was measured, considering two main morphological parameters, flatness, and sphericity. We found that *yap* mutant nuclei display a lower flatness index and are significantly more spherical than those of WT cells (Fig. 6F, S6D,E). From these measurements, we hypothesized that the noticeable reduction of cortical filamentous actin and FAs observed in *yap* mutant cells may lead to a decrease in intracellular tension, which is reflected in a more relaxed and rounded nuclei and cell morphology. To examine if these morphological defects depend on cell-ECM adhesion, we tested if the overexpression of *paxillin*, a central mechano-responsive FA component^38^, was sufficient to alleviate *yap* mutants cellular phenotype. Injection of *paxillin::mKate* mRNA (300 pg per embryo) at one-cell stage in double mutant embryos partially rescued the defects at a cellular level; including spread cell morphology, cell compactness, filopodia number, and nuclear morphology (Fig S7). These observations further suggest a FA-dependent reduction of intracellular tension in our mutants, which is in agreement with previous observations indicating reduced tissue tension in medaka mutant embryos for *yap1*, as well as in *yap/taz* knockdown embryos in zebrafish^19^.

All these data suggest that Yap activity is promoting the formation and maturation of FAs and the polymerization of cortical actin in migratory cells. Thus, in the absence of Yap activity, cells would be unable to establish mature FAs and actin bundles, which are essential to respond to ECM cues.

### Yap senses and activates intracellular tension suggesting a positive feedback loop

Our results indicated that Yap activity regulates FAs and actomyosin cytoskeleton, which allows coupling intracellular tension to the ECM. In turn, Yap transcriptional regulators have been characterized as mechanosensors/mechanotransducers^13,14^. Therefore, we wondered if Yap transcriptional response depends on mechanical strains, thus closing a mechanoregulatory feedback loop in gastrulating precursors. Integrins transmit information on the rigidity of the ECM through the Rho/Rock pathway, which modifies the F-actin cytoskeleton and mechanically activates Yap/Taz^16,39,40^. When this pathway is inhibited, there is a reduction of stress fiber formation and FA maturation, which translates into reduced intracellular tension^22,41^. To test whether a mechanical feedback loop is operating in migrating cells, we applied the pharmacological inhibitor Rockout to interfere with the Rho/Rock pathway. Gastrulating embryos were treated with Rockout for a short developmental window (2 h), after which cellular and nuclear morphologies, as well as Yap activation, were examined (Figs. 7, 8, S6, S8B). Rockout-treated embryos exhibited a similar phenotype to *yap* mutants, with lack of axis condensation and delayed epiboly when compared to a wild-type embryo at an equivalent 17 stage (Fig S8A). To investigate the morphology of the cells, we injected *Utrophin:GFP* together with *Lyn-tdTomato (LynTm)* mRNA at the one-cell stage in control (DMSO) or Rockout-treated embryos. In control embryos, we confirmed that, whereas compact cells at the midline display round nuclei, lateral converging cells have a spread morphology with more filopodial protrusions and flattened nuclei (Fig. 7A–D; S6B, F, G). In contrast, cell and nuclei morphologies were significantly rounder for lateral cells in Rockout-treated embryos, as determined by their compactness and nuclei flatness and sphericity indexes, as well as a reduced number of cell filopodia; all suggesting a reduced intracellular tension (Fig. 7A–D; S6B, F, G; Supplementary Movie 5). To determine if Rock inhibition impinges on Yap transcriptional activity, we followed *marcksl1b* expression, a potential direct target of Yap according to our data (Figs. 3, 4), as well as the activation of the Tead/Yap sensor.

**Fig. 7:**
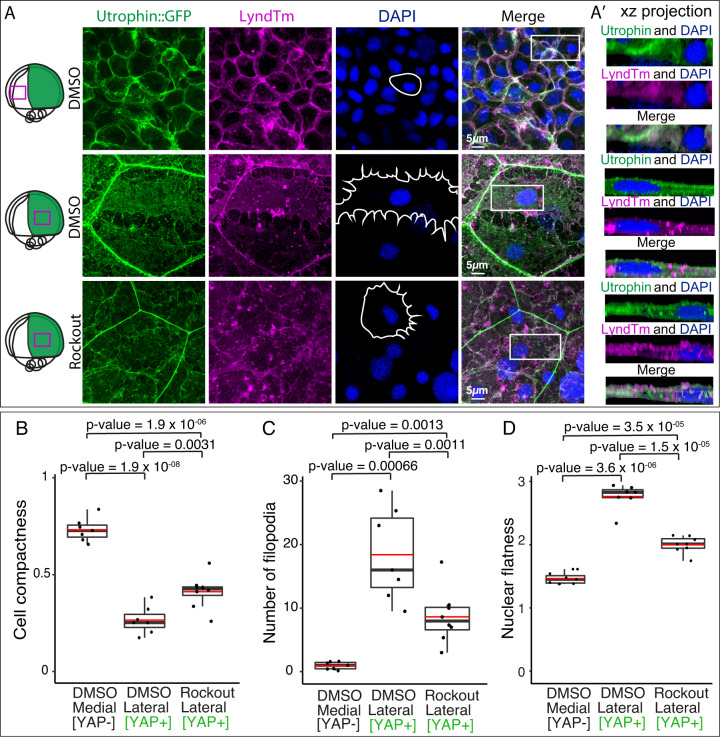
Cell morphology and cortical actin recruitment depend on Yap activity. **A** Confocal microscopy images of medial and lateral (DMSO) and lateral (Rockout-treated) converging cells from embryos injected with *Utrophin::GFP*, and *LyndTm* (**B**) and stained with DAPI. XZ projections from the sections indicated with white rectangles are shown (**A**’). Schematic representation of the embryo indicating the area of interest with a magenta rectangle is shown on the left side of the panel. Cell shapes are represented with white lines in the images corresponding to DAPI. **B** Quantification of average cell compactness in DMSO and Rockout-treated embryos. **C** Quantification of the average number of filopodia in DMSO and Rockout-treated embryos. **D** Quantification of average nuclei flatness in DMSO and Rockout-treated embryos. Detailed plot in supplementary figure 6. Boxes represent the quartiles; the whiskers indicate the maximum and minimum values. Red and black lines indicate the median and the mean, respectively. Points indicate independent embryos. *n* = 7 DMSO treated embryos examined in medial regions, *n* = 7 DMSO treated embryos examined in lateral regions, *n* = 8 Rockout-treated embryos. *P* values are indicated in the figure. Two-sided Student’s *t* tests were performed to evaluate statistical significance. Scale bars = 5 µm. Source data are provided as a Source Data file.

**Fig. 8:**
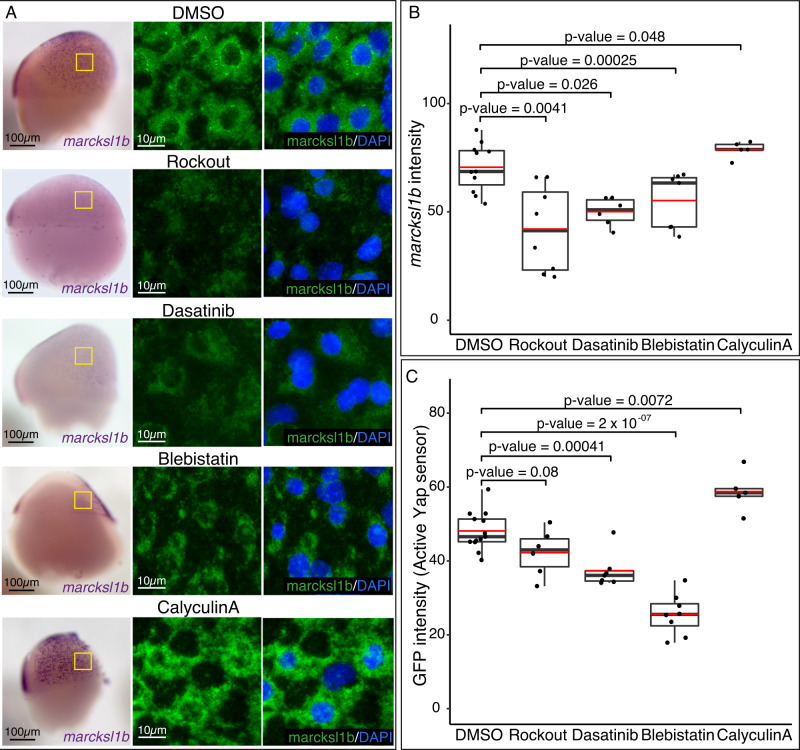
Yap activity response to intracellular tension alterations. **A** ISH analysis distribution of *marcksl1b* in WT embryos treated with DMSO, Rockout, Dasatinib, Blebistatin, or CalyculinA for 2 h. Lateral stereo microscope images of stage 16 embryos are shown (first row). Confocal microscopy images of *marcksl1b* fluorescent ISH stained with DAPI (second and third rows) from the areas indicated with yellow rectangles are shown. **B** Quantification of *marcksl1b* fluorescent ISH signal in DMSO, Rockout, Dasatinib, Blebistatin, or CalyculinA treated embryos. *P* values are indicated in the figure. *n* = 11 DMSO treated embryos, *n* = 8 Rockout-treated embryos, *n* = 6 Dasatinib-treated embryos, *n* = 7 Blebistatin treated embryos, *n* = 5 CalyculinA treated embryos. **C** Quantification of GFP signal intensity in DMSO, Rockout, Dasatinib, Blebistatin, or CalyculinA treated transgenic embryos for the Tead/Yap sensor *GTIIC::GFP*. *P* values are indicated in the figure. *n* = 13 DMSO treated embryos, *n* = 6 Rockout-treated embryos, *n* = 7 Dasatinib-treated embryos, *n* = 8 Blebistatin treted embryos, *n* = 5 CalyculinA treated embryos. Boxes represent the quartiles; the whiskers indicate the maximum and minimum values. Red and black lines indicate the median and the mean, respectively. Points indicate independent embryos. Two-sided Student’s *t* tests were performed to evaluate statistical significance. Scale bars = 100 µm and 10 µm (**A**). Source data are provided as a Source Data file.

Quantitative imaging analysis revealed a significant reduction in *marcksl1b* expression and Tead/Yap activity in Rockout-treated embryos when compared to WT, thus indicating a diminished transcriptional activation by Yap (Fig. 8A–C, S8B). Next, to further confirm the connection between tension and Yap activity in gastrulating cells, we applied alternative pharmacological treatments such as Blebblistatin, a selective myosin II inhibitor^42^, and Dasatinib, a kinase inhibitor active against Src family kinases that interferes with both FAs dynamics and the Src/Yap signaling axis^43,44^. Similar to Rockout-, Blebblistatin- and Dasatinib-treated embryos, mimicked *yap* mutants’ phenotype and displayed a marked reduction in *marcksl1b* expression and Tead/Yap activity (Fig. 8A–C, S8B). Finally, to close the loop, we investigated if an increase in the intracellular tension will as well translate in an increment of Yap nuclearization and activation of its transcriptional program. We followed two different approaches; first, a pharmacological activation of Myosin II using CalyculinA^45^, and second, a direct mechanical stimulation of the embryos by using a customized mechanical tester (Univert; CellScale) for simultaneous uniaxial compression of gastrulating embryos (Fig S9A). CalyculinA treatment resulted indeed in a Yap over-activation in gastrulating embryos, as indicated by an enhanced *marcksl1b* expression and Tead reporter activity (Fig. 8A–C, S8B). Interestingly, the mechanical compression of the embryos for a short time window (20% axial deformation for 20 minutes) also produced a similar increase in *marcksl1b* expression (Fig. 9A, B) following direct image quantification. In addition to *marcksl1b*, we also assessed the expression of other Yap bona-fide targets, such as *lamc1*, *ctgfa,* and *lats2* by quantitative PCR (qPCR). This analysis showed a significant increment of the expression of the Yap targets *marcksl1b*, *lamc1,* and *ctgfa* after embryo compression (Fig. 9C). Finally, we checked the effect of mechanical compression in embryos after pharmacological inhibition by Rockout treatment. We saw that in Rock inhibited embryos, the impact of the mechanical perturbation on the Yap-dependent transcriptional activation is largely reduced (Fig S9). This observation is in agreement with our previous findings (Fig. 8), and most probably indicates that Yap ability to mechanotransduce relies on the generation of intracellular tension. Taken together, our data point to the existence of a mechanoregulatory loop between intracellular tension and Yap activation, which is essential to maintain directed cell migration during gastrulation (Fig. 9D).

**Fig. 9:**
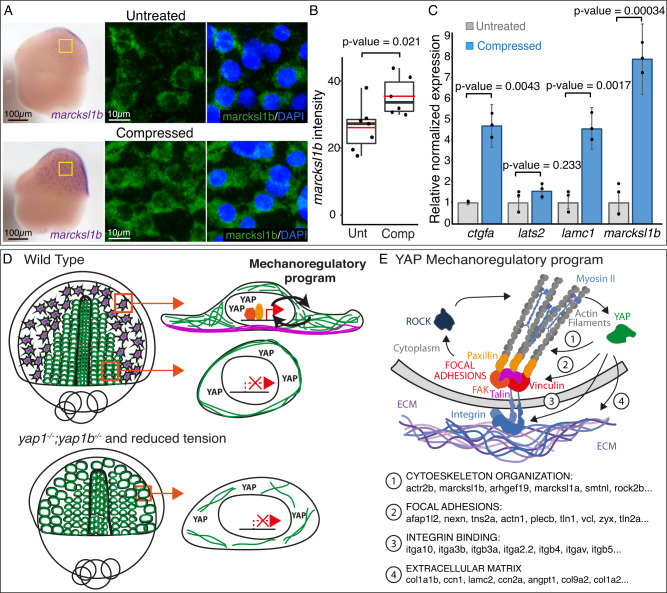
Yap senses intracellular tension within a mechanoregulatory feedback loop. **A** ISH analysis distribution of *marcksl1b* in control (untreated) and compressed WT embryos during 20 min. Lateral binocular images are shown. Confocal microscopy images of *marcksl1b* fluorescent ISH stained with DAPI from the sections indicated with yellow rectangles are shown. **B** Quantification of *marcksl1b* fluorescent ISH signal intensity in control and compressed embryos. *P* value = 0.021. Boxes represent the quartiles; the whiskers indicate the maximum and minimum values. Red and black lines indicate the median and the mean, respectively. Points indicate independent embryos. *n* = 7 control embryos, *n* = 6 compressed embryos. **C** mRNA levels of *ctgfa*, *lats2*, *lamc1,* and *marcksl1b* in control and compressed embryos as quantified by RT-qPCR. *P* values are indicated in the figure. Data are represented as mean ± SD; points indicate technical replicates. *n* = 20 embryos. **D** Summarizing scheme representing the differences between medial and lateral migrating cells converging to the midline in WT, *yap1−/−;yap1b−/−* and reduced tension embryos. **E** Main components of the Yap-dependent transcriptional program encode for proteins that provide a link between the ECM and the actin cytoskeleton. Two-sided Student’s *t* tests were performed to evaluate statistical significance. Scale bars are 100 µm and 10 µm (**A**). Source data are provided as a Source Data file.

## Discussion

### Yap is specifically active in dorsally migrating cells towards the midline

Identifying the underlying cues of cell migration is key, both to understand self-organization principles behind tissue assembly and homeostasis, as well as to identify molecular targets to fight malignant metastasis. Here, we uncover the role of Yap as a transcriptional hub to coordinate the genetic program required for directed cell migration during gastrulation. The formation of the embryo axis in teleosts entails cells gathering at the midline through different morphogenetic processes that vary depending on their position. While ventral and anterior cells, closer to the embryo midline, converge following mainly radial and mediolateral intercalation movements, lateral cells away from the midline converge via directed cell migration^1,46^. We showed that Yap is active just in these lateral cells that are far from the midline and need to undergo long displacement. In contrast, cells closer to the midline would converge in a Yap-independent manner, being Wnt/planar cell polarity (PCP)-dependent mediolateral intercalation the most likely responsible mechanism^47–49^. We observed a significant correlation between Yap activity silencing and increased cell density closer to the embryo midline and upon yolk/embryo size reduction. Therefore, we propose that the shape changes imposed by the spatial restrictions in more crowded areas (e.g., cells become rounded, reducing their ECM contact surface and protrusions) might facilitate Yap inhibition, as previously demonstrated^14,36^. Aragona et al. reported that the main determinant for Yap/Taz inhibition is actually to accommodate to a smaller cell size. Small cells attach to a smaller ECM substrate area, displaying “decreased integrin-mediated focal adhesions, reduced actin stress fibers, and blunted cell contractility”^14^. Thus, culturing cells in soft substrates, placing them in suspension, or disrupting the F-actin cytoskeleton are all scenarios that result in Yap/Taz signaling inhibition^14,50–52^. In the opposite cell configuration (i.e., spreading cells), mechanical cues have been shown to be essential for Yap/Taz nuclear localization and activity^13,52^. The work of Elosegui-Artola et al. illustrates how cytoskeletal and cell shape changes affect Yap activation. They describe how cell flattening triggers nuclear pores relaxation, allowing transcription factors, such as Yap, to enter the nucleus upon cell deformation^16^. Our results show that Yap-activated cells show the typical spreading shape, with more flattened nuclei, and consistently *yap* mutant cells display a more spherical morphology. As these Yap-activated cells approach the midline region, the spatial restrictions imposed by a higher cell density would lead to a rounder nuclei conformation, thus decreasing Yap nuclear activation.

### Yap coordinates a morphogenetic program by activating actin cytoskeleton regulators, ECM, and focal adhesion components

Yap proteins function in a broad range of processes (i.e., the control of cell fate, proliferation, apoptosis, and movement), and thus, have a key role in development, tissue remodeling, and tumor progression^17,18^. However, in the context of gastrulation, we showed that Yap paralogs play almost exclusively a morphogenetic role. In contrast to previous findings at later stages of development^19,23^, we did not observe a Yap involvement in cell proliferation and cell death at gastrulation stages. Moreover, our RNA-seq and ISH data also indicate that, in general terms, germ layers specification (i.e., endoderm, mesoderm, and neuroectoderm) is not affected in *yap* double mutants. 

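*hand2*, a bHLH factor of the lateral plate mesoderm, was the only DEG in the double mutants among 16 mesoderm genes in a list drawn up from general knowledge. It fell with a log2 fold change of −2.57 (SE 0.37, adjusted p = 0.0085, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction), a call kept whichever other library was left out. WT 4 had 356 normalized counts, WT 1–3 had 131 ± 10.7 (SD, n = 3) and the double mutants had 59.9 ± 21.5 (SD, n = 3). None of 9 neural plate genes and none of 7 endoderm genes was a DEG in the double mutants, and over each list alone 1 mesoderm gene was lower and none of the others changed. At an unadjusted p under 0.05, 1 mesoderm and 1 neural plate gene were lower, 1 neural plate gene was higher and 0 endoderm genes changed in the double mutants, and DESeq2 with the technical set called *hand2* and no other. None of these genes was called by edgeR in the single mutants (0 DEGs), and over each list alone 1 neural plate gene was lower, 2 were higher and none of the others changed. There, at an unadjusted p under 0.05, 6 mesoderm and 4 neural plate genes were higher and 1 neural plate and 1 endoderm gene were lower, and DESeq2 called 1 neural plate gene lower and 1 higher. Simulated changes of 0.5 on the log2 scale in the double mutants were recovered by edgeR for 0 of 33 lowered and 0 of 33 raised genes and by DESeq2 for 0 of 33 and 1 of 33. Changes of 1 were recovered there by edgeR for 7 of 34 lowered and 6 of 33 raised genes and by DESeq2 for 10 of 34 and 15 of 33. Changes of 0.5 and of 1 were thus mostly not detectable in the double mutants with these libraries.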

The exception to this is the specification of the non-neural/epidermal lineage. 

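*gata2a*, a zinc finger factor of early epidermal fate, lies on chromosome 5 of ASM223467v1 (15367914 to 15379577, RefSeq annotation). It had 7233 normalized counts in WT 4, 7537 ± 347 (SD, n = 3) in WT 1–3 and 3095 ± 312 (SD, n = 3) in the double mutants. Its log2 fold change was −1.22 (SE 0.15, adjusted p = 0.0051, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction). *tp63*, the master regulator of the epidermis on chromosome 4 (27434700 to 27461246), fell from 2783 in WT 4 to 1281 ± 146 (SD, n = 3), with −1.12 (SE 0.15, adjusted p = 0.0072). WT 1–3 had 2856 ± 105 (SD, n = 3). *dlx3b*, a homeobox gene of the neural plate border and placodes on chromosome 19 (4198012 to 4200341), fell to 2798 ± 137 (SD, n = 3), with −0.87 (SE 0.13, adjusted p = 0.011). For *dlx3b* WT 4 had 5123 normalized counts and WT 1–3 had 3943 ± 71.8 (SD, n = 3). These 3 calls were kept whichever other library was left out. The log2 fold changes in the single mutants were −0.78 (SE 0.11, adjusted p = 0.018) for *gata2a*, −0.74 (SE 0.12, adjusted p = 0.025) for *tp63* and −0.53 (SE 0.10, adjusted p = 0.057) for *dlx3b*. The calls of *gata2a* and *tp63* in the single mutants were lost without WT 1, WT 2, WT 3 or single mutant 3, and that of *tp63* also without single mutant 2 (adjusted p up to 0.148).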

We showed that key non-neural specifiers, such as *dlx3b*, *gata2a* and *tp63* appear downregulated in double mutant embryos. This finding is in agreement with recent reports indicating a key role for Yap/Tead in the determination of the non-neural/epidermal lineage^53,54^. However, it is very unlikely that epidermal lineage misspecification is behind the strong axial defects observed in *yap* double mutants, as the mutation of key non-neural/epidermal specifiers, such as *tp63* do not result in gastrulation defects in teleosts^54^. The requirement of Yap in fate specification remains controversial in hESCs cultures, as Yap-dependent ectodermal differentiation has been reported only when the ectoderm lineage is induced in hESCs-derived 2D gastruloids^55,56^.

Our bulk RNA-seq results suggest a tight relationship between Yap activation and an increase in the expression of genes mostly involved in cell-ECM adhesion, cytoskeleton organization, and cell migration. Furthermore, a significant proportion of these identified genes are putative direct targets of Yap1/Yap1b, according to our previous DamID-seq datasets^23^. This suggests a straightforward regulatory role in cell adhesion and cell migration during gastrulation. 

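*tpm4a*, a tropomyosin of actin filaments, had 13616 normalized counts in WT 4, 9271 ± 416 (SD, n = 3) in WT 1–3, 5471 ± 574 (SD, n = 3) in the single mutants and 6547 ± 818 (SD, n = 3) in the double mutants. In the double mutants its log2 fold change was −1.06 (SE 0.17, adjusted p = 0.012, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction), a call kept whichever other library was left out. It also fell in the single mutants with −0.76 (SE 0.13, adjusted p = 0.033), and the call was lost without WT 1, WT 2, WT 3, single mutant 2 or single mutant 3 (adjusted p up to 0.174). *cav1*, a caveolin, fell in the double mutants (−1.26, SE 0.18, adjusted p = 0.0088), with 1542 normalized counts in WT 4 and 894 ± 32.1 (SD, n = 3) in WT 1–3. Of 16 genes of the Hippo pathway measured from a general list, 6 were lower in the double and 3 in the single mutants (11 and 10 when adjusted over the list alone). The mutated *yap1* is in both counts and *yap1b* in that of the double mutants. By edgeR none was higher, also at an unadjusted p under 0.05 and with DESeq2. Of these 16 genes 15 are DEGs in the paper's tables, the source of most names. Of all lower DEGs the median log2 fold change was −1.62 in the double and −1.48 in the single mutants. Over all genes tested the median SE was 0.29 in the double and 0.21 in the single mutants. A gene thus had to fall further to be called in the double mutants, and the 2 medians do not compare the size of the effects.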

A similar transcriptional program, coupling intrinsic cell tension with adhesion to the ECM, has also been reported in migratory endothelial and breast cancer cells^22,57^. Among genes activated by Yap in our study, we can identify a number of them with a previously identified role in gastrulation, particularly in controlling convergent-extension movements in zebrafish. This is the case of genes encoding for integrins^58^ and ECM molecules^59^, as well as cytoskeletal regulators such as members of the *marcks* family^60^, *akap12b*^61^, *rock2b*^62^ or *vangl2*^63^. 

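*akap12b*, a scaffold for protein kinases, lies on chromosome 24 of ASM223467v1 (8889522 to 8922817, RefSeq annotation). It fell in the double mutants to 10857 ± 2926 normalized counts (SD, n = 3) from 33598 in WT 4, with 30857 ± 2163 (SD, n = 3) in WT 1–3. The log2 fold change was −1.63 (SE 0.27, adjusted p = 0.014, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction). *marcksl1a*, a paralog of *marcksl1b* that binds actin at the membrane (chromosome 22, 17537449 to 17540094), fell with −1.63 (SE 0.26, adjusted p = 0.013). Both calls were kept whichever other library was left out. *rock2b*, a kinase that activates myosin (chromosome 24, 6651125 to 6685593), had −1.21 (SE 0.27, adjusted p = 0.054) and did not pass the test. *akap12b* fell in the single mutants with −1.40 (SE 0.21, adjusted p = 0.020), a call lost without WT 1, WT 2, WT 3, single mutant 2 or single mutant 3 (adjusted p up to 0.102). *marcksl1a* (−1.00, adjusted p = 0.072) and *rock2b* (−0.63, adjusted p = 0.31) did not pass the test in the single mutants. *vangl2* was not analysed here, since its name could not be matched to a gene.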

Besides these gastrulation-related genes, the transcriptional program controlled by Yap comprises a list of common ‘beacon’ genes, which have been proved to be direct transcriptional targets of Yap/Tead complexes in previous studies, regardless of the cell type and developmental stage considered. This list includes genes such as *ctgfa*, *cyr61*, *amotl2b*, *lats2*, or *col1a1b*^23,28,64^. 

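*amotl2b*, an angiomotin that binds Yap (chromosome 17 of ASM223467v1, 24693995 to 24707256, RefSeq annotation), fell in the double mutants with a log2 fold change of −1.66 (SE 0.21, adjusted p = 0.0056, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction). *col1a1b*, a collagen I chain (chromosome 19, 15525168 to 15544425), fell with −3.48 (SE 0.45, adjusted p = 0.0061). Both calls were kept whichever other library was left out. *ccn2a* (*ctgfa*), a matricellular protein (chromosome 24, 22034745 to 22037266), had 277 ± 88.6 normalized counts (SD, n = 3) in WT 1–3 and 160 in WT 4. The level was 25.2 ± 10.2 (SD, n = 3) in the single and 24.7 ± 17.5 (SD, n = 3) in the double mutants. The gene fell in the single mutants (−3.51, SE 0.57, adjusted p = 0.028) and did not pass the test in the double mutants (−2.68, SE 0.68, adjusted p = 0.091). *amotl2b* (−0.95, SE 0.16, adjusted p = 0.033) and *col1a1b* (−1.96, SE 0.35, adjusted p = 0.040) were also lower in the single mutants. The single mutant calls of *ccn2a*, *amotl2b* and *col1a1b* were lost without WT 1, WT 2, WT 3, single mutant 2 or single mutant 3, those of *amotl2b* and *col1a1b* also without single mutant 1 and those of *ccn2a* and *col1a1b* without double mutant 2 (adjusted p up to 0.195). *lats2*, a kinase that inhibits Yap (chromosome 21, 11512229 to 11543460), did not pass the test in the double (−1.00, SE 0.27, adjusted p = 0.12) or the single mutants (−0.86, SE 0.21, adjusted p = 0.13). Of 13 known Yap and TEAD targets measured from a general list, 3 were lower in the double mutants and 4 in the single mutants, and none was higher (6 lower in each when adjusted over the list alone). DESeq2 called none higher, and at an unadjusted p under 0.05, 2 were higher in the single mutants and none in the double mutants. Of the 13 genes 9 are DEGs in the paper's tables, from which most names came.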

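*sorbs3*, the vinexin adaptor of focal adhesions, had 1781 normalized counts in WT 4, 1257 ± 67.6 (SD, n = 3) in WT 1–3, 1081 ± 42.4 (SD, n = 3) in the single and 1058 ± 79.9 (SD, n = 3) in the double mutants. The double mutants had a log2 fold change of −0.75 (SE 0.14, adjusted p = 0.025, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction). The call was lost without WT 1, WT 2, WT 3 or double mutant 1 (adjusted p up to 0.0632). Of 5 *cdc42ep* genes, effectors of the GTPase Cdc42 that shape actin, none passed the test in either genotype. The lowest adjusted p in the double mutants was 0.24, for *cdc42ep1a* (−0.67, SE 0.23), and in the single mutants 0.20, for *cdc42ep4a* (−0.48, SE 0.13). WT 4 stood above WT 1–3 for *cdc42ep5*, at 1965 normalized counts against 1211 ± 62.8 (SD, n = 3), and for *cdc42ep3*, at 47.8 against 14.9 ± 2.61 (SD, n = 3). *pcdh7a*, a protocadherin, had a log2 fold change of −1.93 (SE 0.61, adjusted p = 0.20) in the double and −1.66 (SE 0.48, adjusted p = 0.23) in the single mutants. It had 47.8 ± 12.2 normalized counts (SD, n = 3) in WT 1–3 and 17.1 ± 5.34 (SD, n = 3) in the double mutants.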

In agreement with this, despite the different cellular context and associated phenotypes, this gene battery, identified as downregulated in *yap1*/*yap1b* medaka mutants, was also found as differentially expressed in *yap1*/*wwtr1* zebrafish mutants^65^ (e.g., *amotl2b*, *cyr61*, *cdc42ep*, *sorbs3*, *ctgfa*, *col1a1b,* and *pcdh7*). In this study, the authors analyzed the role of *yap1* and its paralog *wwtr1* (a.k.a. *taz*) in zebrafish embryo development. They reported that double mutant embryos show a defect in the elongation of the posterior part of the embryo, by regulating the deposition of Fibronectin (a main ECM component) in the presumptive epidermis^65^. The main difference with our results is that the phenotype observed in zebrafish was first evident at 15, 16 somite stage, much after gastrulation was completed, and did not interfere with the assembly of the primary embryo axis. Similarly, in mice, axial elongation defects are observed after gastrulation in *Yap1* mutant embryos^66^. Given the mild axial defects reported in mice and zebrafish mutants, it would be premature to rule out an early role for Yap proteins in controlling gastrulation rearrangements in vertebrates. A logic assumption is that Yap signaling cooperates with other mechanisms to direct cell migration, and thus it is possible that its early role has remained elusive due to compensatory mechanisms. Additionally, it is important to take into account that the spatial configuration of the gastrulating cells varies among species. Due to the much larger size of the yolk, dorsally converging cells in medaka embryos are more flattened and have to travel longer distances to arrive at the midline compared to their equivalent in zebrafish. Therefore, it is likely that the particular geometry of the medaka gastrula has facilitated uncovering the role of Yap proteins in directed cell migration.

### Yap senses and maintains tension within a mechanoregulatory loop

The way that, within tissues, forces are generated, sensed, and transmitted is increasingly being understood as a continuous interplay between the cells and their environment. This results in regulatory feedback loops in which cells perceive mechanical cues and respond in turn modifying its own mechanical properties^7,67^. In the case of Yap, the general agreement is that the cytoskeletal organization reflects the mechanical state of the tissue and serves as a universal Yap activator; while Yap will transform these inputs into transcriptional changes inducing more cytoskeletal rearrangements^40^. A general role of Yap in maintaining tissue integrity and shape during organogenesis has been postulated^19^. Here, our results suggest that, in the context of gastrulation, Yap plays a pivotal role in the establishment of a mechanoregulatory program (Fig. 9D). We show that intracellular cell tension activates Yap, which in turn triggers a genetic program that will contribute to sustain tension levels by maintaining the spreading shape of gastrulating cells. This feedback points to the existence of a mechanoregulatory loop between intracellular tension and YAP transcriptional program activation in migratory cells. Yap-dependent feedback mechanisms have been described in diverse cellular contexts, ranging from cardiomyocyte regeneration^68^, breast cancer cells^69^, mesenchymal stem cell cultures^22^, and endothelial cells migration^57^. What our results and all these examples have in common is that mechanically activated Yap/Taz promotes F-actin remodeling, FA assembly, and integrin and ECM components expression; all essential elements mediating ECM-cell communication^40^. These feedback loops confer robustness to the morphogenetic processes and integrate them into their organismal context. An alternative to our proposed YAP-dependent mechanoregulatory loop in migratory cells is that Yap has a generic role in maintaining tissue integrity in the entire embryo^19^, and in consequence just a permissive function in cell migration. However, we observed that YAP is specifically active in migratory cells at gastrulation stages and shuts down at the embryo midline, where cells are densely packed and do not longer move dorsally. Therefore, our results favor the scenario where Yap plays a specific function in migratory precursors to maintain their distinct geometrical and mechanical features.

Here we have identified Yap as a transcriptional hub that orchestrates the cytoskeletal changes required for a cell to move long distances and arrive on time to their final destination during gastrulation.

## Methods

### Strains and fish maintenance

The medaka (*Oryzias latipes*) iCab wild-type strains, the transgenic lines *tg*(*4xGTIIc*:eGFP), and the mutant strains *yap1Δ7pb* and *yap1bΔ136pb* were maintained under previously described experimental conditions^23^. To generate the medaka line *tg(4xGTIIc:eGFP)*, the plasmid *4xGTIIc:eGFP* with flanking Tol2 sites^70^ was injected at 10 ng/µl together with in vitro transcribed Tol2 RNA (50 ng/µl) into one-cell-stage iCab embryos. GFP-positive embryos were raised to adulthood and outcrossed to iCab WT fish to establish the transgenic line *tg(4xGTIIc:eGFP)*.

Animal experiments were carried out according to ethical regulations. Experimental protocols have been approved by the Animal Experimentation Ethics Committees at the Pablo de Olavide University and CSIC (license number 02/04/2018/041).

### 3D reconstruction of *yap1/yap1b* mutant embryos

Wild-type, *yap1* single mutant, and *yap1/yap1b* double mutant siblings at stage 17 were fixed with PFA 4% at 4 °C for 2–3 days. Samples were washed extensively in PBS-0.2% Tween and stained with phalloidin Alexa-488 (Invitrogen) in PBS-0.2% Tween solution supplemented with 5% DMSO (1:50) overnight (o/n) at 4 °C. After extensive washing steps with PBS-0.1% Tween, samples were stained with DAPI (1:1000), mounted in FluoroDish 35 mm plates (WPI) and imaged in a Leica SP5 microscope using a ×20 multi-immersion objective. Embryos were imaged dorsoventrally taking images of 50 stacks of 3 µm-length each with a pixel size of 0.379 × 0.379 µm^2^. Tridimensional models were acquired using Imaris v8.02. After imaging the embryos, each one of them was individually genotyped.

### Whole-mount embryo immunostaining

Embryos collected from *yap1*^*+/−*^*;yap1b*^*+/−*^ adult fishes were fixed at stage 16 using 4% PFA. Fixed embryos were dechorionated with forceps. Embryos were washed with PBS-0.2% Tween, treated with cold acetone at −20 °C for 20 min, then incubated with freshly prepared blocking solution (10% fetal bovine serum in PBS-0.2% Tween) at room temperature (RT) for 2 h. The primary antibodies anti-active caspase-3 antibody (BD Biosciences, 559565) and anti-phospho-Histone H3 (Ser10) antibody (Millipore 06-570) were diluted 1:500 in blocking solution and embryos were incubated o/n at 4 °C. Embryos were then subsequently washed with PBS-0.2% Tween and incubated o/n at 4 °C in the dark with the Alexa Fluor TM 555 Goat anti-rabbit antibody (Invitrogen #A32727), diluted as well 1:500 in blocking solution. Finally, embryos were washed with PBS-0.2% Tween and incubated o/n at 4 °C with DAPI (Sigma) diluted 1:1000 in PBS-0.2% Tween. For imaging, embryos were embedded in 1% low-melting-point agarose and mounted in FluoroDish 35 mm plates. Confocal laser scanning microscopy was performed using a Zeiss LSM 880 microscope. Images were processed using ImageJ v3.96.3/v65^71^. For quantification of apoptotic and proliferative cells, masks were applied for both channels. The mask generated for the red channel was segmented using the Watershed algorithm. Only the regions marked with the primary antibody that also corresponded to nuclei with a 6–200 μm^2^ area were considered to avoid debris. Apoptotic and proliferative cells were counted on the embryo surface and extrapolated to the total number of nuclei (quantified as described above using the corresponding DAPI images). After imaging, embryos were genotyped by PCR to identify *yap1*/*yap1b*-related genotypes. To analyze whether experimental groups were significantly different, two-sided Student’s *t* tests were performed.

### Analysis of cell movements during gastrulation

WT, *yap1* single mutant, and *yap1/yap1b* double mutant siblings were injected at one-cell stage with H2B-GFP mRNA (Addgene, #53744) at a final concentration of 25 ng/µL. The embryos were incubated for 3 h at 28 °C and o/n at 25 °C. The most promising candidates were then selected the day after in a fluorescent binocular and dechorionated following a three-step protocol with minor modifications^72^. First, embryos were rolled in sandpaper (2000 grit size, waterproof) to weaken their outer structure. Then, the embryos were incubated for 30 min at 28 °C in pronase at 20 mg/ml. Finally, after several washing steps, embryos were incubated for 60 min in hatching enzyme at 28 °C and transferred into a Petri dish with BSS 1× medium supplemented with penicillin-streptomycin and 1-heptanol 3.5 mM (Sigma) to block contractile rhythmical movements. Overnight movies (8–9 h) were acquired using a Leica SP5 microscope with a ×20 objective. Frames with a pixel size of 0.189 × 0.189 µm^2^ were taken every four minutes. Each frame, 2 confocal section separated 10 µm were acquired, maximum projected, and processed with an unsharp mask (radius sigma = 15 and mask weight = 0.60) and median filter (radius = 2.0). Manual cell-tracking analysis was carried out using ImageJ v3.96.3^71^. Alternatively, a more precise, semi-automatic cell-tracking was also performed using TrackMate v6.0.1/v65^73^ (blob diameter = 7.9 and threshold = 0.23). The resulting data were analyzed using R. Cells tracked in less than 15 frames and/or localized initially near the midline were excluded. Lateral or midline cell trajectories were determined according to their central position with respect to the midline. Variance test and two-sided Student’s *t* tests were performed to estimate the statistical significance among the different experimental conditions.

### RNA-seq

#### Library preparation

Individual wild-type, *yap1* single mutant, and *yap1/yap1b* double mutant embryos at stage 16 were homogenized in TRIzol (Ambion). Samples were centrifuged at full speed and the supernatant was transferred to a fresh tube. Chloroform was then added to split the RNA (upper aqueous phase) from the DNA fraction (lower phase). The DNA fraction was precipitated by adding glycogen and 100% ethanol and incubating it at RT for 20 min. This fraction was then centrifuged at maximum speed for 30 min at 4 °C. After three washing steps using 75% ethanol, the DNA pellet was then resuspended in 30 µL of TE buffer. The RNA fraction was precipitated by adding RNA-grade glycogen (ThermoFisher Scientific) and isopropanol and following the same steps applied to the DNA fraction. The RNA pellet was resuspended in 12 µL of nuclease-free water. Each embryo was genotyped using its corresponding purified DNA fraction. The RNA samples were merged according to their genotype to generate from three to four biological replicates. Prior to library preparation, contaminating DNA remnants were degraded using the *TURBO DNA-free kit* (Ambion). Each RNA library was finally sequenced using an Illumina HiSeq 2500 system.

#### Downstream bioinformatic analysis

Reads were pre-processed trimming the Illumina universal adapters and the first 12 bases of each read to avoid k-mers using *Trimmomatic* v0.39^74^. Reads shorter than 50 bp and those with an average quality lower than 20 were filtered out (HEADCROP:12 MINLEN:50 AVGQUAL:20). Potential rRNA sequences were removed using *sortmerna* v2.1^75^. Processed reads were then mapped against the last version of the medaka genome (ASM223467) using Hisat2 v2.1^76^. Only reads with a high mapping quality (*samtools* v0.1.19-96b5f2294a *view -q 60*) were considered for further steps of the bioinformatics analysis. The software *htseq-count* was used to count the number of reads per gene (GTF from Ensembl version 99 was used as a reference). The subsequent analysis was performed using DEBrowser v1.14.2^77^. Genes with less than 10 reads on average were discarded (RowMeans <10) and data were normalized following the relative log-expression (RLE) method. Potential batch effects were removed using ComBat (included in DEBrowser v1.14.2). Differential gene expression analysis was carried out using the R package DESeq2 (included in DEBrowser v1.14.2) (*p*adj <0.05; −log FC = 1; https://www.r-project.org/).

GO Terms were analyzed using GProfiler ve108_eg55_p17_39cdea3^78^. The lists of *yap1* and *yap1b* DamID peaks obtained previously^23^ were concatenated and, after assigning the closest gene using *Bedtools* v.2.21.0, they were compared to the list of downregulated genes in our bulk RNA-seq to identify which genes are potential direct binding targets for Yap1 and Yap1b. As the Ensembl version used for the RNA-seq analysis is more recent than the one used for the DamID-seq analysis (Ensembl version 89), those genes which may have changed their identifier were not considered for this analysis. The statistical significance for the comparison between control and identified overlapping DamID peaks was calculated applying a two-proportion Z-test.

### Whole-mount in situ hybridization

cDNA from medaka embryos at stage 24 was used to amplify part of the coding sequence of medaka *no-tail* (ntl), *goosecoid* (gsc), *sox3*, *yap1,* and *marcksl1b* genes. PCR products were cloned into pSC-A-amp/kan Strataclone plasmids (Agilent) to generate probes for whole-mount in situ hybridization (ISH) experiments (Supplementary Table 2). Probes were synthesized using digoxigenin-11-UTP nucleotides (Roche) and the T3 or the T7 polymerase (Roche) depending on the insert orientation. Probes generated were used in a final concentration of a 3 ng/μl. ISH was performed following a previous protocol^79^. Medaka embryos at stage 15, 16, 17, and 18 were fixed in 4% PFA for two days, dehydrated in methanol, and stored at −20 °C.

Fluorescent in situ hybridization (FISH) was performed on medaka embryos at stage 16 using specific probes for *marcksl1b*. We followed the same protocol as for ISH, with the following modifications from incubation with the anti-DIG antibody on: samples were first Incubated with blocking Buffer (2% Blocking Reagent from ROCHE in MABTween 1x) for 1 h, and then with anti-digoxigenin-POD antibody (11207733910 Roche, 1:150 in Blocking Buffer) for at least 2 h at RT. The embryos were then washed six times with PBS 0.1% Tween at RT and then o/n at 4 °C. Later, the embryos were washed again with PBS-0.1% Tween and three times with Borate buffer (100 mM Borate Buffer, 0.1%Tween), and stained with TSA amplification solution (50 μg/ml TSA Fluorescein 5 mg/ml in 100 mM Borate Buffer, 0.1%Tw, 2% DS, 0.003% H2O2) for 1 h at RT in the dark. Finally, embryos were incubated overnight at 4 °C with DAPI (Sigma) diluted 1:1000 in PBS-0.2% Tween. Stained embryos were mounted in FluoroDish plates as described previously. Confocal laser scanning microscopy was performed using a Zeiss LSM 880 microscope with a 40x objective. Only embryos that were mounted with their dorsal-anterior axis oriented in parallel to the cover glass bottom were used for the analysis. Maximum projection images were processed using ImageJ v3.96.3/v65^71^. A list of primers used to generate the RNA probes is provided in Supplementary Table 2.

To quantify marcksl1b expression, mean gray values of the GFP channel were obtained from 56 µm^2^ regions of maximum projection images using ImageJ. To establish a correlation between m*arcksl1b* and cell density, we determined the centroid position of each nucleus using TrackMate v6.0.1, excluding the centroids that were closer than eight pixels and those nuclei at the border of the image. Then, we calculated the mean of the distance between the five closest neighbors for each nucleus. Based on the *marcksl1b* expression pattern, we distinguished two different areas; an active area which shows a specific expression pattern for *marcksl1b* and an inactive area in which cells are not expressing *marcksl1b*. We represented the XY position of the nuclei’s centroids, with a circle or a triangle if they were localized in the active or the inactive area, respectively. The color gradient of each nucleus was dependent on the mean distance to its five closest neighbors. To analyze whether experimental groups were significantly different, two-sided Student’s *t* tests were performed.

### mRNA Generation and injection

DNA plasmids containing *yap1::mcherry, utrophin::GFP*^80^*, paxillin::mKate*^81^ (Addgene 105974), *and lynTdTomato* were linearized with NotI and then transcribed using the mMESSAGE mMACHINE SP6 Kit (Ambion) to synthesize capped mRNA. RNA was injected into one-cell-stage embryos; *yap1::mcherry* (80 pg/embryo), *utrophin::GFP* (150 pg/embryo), *paxillin::mKate* (125 pg/embryo), and l*ynTdTomato* (100 pg/embryo). For the phenotypic rescue experiments of *yap1*−/−;*yap1b*−/− embryos with Paxillin, we injected 300 pg per embryo of *paxillin::mKate* mRNA.

Embryos injected with *utrophin*::GFP and paxillin::*mKate* or *lynTdTomato* mRNA were fixed in PFA 4% at stage 16 for two days. Fixed embryos were washed with PBS-0.1% Tween, dechorionated with forceps, and incubated overnight at 4 °C with DAPI (Sigma) diluted 1:1000 in PBS-0.1% Tween. Embryos were imaged with a Zeiss LSM 880 microscope (63x objective), taking images of a pixel size of 0.132 × 0.132 µm^2^ and a voxel depth of 0.24 µm. Only embryos that were mounted with the dorsal-anterior axis oriented in parallel to the cover glass bottom were used for analysis. Imaged embryos were genotyped later to identify *yap1/yap1b*-related genotypes. Images were processed using ImageJ v3.96.3/v65^71^. For each image and channel, a maximum projection was generated. For XZ projections we used the Volume viewer v2.01.2 plugin from ImageJ. To analyze the 3D morphology of the nuclei we applied first a Gaussian Blur 3D filter (X, Y, and Z sigma value was set to 2.0) to the blue channel. Then, we segmented and created a 3D mask of these nuclei using plugin interactive watershed segmentation (SFC FIJI plugin 1.2.0). 3D nuclei reconstructions were performed by applying Reslice, without avoiding interpolation, and 3D Viewer v4.0.3 to DAPI signal channel. To obtain the geometrical and morphological parameters we used the plugins 3D Geometrical measure and 3D shape measure from ImageJ (included in 3D FIJI plugin mcib3d_plugins-3.96.3). Downstream analyses were carried out using R v11.453. Nuclei smaller than 100 and bigger than 350 (volume unit) were excluded.

Focal adhesions and cell morphology quantifications were performed using ImageJ v3.96.3/v65. To analyze focal adhesions, we first carried out a manual segmentation and then created a mask of paxillin::mKate signal. Then, we applied Skeletonize and measured the length of the segmented signal. To perform cell morphology analysis, we manually segmented utrophin::GFP signal, or LynTdTomato and utrophin::GFP merged signals, and measured cell area, compactness (ratio of cell area to the area of the circle having the same perimeter), and number of filopodia. Number of filopodia was defined as the number of elements whose area is larger than 0.077 µm^2^, as obtained from the subtraction between the total cell area and the area obtained when applying an opening morphological filter (element: disk, radius: 1.1 µm) (plugin MorphoLibJ 1.4.2.1). To analyze whether experimental groups were significantly different, two-sided Student’s *t* tests were performed.

### Yolk extraction

Removal of yolk material was performed on medaka embryos at stage 15, using microcapillaries, to obtain a 30-40% reduction of embryo perimeter. Following a 2 h incubation, embryos were fixed with PFA 4% for two days to perform ISH of marcksl1b, as described in the previous section. Yap-active area was quantified using ImageJ v3.96.3/v65^71^. To analyze cell morphology and quantify cell density, yolk removal, and fixation were also performed on embryos injected with *utrophin::GFP* mRNA. Fixed embryos were stained with DAPI (1:1000) and then imaged with a Zeiss LSM 880 microscope (objective ×40). Only embryos mounted in such a way that their dorsal-anterior axis was oriented in parallel to the cover glass bottom were used for the analysis. Maximum projection images were processed using ImageJ v3.96.3/v65. For cell quantification, mask and Analyze Particle were applied for the DAPI channel. Only nuclei displaying an area bigger than 7.1 μm2 were considered, to avoid including cellular debris in the measurements. To follow Yap/Tead activation, yolk extraction and fixation were performed on embryos of the transgenic line tg(4xGTIIc:eGFP). GFP signal was quantified as described in the previous section for marcksl1b expression. To analyze whether experimental groups were significantly different, two-sided Student’s *t* tests were performed.

### Drug treatments

Medaka embryos were dechorionated in vivo following a previous protocol^72^ with minor modifications. First, embryos were rolled in sandpaper (2000 grit size, waterproof) to weaken their outer structure. Then, the embryos were incubated for 30 min at 28 °C in pronase at 20 mg/ml. Finally, after several washing steps, embryos were incubated for 60 min in hatching enzyme at 28 °C and transferred into a Petri dish with BSS 1× medium. Embryos at stage 15 were incubated with DMSO, Rho Kinase Inhibitor III (555553, Merck) at 250 μM, Myosin II ATPase inhibitor (Blebbistatin, 203391, Merck) at 300 μM, tyrosin kinase inhibitor (Dasatinib, SML2589, Merck) at 150 μM, or Phosphatases types 1 and 2 A inhibitor (Calyculin, C5552, Merck) at 0.7 μM dissolved in water for 2 h. Then embryos were fixed with PFA 4% for two days to perform ISH and FISH as described in the previous section. Embryos of the transgenic line tg(4xGTIIc:eGFP) were also treated with the above-mentioned drugs, and their GFP signal quantified as previously described. Embryos injected with utrophin::GFP and lynTdTomato mRNA were also treated with DMSO or Rho Kinase Inhibitor and fixed. Fixed embryos were then imaged with a Zeiss LSM 880 microscope and their nuclear morphology analyzed as indicated in the previous section. To analyze whether experimental groups were significantly different, two-sided Student’s *t* tests were performed.

### Embryos compression

For each condition, batches of 25 medaka dechorionated embryos were subjected to confined compression using a Univert device, equipped with a customized compression chamber (CellScale, Waterloo, ON; Figure S9A). Embryos, placed in the compression chamber, already filled E3 medium (9 ml), were mechanically stimulated by a motorized vertical indentor up to the configured axial distance (Fig S9A). A rubber ring placed between the indentor piece and the samples’ chamber controlled the compression fit and precision (±1 μm) (Figure S9A). Embryo batches were compressed to 80% of their diameter, which corresponds to a uniaxial displacement of 250 µm, for a period of 20 min. Non-compressed control embryos were confined in parallel in E3 medium.

### qPCR

To measure gene expression levels after compression, mRNA from medaka embryos was isolated using easy-BLUE Total RNA Extraction Kit (iNtRON Biotechnology, Inc. Korea). Then, cDNA retrotranscription was performed using the iScript cDNA Synthesis kit (Bio-Rad). Afterwards, the concentration was measured in a Qubit fluorometer. The expression levels of *ctgfa*, *lats2*, *lamc1,* and *marcksl1b* were quantified by RT-qPCR (CFX96 Touch Real-Time PCR Detection System), normalizing the results with the housekeeping gene *ef1a*. All qPCR reactions were performed in triplicate with SsoAdvanced Universal SYBR Green Supermix in a total volume of 10 µL (Primers sequences listed in supplementary table 2). To analyze significant differences, two-sided Student’s *t* tests were performed.

### Statistics and reproducibility

The tests performed in R v11.453 to assess whether experimental groups were significantly different are indicated in the figure legends.

Most experiments were carried out at least three times, and the findings of all experiments were reliably reproduced. All replicates and precise *P* values are documented in the figures or in Supplementary Table 3.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Reporting Summary

## Data Availability

RNA-seq datasets are available in the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geo) under the following accession number: GSE201791. As a reference medaka genome (Japanese medaka HdrR; Oryzias latipes) we are using the data deposited in ENSEMBL (https://www.ensembl.org/index.html) under the accession number: ASM223467v1. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A Yap-dependent mechanoregulatory program sustains cell migration for embryo axis assembly
**Source:** Nat Commun. 2023 May 16;14:2804. doi: 10.1038/s41467-023-38482-w
**Supplement:** Supplementary file 1 — Supplementary Information

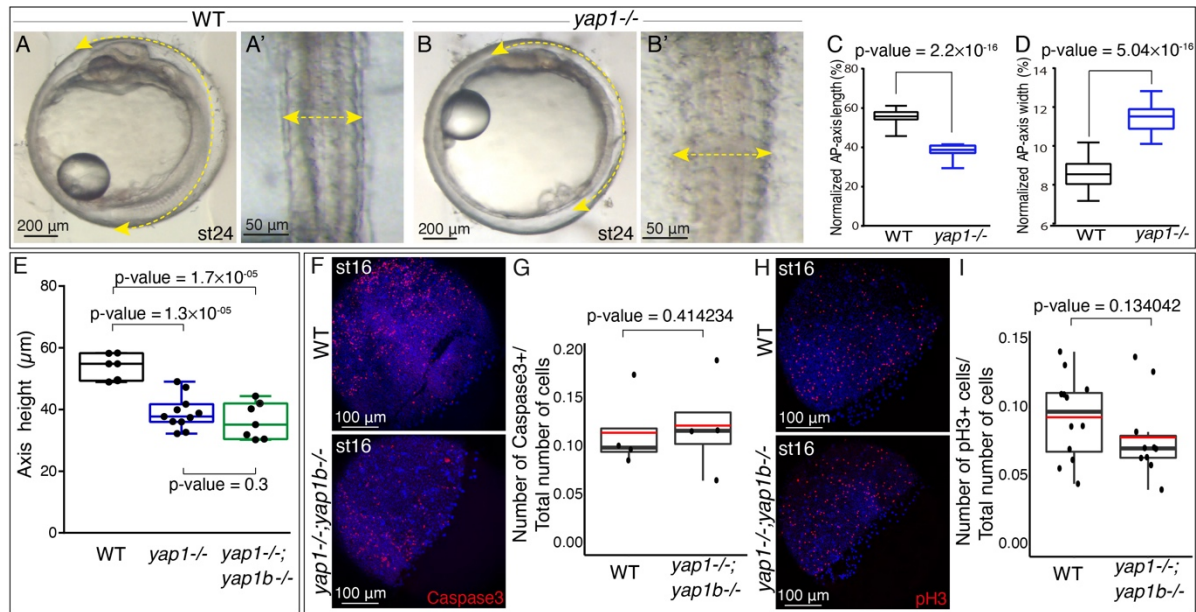

Supplementary Figure 1. Analysis of *yap* mutants' phenotype

(A, B) Brightfield images of WT and *yap1*^{-/-} embryos at stage 24. Yellow double-headed arrows highlight the shortening and the widening of the A-P axis (A-B). A', B' correspond to magnifications of the axis. **(C, D)** Quantification of the normalized length (C) and width (D) of WT and *yap1*^{-/-} embryo A-P axis at stage 24. P-value = 2.2×10^{-16} (C), P-value = 5.04×10^{-16} (D). n = 62 WT embryos, n = 20 *yap1*^{-/-} embryos. Boxes represent the quartiles; the whiskers indicate the maximum and minimum values; the lines indicate the mean; WT in black and *yap1*^{-/-} in blue. **(E)** Quantification of the D-V height of the axis (see Figure 1) in WT, *yap1*^{-/-} and *yap1*^{-/-}; *yap1b*^{-/-} embryos at stage 16-17. P-values are indicated in the figure. Boxes represent the quartiles; the whiskers indicate the maximum and minimum values; the lines indicate the mean; WT in black, *yap1*^{-/-} in blue, *yap1*^{-/-}; *yap1b*^{-/-} in green. Points indicate independent embryos. n = 6 WT embryos, n = 11 *yap1*^{-/-} embryos, n = 7 *yap1*^{-/-}; *yap1b*^{-/-} embryos. **(F)** Confocal images show Caspase 3+ cells in red and DAPI in blue in WT and *yap1*^{-/-}; *yap1b*^{-/-}. **(G)** Quantification of caspase 3-positive cells per total number of cells in WT and *yap1*^{-/-}; *yap1b*^{-/-} embryos. P-value = 0.414234. n = 4 WT embryos, n = 4 *yap1*^{-/-}; *yap1b*^{-/-} embryos. **(H)** Confocal images show pH3+ cells in red and DAPI in blue in WT and *yap1*^{-/-}; *yap1b*^{-/-}. **(I)** Quantification of pH3+ cells per total number of cells in WT and *yap1*^{-/-}; *yap1b*^{-/-} embryos. P-value = 0.134042. n = 12 WT embryos, n = 10 *yap1*^{-/-}; *yap1b*^{-/-} embryos. Boxes represent the quartiles; the whiskers indicate the maximum and minimum values. Red and black lines indicate the median and the mean, respectively. Points indicate independent embryos. Two-sided Student's t-tests were performed to evaluate statistical significance. Scales bars are 200 μ m (A,B), 50 μ m (A'-B') and 100 μ m (F, H). Source data are provided as a Source Data file.

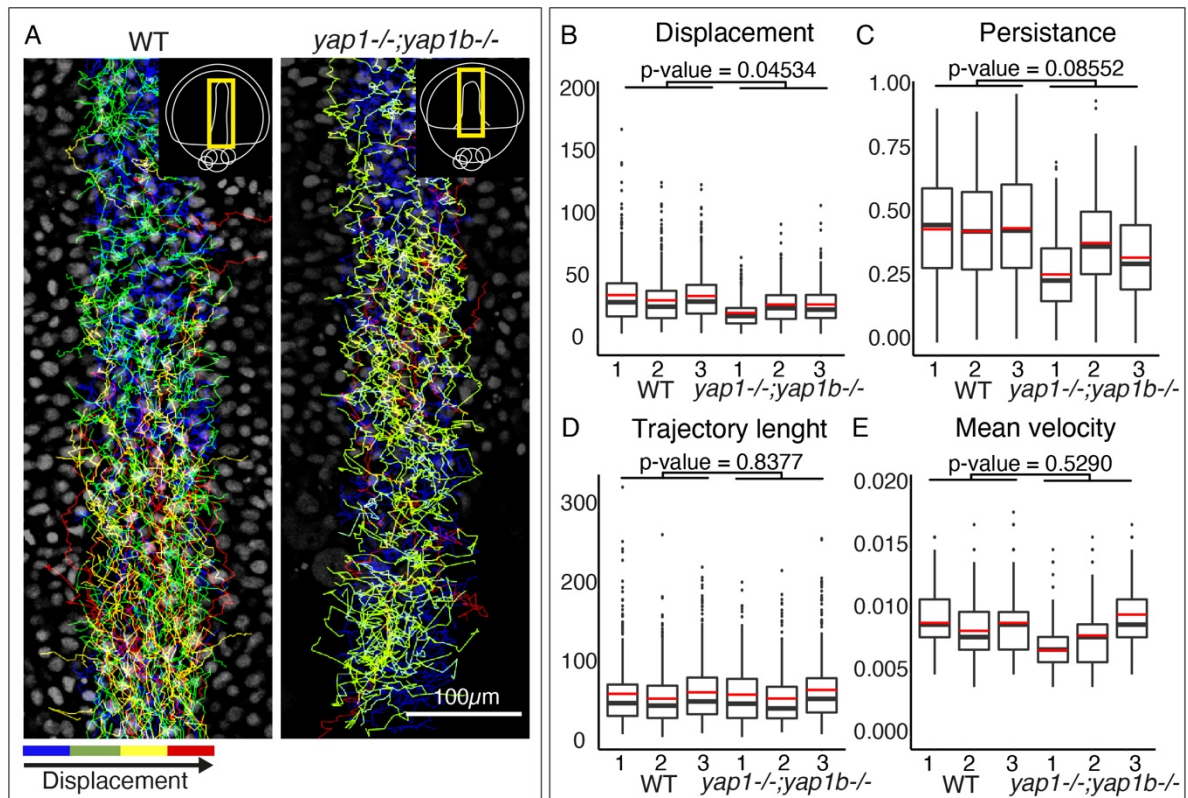

Supplementary Figure 2. Midline cell migration in gastrulating WT and *yap* mutant embryos

(A) Total individual cell migratory tracks over 8 h in the midline of WT and *yap1^{-/-}; yap1b^{-/-}* embryos. The color code of the trajectory lines indicates the cells' displacement (distance between the start and end position of a cell). Displacement values were represented as: Blue = 10-20; Green = 20-40; Yellow = 40-60; Red > 60. Yellow rectangles in schematic embryo representations indicate the area depicted in each image. **(B)** Quantification of cell displacement in WT and *yap1^{-/-}; yap1b^{-/-}* embryos. P-value = 0.04534. **(C)** Quantification of cell migratory persistence, measuring for how long a cell keeps the same direction of movement, in WT and *yap1^{-/-}; yap1b^{-/-}* embryos. P-value 0.08552. **(D)** Quantification of cell trajectory length, measuring the total length of a cell trajectory. P-value = 0.8377. **(E)** Quantification of the cell mean velocity, measuring distance between two cells' positions divided by the time difference, in WT and *yap1^{-/-}; yap1b^{-/-}* embryos. P-value = 0.5290. Boxes represent the quartiles; the whiskers indicate the maximum and minimum values. Red and black lines indicate the median and the mean, respectively. To analyze whether experimental groups were significantly different, a variance test followed by a two-sided Student's t-tests were performed on the means of WT and *yap1^{-/-}; yap1b^{-/-}* embryos (n= 3 embryos; n= 416 cells were examined in WT1, n= 401 cells were examined in WT2, n= 516 cells were examined in WT3, n= 271 cells were examined in *yap1^{-/-}; yap1b^{-/-}* mutant 1, n= 295 cells were examined in *yap1^{-/-}; yap1b^{-/-}* mutant 2, n= 346 cells were examined in *yap1^{-/-}; yap1b^{-/-}* mutant 3). Scale bars are 100 μ m(A). Source data are provided as a Source Data file.

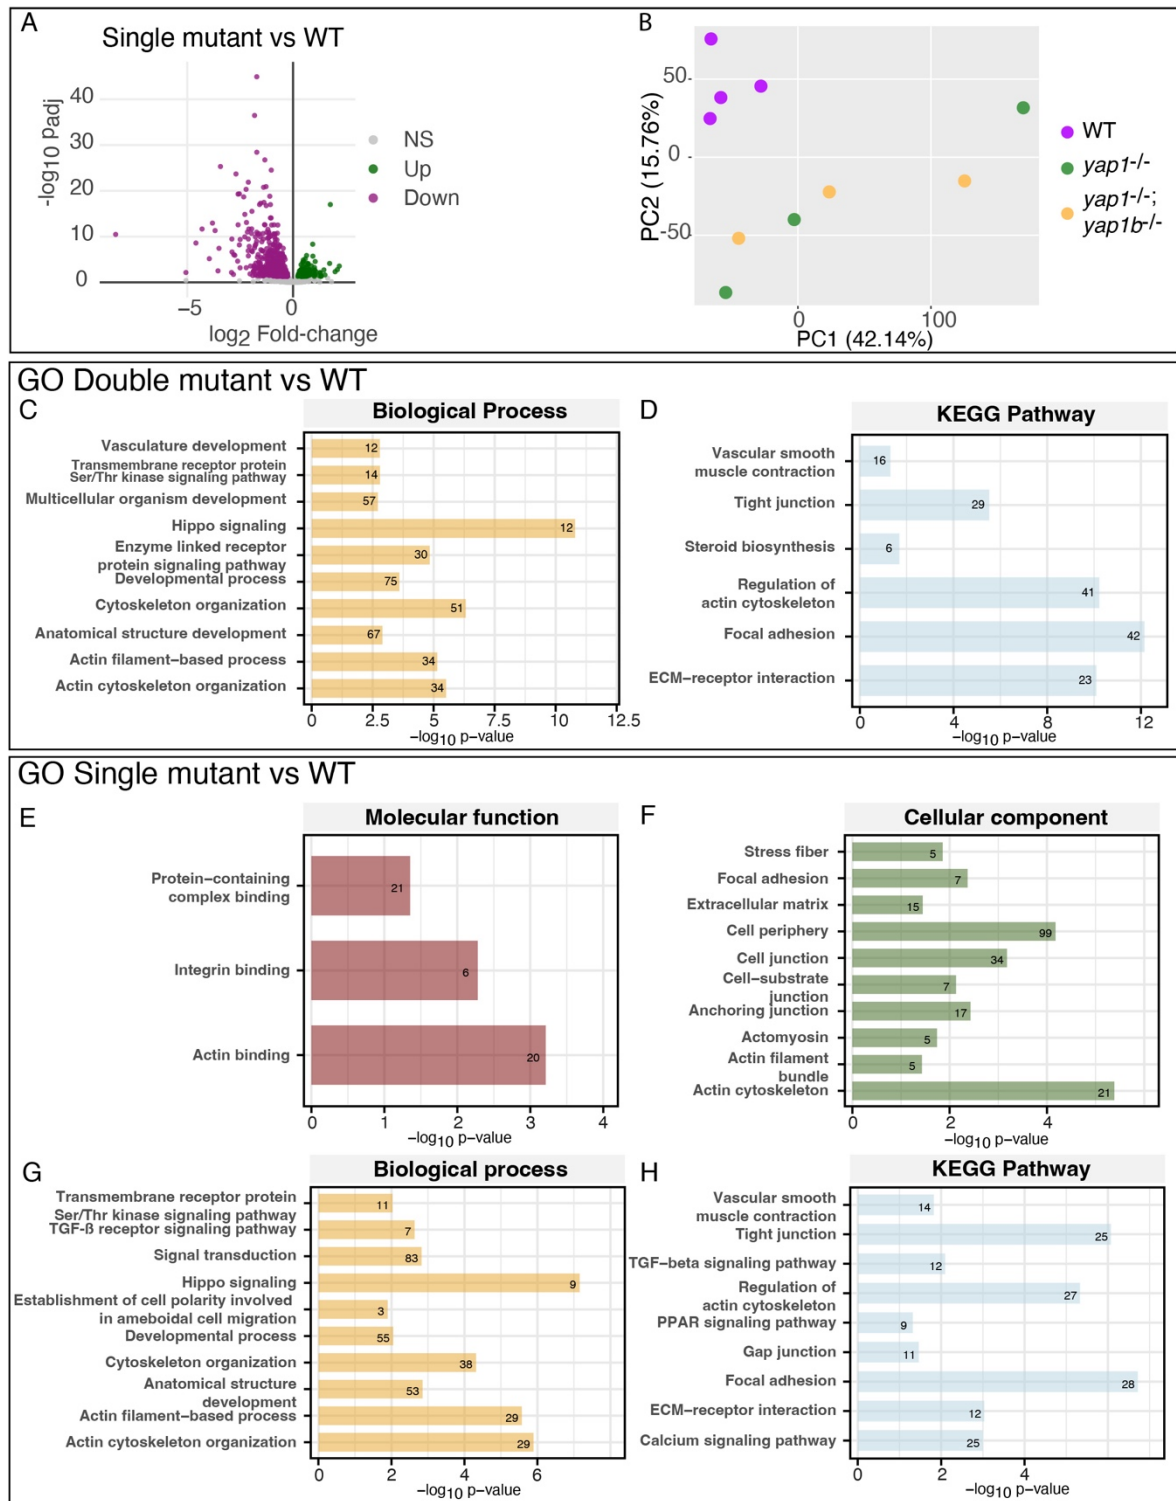

Supplementary Figure 3. Characterization of Yap-dependent transcriptional programs

(A) Volcano plot graph showing DEGs between WT and *yap1*^{-/-} embryos. Gray dots: no differentially expressed genes; Green dots: up-regulated genes in *yap1*^{-/-} embryos compared with WT; Magenta dots: down-regulated genes in *yap1*^{-/-} embryos compared with WT. 

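*foxi3b*, a forkhead gene of ionocyte progenitors, rose in the single mutants from 48.2 ± 11.3 normalized counts (SD, n = 3) in WT 1–3 to 433 ± 69.8 (SD, n = 3). This is a log2 fold change of 3.16 (SE 0.24, adjusted p = 0.0013, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction). *trarg1a*, a regulator of glucose transporter trafficking, rose from 74.0 ± 10.5 to 315 ± 38.0 (SD, n = 3 each), with 2.09 (SE 0.23, adjusted p = 0.0059). *zgc:153184* fell from 407 ± 35.9 to 50.4 ± 17.3 (SD, n = 3 each), with −2.99 (SE 0.25, adjusted p = 0.0018). *slc47a4*, a multidrug transporter, fell from 93.6 ± 43.5 to 2.25 ± 2.08 (SD, n = 3 each), with −5.09 (SE 0.63, adjusted p = 0.0095). These 4 calls were kept whichever other library was left out. WT 4, which is not compared with the single mutants, had 265 normalized counts of *foxi3b*, 720 of *trarg1a*, 73.4 of *zgc:153184* and 6.67 of *slc47a4*, toward the level of the single mutants or beyond it. *bmp16*, a BMP ligand, fell with −3.04 (SE 0.48, adjusted p = 0.026), a call lost without WT 1, WT 2, WT 3, single mutant 3 or double mutant 2 (adjusted p up to 0.127). WT 4 had 11.1 normalized counts against 70.2 ± 12.1 (SD, n = 3) in WT 1–3. The falls of *ACTA1*, an actin (−2.33, SE 0.39, adjusted p = 0.033), and *apbb1ip*, an adaptor of integrin activation (−2.78, SE 0.50, adjusted p = 0.046), were each lost without WT 1, WT 2, WT 3, single mutant 1 or single mutant 3. That of *apbb1ip* was also lost without single mutant 2 or double mutant 3 (adjusted p up to 0.203). The rises of *rtn4rl1b* (3.45, SE 0.54, adjusted p = 0.025), *grik4*, a glutamate receptor (2.84, SE 0.45, adjusted p = 0.027), and *alp3* (2.63, SE 0.43, adjusted p = 0.031) were each lost without WT 1, single mutant 2, single mutant 3 or double mutant 2. They were also lost without WT 2 (*grik4* and *alp3*) or WT 3 (*rtn4rl1b* and *alp3*). The rise of *il13ra2* (1.78, SE 0.23, adjusted p = 0.010) was lost without WT 1, WT 2 or WT 3 (adjusted p up to 0.0728).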

Differential gene expression analysis was carried out using the R package DESeq2, using by default Wald test and Benjamini-Hochberg correction ($\text{padj} < 0.05$; $-\log \text{FC} = 1$). **(B)** PCA graph showing the RNA-seq data variability between WT, *yap1*^{-/-}, and *yap1*^{-/-}; *yap1b*^{-/-} embryos. **(C-D)** Gene Ontology (GO) enrichment of the DEGs in *yap1*^{-/-}; *yap1b*^{-/-} embryos compared with WT, classified in Biological processes (C) and KEGG Pathway (D). **(E-H)** Gene Ontology (GO) enrichment of the DEGs in *yap1*^{-/-} embryos compared with WT, classified in molecular function (E), cellular component (F), biological processes (G) and KEGG Pathway (H). gProfiler was used for this analysis (see Methods section). Source data are provided as a Source Data file.

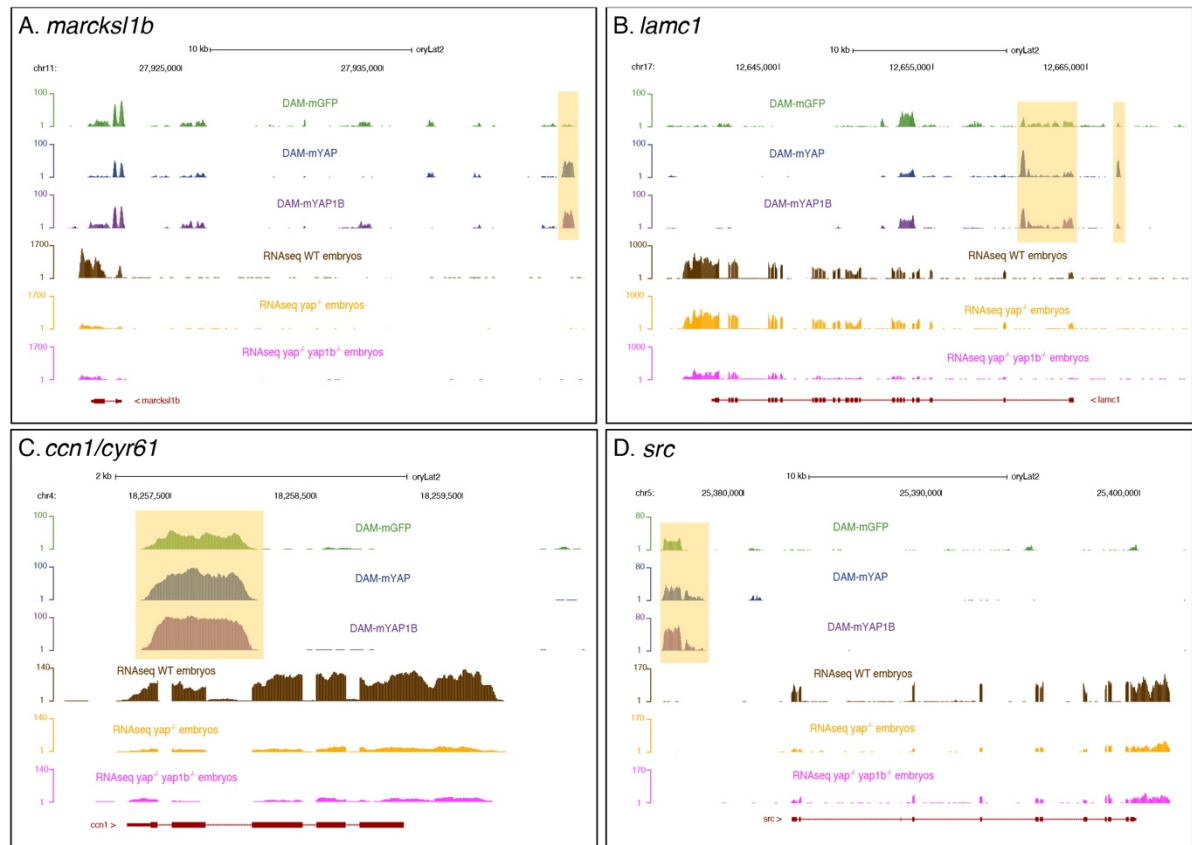

Supplementary Figure 4. Binding of Yap1/Yap1b to the chromatin is associated to significant DEGs

Overview of Yap1 and Yap1b DamID-seq tracks (Vazquez-Marin et al., 2019), as well as RNA-seq profiling of WT and *yap* single and double mutants for four representative loci: *marcks11b* (A), *lamc1* (B), *ccn2/cyr61* (C) and *src* (D). 

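The tracks of Fig. S4 set DamID-seq signal, which marks the DNA near a Yap protein fused to a DNA methylase, over the coverage of RNA-seq reads at 4 loci. *ccn1* had 829 ± 157 normalized counts (SD, n = 3) in WT 1–3, 906 in WT 4, 180 ± 41.7 (SD, n = 3) in the single and 149 ± 9.48 (SD, n = 3) in the double mutants. *marcksl1b* had 6657 ± 381 in WT 1–3, 6083 in WT 4, 1099 ± 579 in the single and 1260 ± 109 in the double mutants (SD, n = 3 for each group but WT 4). *src* had 1954 ± 121 in WT 1–3, 2659 in WT 4, 1072 ± 122 in the single and 853 ± 145 in the double mutants. *lamc1* had 19113 ± 1744 in WT 1–3, 10382 in WT 4, 13762 ± 5254 in the single and 5639 ± 1746 in the double mutants, so that WT 4 lay between WT 1–3 and the double mutants. These are TMM-normalized counts of reads assigned to genes, and the DamID-seq signal was not analysed here.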

Specific binding of Yap1 and Yap1b to the genome is highlighted in yellow.

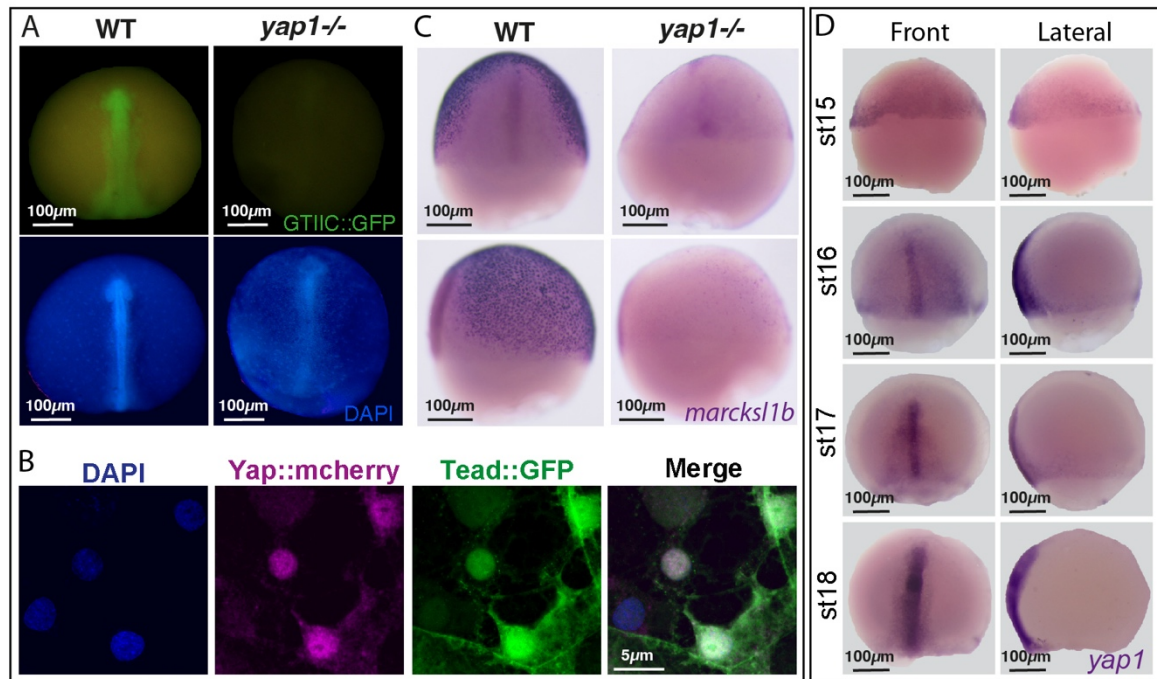

Supplementary Figure 5. Yap activity dynamics during gastrulation

(A) Activity of the Tead/Yap sensor (*GTIIC::GFP*) in WT and *yap1*^{-/-} transgenic embryos shown under the fluorescent stereo microscope at stage 18. DAPI staining of these embryos is also shown. **(B)** DAPI counterstained confocal images of dorsally converging cells from *GTIIC::GFP* transgenic embryos injected with *yap1::mCherry*. Blue channel: DAPI; Magenta channel: *yap1::mCherry* signal; Green channel: GFP signal. **(C)** ISH analysis of the expression of *marcks1b* in WT and *yap1*^{-/-} embryos at stage 16. Front and lateral images are shown. **(D)** Whole mount ISH showing *yap1* expression at stages 15, 16, 17 and 18 in medaka embryos. Front and lateral images are shown. Scale bars 100 μ m (A, C, D) and 5 μ m (B).

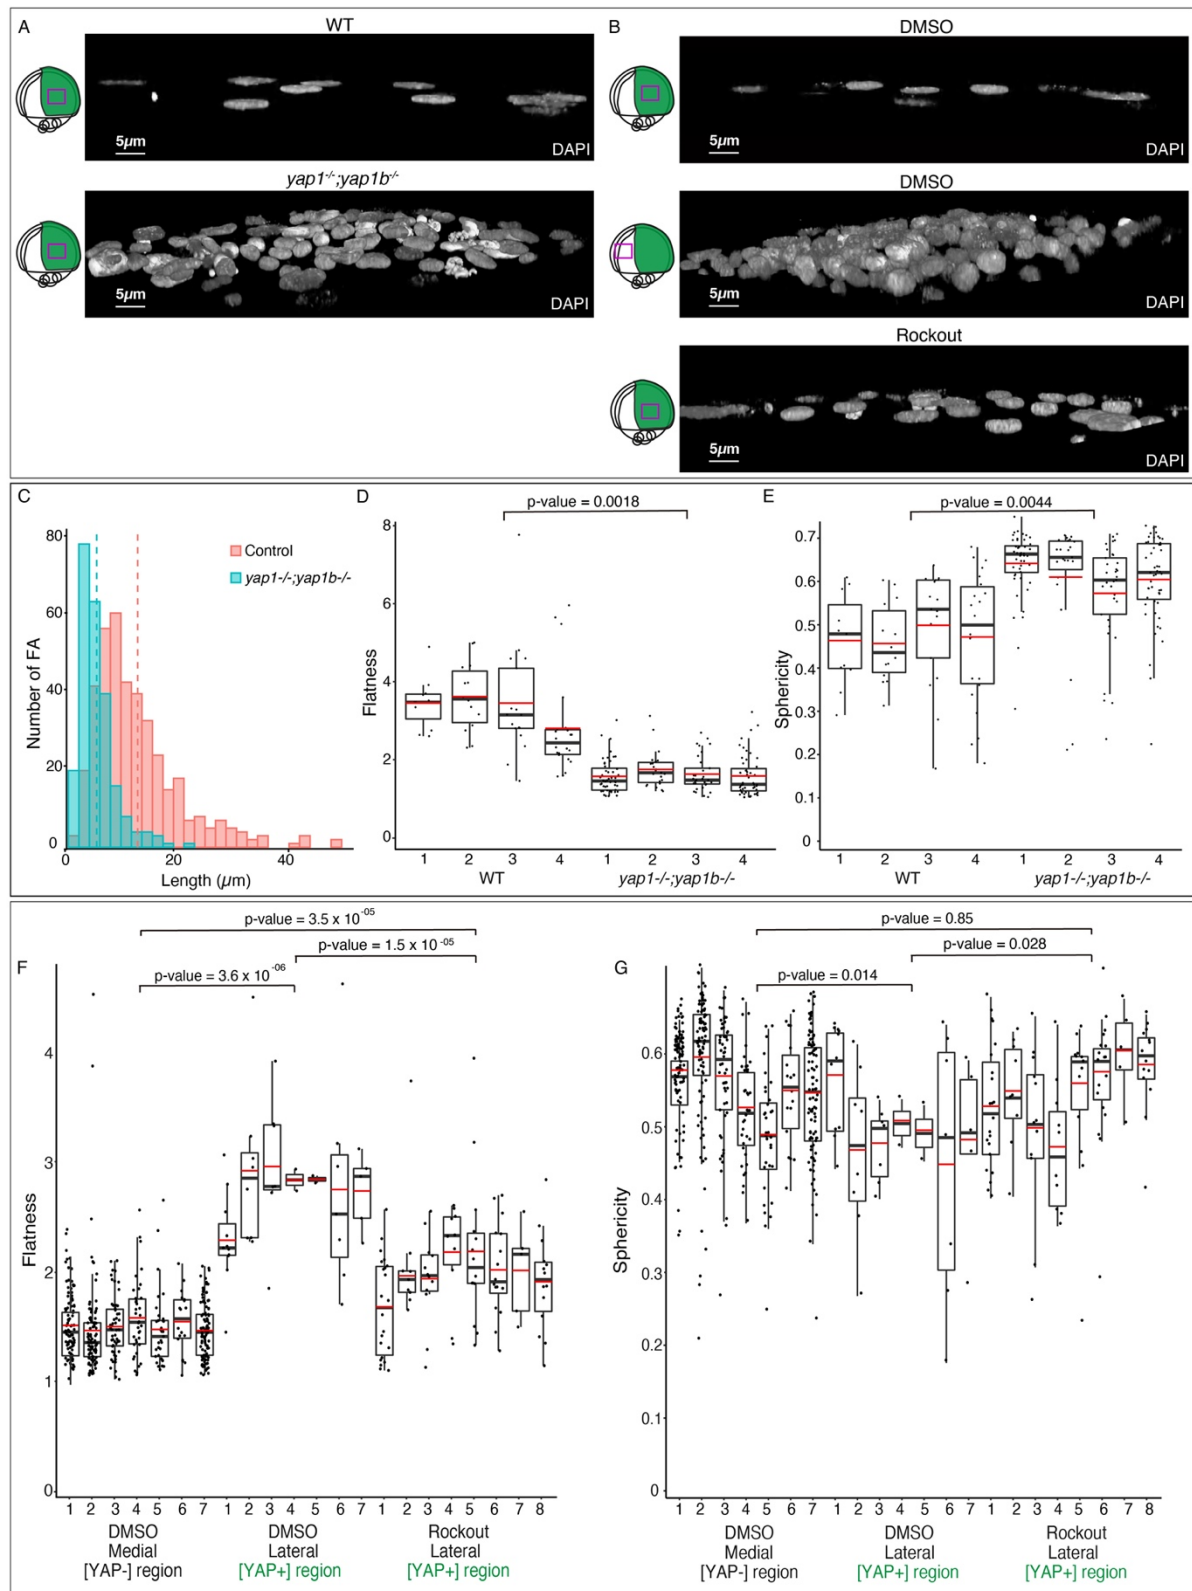

Supplementary Figure 6. Nuclear morphology in mutant and Rockout treated cells

(A) Maximum projection of DAPI stained nuclei (lateral) in stage 16 WT and *yap1^{-/-}; yap1b^{-/-}* embryos (see movie S4). **(B)** Maximum projection of DAPI stained nuclei in stage 16 embryos treated with DMSO (lateral and medial) or Rockout (lateral) (see movie S5). **(C)** Distribution of focal adhesions according to their length in WT and *yap1^{-/-}; yap1b^{-/-}* embryos. Red line: mean of focal adhesions length in WT embryos. Blue line: mean of focal adhesions length in *yap1^{-/-}; yap1b^{-/-}* embryos. **(D-E)** Quantification of nuclei flatness (D), average values are shown in figure 6F, and sphericity (D) for individual stage 16 WT and *yap1^{-/-}; yap1b^{-/-}* embryos. $n = 4$ WT embryos, $n = 4$ *yap1^{-/-}; yap1b^{-/-}* embryos. **(F-G)** Quantification of nuclei flatness (F), average values are shown in figure 7D, and sphericity (G) for individual stage 16

embryos treated with DMSO (lateral and medial) or Rockout (lateral). P-value are indicated in the figure. n= 7 DMSO treated embryos examined in medial regions, n= 7 DMSO treated embryos examined in lateral regions, n= 8 Rockout treated embryos. Boxes represent the quartiles; the whiskers indicate the maximum and minimum values. Red and black lines indicate the median and the mean, respectively. Points indicate cells. Two-sided Student's t-tests were performed to evaluate statistical significance. Scale bars are 5 μ m (A-B). Source data are provided as a Source Data file.

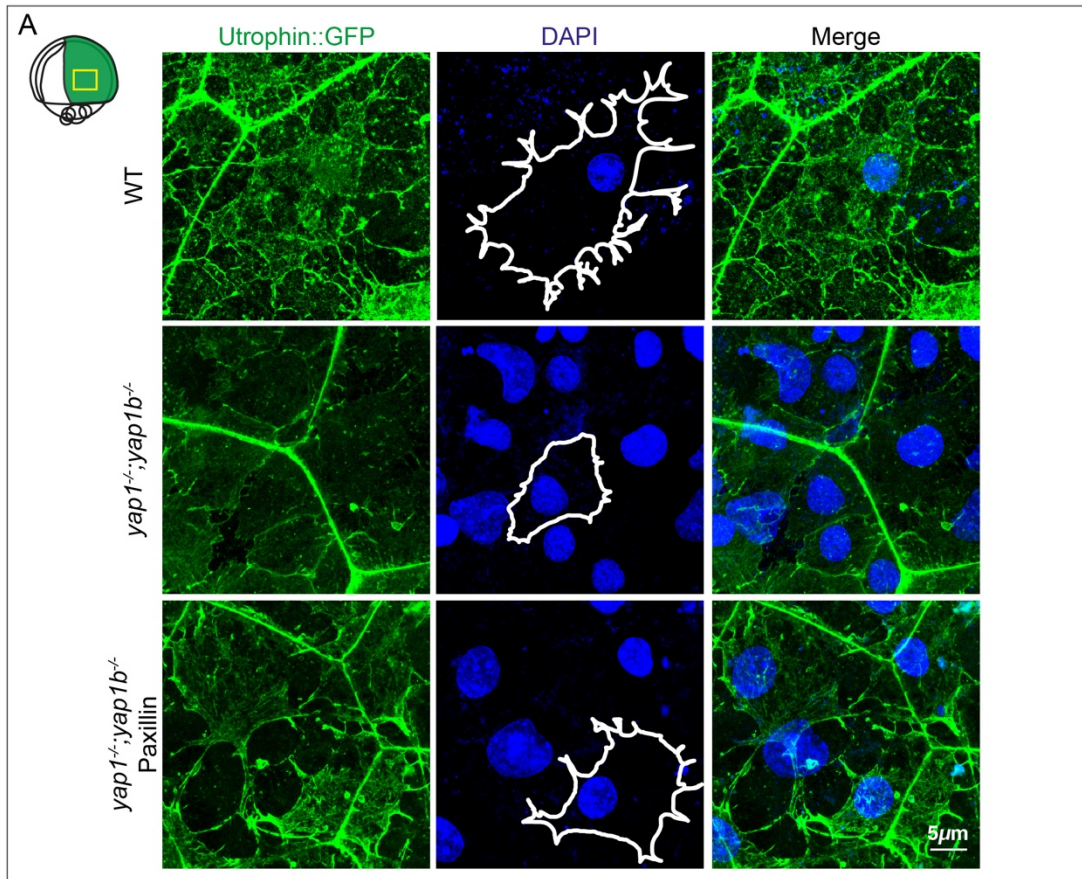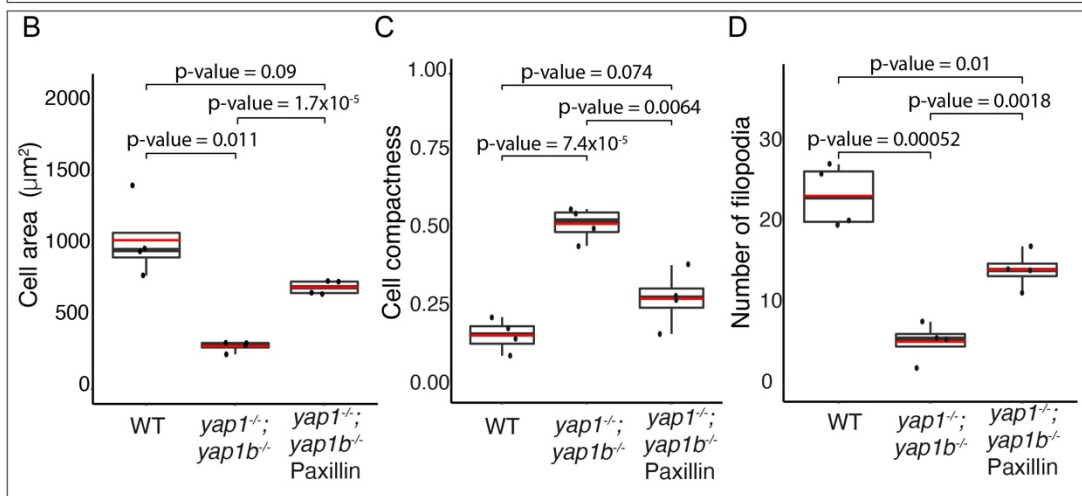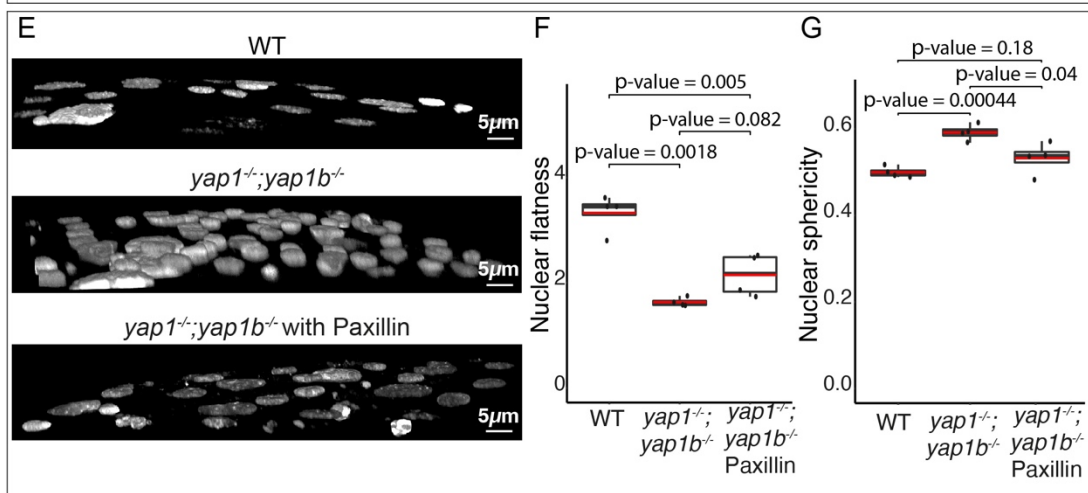

Supplementary Figure 7. Paxillin overexpression rescues cell and nuclear morphology in *yap* mutant embryos

(A) Confocal microscopy images of dorsally converging cells from WT, *yap1*^{-/-};*yap1b*^{-/-} and Paxillin-rescued *yap1*^{-/-};*yap1b*^{-/-} embryos injected with *Utrophin::GFP* and stained with DAPI. Schematic representation of the embryo indicating the area of interest with a yellow rectangle is shown in the upper left side. Cell shapes are represented with white lines in the images corresponding to DAPI. **(B)** Quantification of average cell area in WT, as well as in *yap1*^{-/-};*yap1b*^{-/-} and Paxillin-rescued *yap1*^{-/-};*yap1b*^{-/-} embryos. **(C)** Quantification of average cell compactness, as determined by the ratio between the cell area and the area of the circle having the same perimeter, in WT, *yap1*^{-/-};*yap1b*^{-/-} and Paxillin-rescued *yap1*^{-/-};*yap1b*^{-/-} embryos. **(D)** Quantification of the average number of filopodia in WT, *yap1*^{-/-};*yap1b*^{-/-} and Paxillin-rescued *yap1*^{-/-};*yap1b*^{-/-} embryos. **(E)** Maximum projection of DAPI stained nuclei (lateral) in stage 16 WT, *yap1*^{-/-};*yap1b*^{-/-} and Paxillin-rescued *yap1*^{-/-};*yap1b*^{-/-} embryos. **(F)** Quantification of average nuclei flatness, which refers to the ratio between the second and the third axis of an ellipsoid, in WT, *yap1*^{-/-};*yap1b*^{-/-} and Paxillin-rescued *yap1*^{-/-};*yap1b*^{-/-} embryos. **(G)** Quantification of average nuclei sphericity in WT, *yap1*^{-/-};*yap1b*^{-/-} and Paxillin-rescued *yap1*^{-/-};*yap1b*^{-/-} embryos. Boxes represent the quartiles; the whiskers indicate the maximum and minimum values. Red and black lines indicate the median and the mean, respectively. Points indicate independent embryos. n= 4 embryos. P-values are indicated in the figure. Two-sided Student's t-tests were performed to evaluate statistical significance. Scale bars = 5 μ m. Source data are provided as a Source Data file.

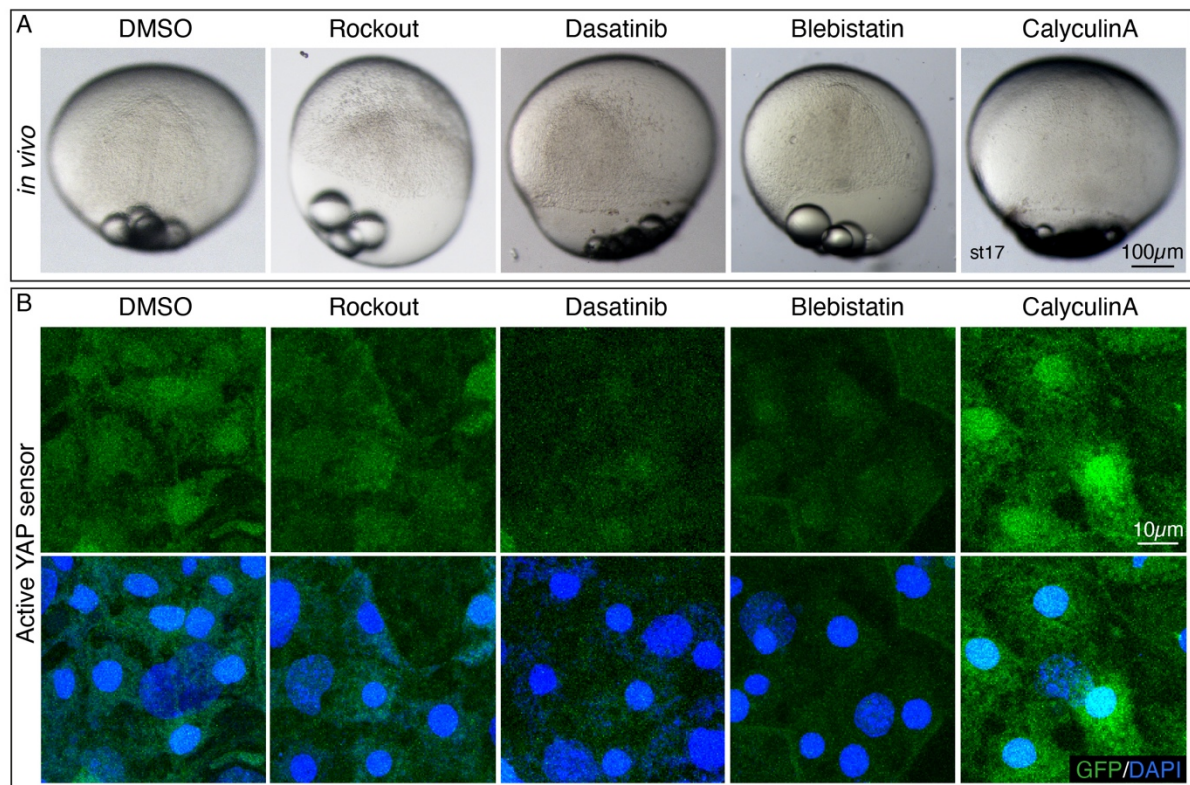

Supplementary Figure 8. Gastrulation phenotype and Yap activity under intracellular tension alterations

(A) Brightfield images of stage 17 WT embryos treated with DMSO, Rockout, Dasatinib, Blebistatin or CalyculinA during 4 h. Frontal stereo microscope images of embryos are shown. **(B)** Confocal microscopy images of dorsally converging cells stained with DAPI from stage 16 transgenic embryos for the Tead/Yap sensor *GTIIC::GFP* treated with DMSO, Rockout, Dasatinib, Blebistatin or CalyculinA for 2 h. Scale bars are 100 μ m (A) and 10 μ m (B).

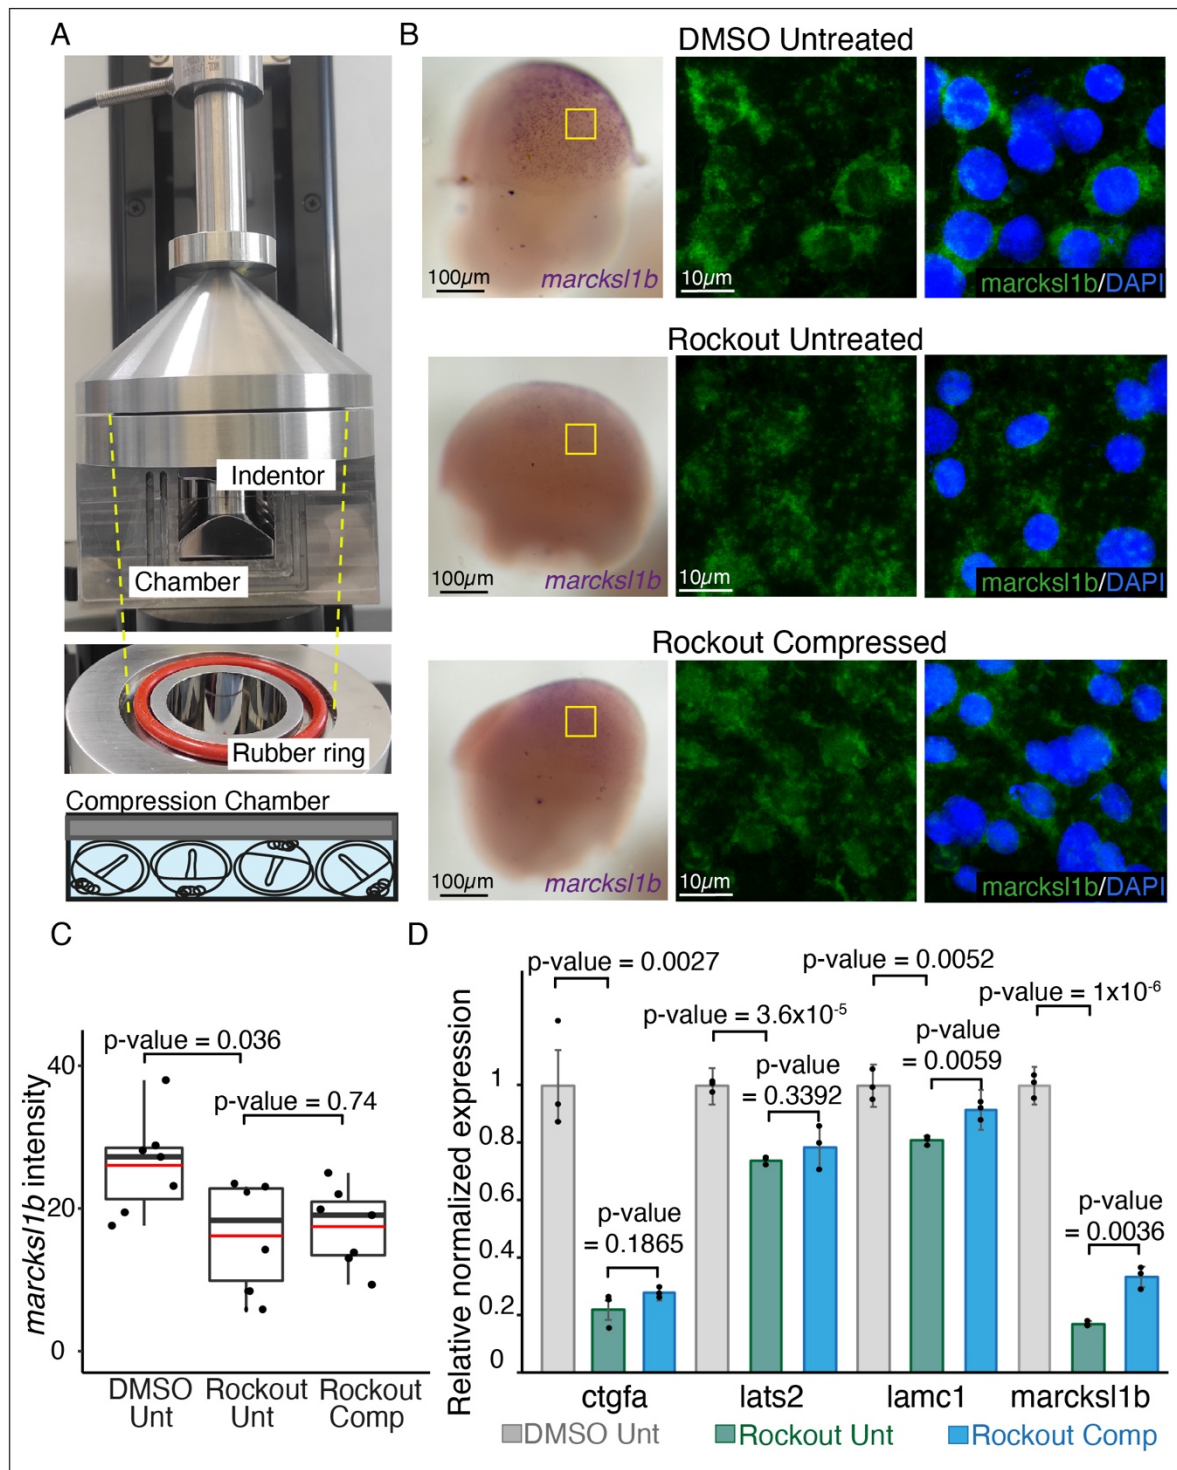

Supplementary Figure 9. Rho/ROCK-dependent response of Yap activity to compression

(A) Motorized mechanical tester (Univert), equipped with a customized chamber for embryo compression. **(B)** ISH analysis distribution of *marcks1b* in DMSO untreated (not compressed), Rockout untreated and Rockout compressed WT embryos during 20 min. Lateral stereo microscope images are shown. Confocal microscopy images of *marcks1b* fluorescent ISH stained with DAPI from the sections indicated with yellow rectangles are shown. **(C)** Quantification of *marcks1b* fluorescent ISH signal intensity in DMSO untreated, Rockout untreated and Rockout compressed embryos. P-values are indicated in the figure. Boxes represent the quartiles; the whiskers indicate the maximum and minimum values. Red and black lines indicate the median and the mean, respectively. Points indicate independent embryos. $n = 7$ DMSO untreated embryos, $n = 6$ Rockout untreated embryos, $n = 7$ Rockout compressed embryos. **(D)** mRNA levels of *ctgfa*, *lats2*, *lamc1* and *marcks1b* in DMSO untreated, Rockout untreated and Rockout compressed embryos as quantified by RT-qPCR. P-values are indicated in the figure. Data are represented as mean $\pm$ SD; points indicate technical

replicates. n= 20 embryos. Two-sided Student's t-tests were performed to evaluate statistical significance. Scale bars are 100 μm and 10 μm (B). Source data are provided as a Source Data file.

Gene ID	Gene name	log2FoldChange	GeneOntology
ENSORLG00000027007	mfap4	-1,99	Extracellular Matrix
ENSORLG00000011273	col1a1b	-1,87	Extracellular Matrix
ENSORLG00000010226	angpt1	-1,85	Extracellular Matrix
ENSORLG00000010756	ccn1	-1,62	Integrin Binding, Extracellular Matrix
ENSORLG00000008004	actr2b	-1,62	Cytoskeleton Organization
ENSORLG00000018064	ccn2a	-1,59	Integrin Binding, Extracellular Matrix
ENSORLG00000014159	marcks1b	-1,53	Cytoskeleton Organization
ENSORLG00000003389	itgb3a	-1,35	Integrin Binding, Focal Adhesion
ENSORLG00000008993	ptk2bb	-1,23	Focal Adhesion
ENSORLG00000024658	arhgef19	-1,14	Cytoskeleton Organization
ENSORLG00000020765	itgb4	-1,12	Integrin Binding, Focal Adhesion
ENSORLG00000004319	col1a2	-1,04	Extracellular Matrix
ENSORLG00000009834	fermt1	-1,01	Integrin Binding, Focal Adhesion
ENSORLG00000013126	unknown	-1,01	Cytoskeleton Organization
ENSORLG00000016273	amotl2b	-0,96	Hippo Signalling, Cytoskeleton Organization
ENSORLG00000024032	marcks1a	-0,95	Cytoskeleton Organization
ENSORLG00000009847	smtnl	-0,94	Cytoskeleton Organization
ENSORLG00000002553	tead4	-0,93	Hippo Signalling
ENSORLG00000009876	muc17	-0,92	Extracellular Matrix
ENSORLG00000004966	ADAMTSS	-0,85	Extracellular Matrix
ENSORLG00000007439	tead1b	-0,84	Hippo Signalling
ENSORLG00000029189	tuba1l2	-0,84	Cytoskeleton Organization
ENSORLG00000002708	yap1	-0,83	Hippo Signalling
ENSORLG00000016655	lima1a	-0,82	Cytoskeleton Organization
ENSORLG00000014658	col5a2a	-0,82	Extracellular Matrix
ENSORLG00000012987	tubb5	-0,81	Cytoskeleton Organization
ENSORLG00000015488	bmp6r	-0,80	Extracellular Matrix
ENSORLG00000002046	coro1a	-0,79	Cytoskeleton Organization
ENSORLG00000001953	NCKAP5	-0,78	Cytoskeleton Organization
ENSORLG00000001946	unknown	-0,78	Extracellular Matrix
ENSORLG00000019677	lama5	-0,77	Integrin Binding, Extracellular Matrix
ENSORLG00000000178	adamts15	-0,77	Extracellular Matrix
ENSORLG00000015895	sptb	-0,75	Cytoskeleton Organization
ENSORLG00000000761	vwa1	-0,73	Extracellular Matrix
ENSORLG00000012731	rock2b	-0,72	Cytoskeleton Organization
ENSORLG00000024836	map1ab	-0,72	Cytoskeleton Organization
ENSORLG00000005263	svld	-0,69	Cytoskeleton Organization
ENSORLG00000017032	tpm4a	-0,69	Cytoskeleton Organization
ENSORLG00000005664	col11a1a	-0,68	Extracellular Matrix
ENSORLG00000018013	ccn6	-0,64	Integrin Binding, Extracellular Matrix
ENSORLG00000000815	evpla	-0,64	Cytoskeleton Organization
ENSORLG00000015065	evplb	-0,64	Cytoskeleton Organization
ENSORLG00000003176	coro6	-0,63	Cytoskeleton Organization
ENSORLG00000009740	myo1cb	-0,63	Cytoskeleton Organization
ENSORLG00000026496	synpo	-0,63	Cytoskeleton Organization
ENSORLG00000012150	MYO1D	-0,62	Cytoskeleton Organization
ENSORLG00000015457	amotl2a	-0,62	Hippo Signalling, Cytoskeleton Organization
ENSORLG00000018617	fgl1	-0,61	Extracellular Matrix
ENSORLG00000005573	yap1b	-0,61	Hippo Signalling
ENSORLG00000029757	wtip	-0,60	Hippo Signalling, Cytoskeleton Organization
ENSORLG00000025663	paplna	-0,59	Extracellular Matrix
ENSORLG00000004990	adamts1	-0,56	Extracellular Matrix
ENSORLG00000019746	cav1	-0,54	Focal Adhesion
ENSORLG00000023311	plecb	-0,53	Focal Adhesion, Cytoskeleton Organization
ENSORLG00000018677	pard6a	-0,53	Cytoskeleton Organization
ENSORLG00000008336	PKP1	-0,53	Cytoskeleton Organization
ENSORLG00000007419	lamc1	-0,52	Extracellular Matrix
ENSORLG00000014111	pdlim1	-0,52	Cytoskeleton Organization
ENSORLG00000019702	pacs1n3	-0,51	Cytoskeleton Organization
ENSORLG00000001861	pard6b	-0,50	Cytoskeleton Organization

Supplementary Table 1: List of significant DEGs between WT and yap1^{-/-}; yap1b^{-/-} stage 16 embryos (FC ≤ -0.5) linked to most significant GO terms identified in the comparative RNA-seq analysis (see Figure 3).

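*ADAMTS5*, a protease that cleaves proteoglycans of the matrix, had 942 normalized counts in WT 4 and 748 ± 58.2 (SD, n = 3) in WT 1–3. It had 381 ± 26.3 (SD, n = 3) in the single and 388 ± 71.3 (SD, n = 3) in the double mutants. The double mutants had a log2 fold change of −1.28 (SE 0.20, adjusted p = 0.011, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction), a call kept whichever other library was left out. *amotl2a*, a paralog of *amotl2b* (chromosome 4 of ASM223467v1, 27033990 to 27041769, RefSeq annotation), fell with −0.82 (SE 0.18, adjusted p = 0.048) in the double and −0.83 (SE 0.13, adjusted p = 0.026) in the single mutants. Both calls were lost without WT 1, WT 2, WT 3 or single mutant 3, and the former also without any double mutant library (adjusted p up to 0.149). Of the 60 genes of the table, 34 were lower in the double and 16 in the single mutants (54 and 37 when adjusted over the list alone), with the mutated *yap1* in both counts and *yap1b* in the former. None was higher by edgeR, at an unadjusted p under 0.05 or with DESeq2. The table holds genes that the study called in these libraries, so that the counts are not independent evidence.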

Gene name	Primers (5'-3')
**<i>no-tail (ntl)</i>**	AGAGTTAACCACGAGATGATCG
	CAACCTCCAAGTTGGGAGATC
**<i>Goosecoid (gsc)</i>**	GTTGAGCATCGACAGCATCTTG
	TTTTCTCCCTCAAATGGACCTT
**<i>sox3</i>**	TGATGGAAACGAGATCAAGACC
	GAGGACATCATAGGGTACTGCAG
**<i>yap1</i>**	ACTCCAGATGACTTCCTCAACAG
	AGCCTTGAAGACACAGACACAAT
**<i>marcks1b</i>**	ATGGGATCCAGTCATCCAAGGG
	ACTCACCTGCTTCACCTCATGG
**<i>ef1a</i> (qPCR)**	AAACCCAGAAACCCGAAACAT
	CCTCCGCACTTGATGATCAG
**<i>ctgfa</i> (qPCR)**	GCCGACAGGAGATCCACTTG
	CCTGCAGCCGCTATGAGTA
**<i>cyr61</i> (qPCR)**	GAGCTCTCCCTGCCCAATTT
	CTGTATGCAGGCAGGGTCTT
**<i>lats2</i> (qPCR)**	AACGAGCAACTTTTCCCGC
	CATCTGCGCCATGTGTGATG
**<i>lmc1</i> (qPCR)**	GAGCGCAGAGTTACTTCG
	GAGGAGACAGAGAGCCGATG
**<i>marcks1b</i> (qPCR)**	AAGACCAACGGACAGGAGAAC
	CTTCGGGTTTGGTGCTTCC

Supplementary Table 2: List of primers used to generate the RNA probes.

Figure	Independent experiments
Figure 1A-C	20
Figure 1D-F	3
Figure 2A-C	3
Figure 3E	4
Figure 4B-C	6
Figure 5B	4
Figure 6A	4
Figure 6B	5
Figure S5A	6
Figure S5B	3
Figure S5C	4
Figure S5D	3
Figure 8A	4
Figure 8B	3

Supplementary Table 3: Number of experiments repeated independently.

# Supplementary material for: A Yap-dependent mechanoregulatory program sustains cell migration for embryo axis assembly
**Source:** Nat Commun. 2023 May 16;14:2804. doi: 10.1038/s41467-023-38482-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Differentially expressed genes (DEGs) in yap single and double mutants compared to WT embryos.

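Each sheet lists the genes that DESeq2 called after the correction with ComBat, with corrected values per library, among them 4 WT libraries. All 717 genes listed for the single mutants changed in the listed direction with edgeR and the technical set, and 110 were called, 97 of 540 lower and 13 of 177 higher. Of the 1178 genes listed for the double mutants 1177 changed in the listed direction and 272 were called, 261 of 802 lower and 11 of 376 higher. Of the 15 genes listed for the comparison of the mutants all had the listed direction and 3 were called, all lower in the double mutants. The direction was fixed by the same libraries, so it is not independent evidence. The count of 272 was 165 without double mutant 2, 181 without WT 1 and 1001 without the set. The single mutants had 29 DEGs in all without WT 1, 31 without WT 2, 26 without WT 3 and 34 without single mutant 3, so that the count of 110 was not kept.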

File Name: Supplementary Data 2

Description: Enriched Gene Ontology (GO) terms associated to DEGs in yap double mutants vs WT.

File Name: Supplementary Data 3

Description: Differentially expressed genes (DEGs) in yap double mutants (vs WT) associated to enriched GO terms.

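*lima1a*, *marcksl1a*, *smtnl* and *pard6a* were among the DEGs in the double mutants from the cytoskeleton list. The actin-binding *smtnl* fell from 1599 normalized counts in WT 4 to 625 ± 126 (SD, n = 3), with a log2 fold change of −1.36 (SE 0.20, adjusted p = 0.0088, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction). These 4 calls were kept whichever other library was left out. The lists for focal adhesion and cell-substrate junction hold the same 12 genes. Over all lists there are 92 distinct genes, and 36 of them were DEGs in the double mutants here, *yap1* and *yap1b* among them. That count was 21 without double mutant 2, 77 without the set and 10 with each set alone. A gene entered these lists by being a DEG of the study and a member of a GO term, so that a list does not show how many other members of the term were unchanged.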

File Name: Supplementary Movie 1

Description: Tridimensional (3D) reconstruction of DAPI (blue) and Phalloidin (green) immunostained posterior axis WT, yap1^{-/-}, and yap1^{-/-}; yap1b^{-/-} stage 17 embryos.

File Name: Supplementary Movie 2

Description: Cell tracking trajectories (8 hours) of dorsally converging precursors in WT, yap1^{-/-}, and yap1^{-/-}; yap1b^{-/-} embryos injected with Histone2b::GFP for nuclei visualization.

File Name: Supplementary Movie 3

Description: Time-lapse confocal imaging of WT GTIIC::GFP transgenic embryos.

File Name: Supplementary Movie 4

Description: Tridimensional (3D) reconstruction of DAPI stained nuclei in stage 16 WT and yap1^{-/-}; yap1b^{-/-} embryos.

File Name: Supplementary Movie 5

Description: Tridimensional (3D) reconstruction of DAPI stained nuclei (stage 16) at medial and lateral regions of a DMSO treated embryo, as well as at lateral region of Rockout treated embryo.

# Supplementary material for: A Yap-dependent mechanoregulatory program sustains cell migration for embryo axis assembly
**Source:** Nat Commun. 2023 May 16;14:2804. doi: 10.1038/s41467-023-38482-w
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection Confocal microscopy data were collected with ZENBlack v2-1.sp3 (for Zeis 880) and LAS AF v2.7.3.9723 (Leica SP5)

Data analysis For data analysis we used the following packages and online tools (all of them described in published literature as indicated in the methods section):
- Imaging tools: ImageJ/Fiji (version 3.96.3/v65); Plugins: TrackMate 6.0.1, Volume viewer 2.01.2, Segmentation SCF FIJI Plugins 1.2.0, 3D plugin: mcib3d_plugins-3.96.3, 3D_Viewer-4.0.3; R (version 11.453). In cell tracking experiments semi-automatic cell tracking was performed using the Fiji plugin TrackMate (blob diameter = 7.9 and threshold = 0.23). For quantification of cell morphological parameters we used the FIJI plugin MorphoLibJ 1.4.2.1. Imaris 8.02. was used for 3D rendering.
- Tools for RNAseq analysis: Trimmomatic v0.39; sortmerna v2.1; Hisat2 v2.1; samtools v0.1.19-96b5f2294a; DEBrowser v1.14.2 (unclusing ComBat and DESeq2); GProfiler v.e108_eg55_p17_39cdea3; Bedtools v2.21.0.
- Statistical tests: R (version 11.453).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. RNA-seq datasets are available in the Gene Expression Omnibus (GEO) repository (<https://www.ncbi.nlm.nih.gov/geo>) under the following accession number: GSE201791. As a reference medaka genome (Japanese medaka HdrR; *Oryzias latipes*) we are using the data deposited in ENSEMBL (<https://www.ensembl.org/index.html>) under the accession number: ASM223467v1.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender	n.a.
Population characteristics	n.a.
Recruitment	n.a.
Ethics oversight	n.a.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample size calculations were performed. For RNA-seq experiments we included 3 replicates, which is a minimum standard chosen to support meaningful conclusions (Soneson & Delorenzi 2013 BMC Bioinformatics), while adapting to resource and animal use constraints. The correlation coefficients among samples in these experiments were higher than 0.97. For imaging and functional experiments, sample sizes provided in the figure legends (e.g. qPCR experiments n=3) were experimentally chosen to adapt to the variance of each measured parameter.
Data exclusions	No data were excluded from the analyses.
Replication	All experimental findings were reliably reproduced. The number of replicates was 3 for RNA-seq experiments. These are the standard number of replicates for NGS experiments. In all cases correlation coefficients among samples were higher than 0.97. All replication attempts were successful. Three independent replicates were used for qPCR experiments (all replications attempts were successful). For cell tracking experiments, cells (n) were measured in a minimum of 3 independent embryos (N) for each condition. For cell tracking, cell and embryo shape measurements, N and n values are indicated in the corresponding figure legends.
Randomization	For experiments included in this article randomization occurs naturally with embryo sampling. For RNA-seq experiments, genotyped samples derive from at least 10 synchronized embryos produced by multiple random crosses.
Blinding	Given the descriptive outcome of OMICS experiments, no blinding strategy was applied: i.e. both data collection and analysis were automatic and therefore could not be influenced by any researcher bias.<br>For imaging experiments, the experimenter was blind to the genotype of the embryos. Cell tracking, embryo measurements and stainings, and cell shape parameters were performed for each embryo before genotyping.<br>For drug treatment, yolk extraction, and embryo compression experiments, the experimenter was also blind to the treatment of the embryos before measuring the different parameters.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Primary antibodies:
anti-active caspase-3 antibody (BD Biosciences, 559565)
anti-phospho-Histone H3 (Ser10) antibody (Millipore 06-570)

Secondary and conjugate antibodies:
Alexa Fluor TM 555 Goat anti-rabbit antibody (Invitrogen #A32727)
anti-Digoxigenin-POD (11207733910, Roche)
anti-Digoxigenin-AP (11093274910, Roche)

Validation

Antibody stainings were validated both by omitting the primary antibody and by assessing their staining pattern. Primary antibodies used are well established and their staining patterns reported in the literature.

Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

The following medaka (*Oryzias latipes*) strains were used.
- iCab (wild-type) strains, the
- transgenic lines tg(4xGTIIc:eGFP)
- mutant strains yap1Δ7pb and yap1bΔ136pb
In all cases 4 to 8 months reproductive animals were used for crossing.

Wild animals

The study did not involve wild animals

Reporting on sex

This work concerns very early stages (15 to 24) of development in medaka embryos. Gonadal differentiation starts at stage 33 (4dpf) in this species. Therefore sex-based analyses were not performed, neither are they relevant for this work.

Field-collected samples

The study did not involved samples collected from the field.

Ethics oversight

Animal experiments were carried out according to ethical regulations. Experimental protocols have been approved by the Animal Experimentation Ethics Committees at the Pablo de Olavide University and CSIC (license number 02/04/2018/041).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

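RNA-seq was made of whole medaka embryos at stage 16 from WT (4 libraries), *yap* single mutants (3) and *yap* double mutants (3). According to the methods, embryos were homogenized individually, genotyped from their DNA and merged by genotype into 3 to 4 replicates per genotype. The legend of Fig. 3 gives n = 3 embryos and the reporting summary 3 replicates for RNA-seq. The paper's tables list values of 4 WT libraries, all of which were used here. The authors trimmed the first 12 bases with Trimmomatic 0.39, dropped reads under 50 bases or of mean quality under 20, removed ribosomal reads with sortmerna 2.1, mapped to ASM223467v1 with Hisat2 2.1, kept a mapping quality of at least 60 and counted reads per gene with htseq-count on the Ensembl 99 annotation. The deposited values are these raw counts, whole numbers per gene and library without normalization, and the authors' later steps (DEBrowser 1.14.2 with a row mean of at least 10, relative log expression, ComBat and DESeq2) are not in them.

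Gene counts summed to 28978596 to 38383959 per WT library (median 34780643.5), 22053738 to 37776961 per single mutant library (median 35214574) and 29521935 to 30627401 per double mutant library (median 30011935). Reads in no gene were 10.6% to 11.3% of those counted and ambiguous reads 7.94% to 9.86%. Pearson's r of log2 CPM, across genes that are not independent replicates, was 0.989 to 0.990 among WT 1–3, 0.951 to 0.952 between WT 4 and these, 0.956 to 0.985 among the single mutants and 0.968 to 0.983 among the double mutants. No library was a copy of another.

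The 16513 of 24365 genes with a mean count of at least 10 over the 10 libraries were tested with edgeR 4.0.16 (R 4.3.3), with TMM normalization, the quasi-likelihood test in a model of genotype and technical set, and the Benjamini-Hochberg correction over all genes tested. Genes with an adjusted p under 0.05 are called DEGs, with no limit on the fold change, since the lists of Supplementary Data 1 hold log2 fold changes under 1. Normalized counts are TMM-scaled counts, and log2 CPM used a prior count of 2. Set tests used camera (preset correlation 0.01, or estimated) and fry of limma 3.58.1. The other tools were DESeq2 1.42.0 and sva 3.50.0 (ComBat and ComBat-seq).

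The technical sets are WT 1–3 with the single mutants and WT 4 with the double mutants. The paper applied ComBat and its text does not name the batches. The sets were read from the values of the germ layer markers in the paper's Source Data, so that they rest on expression values and on no label. In the principal components the set was removed with limma, with genotype protected, which places WT 4 on the mean of WT 1–3 by construction. The double mutants are compared with WT 4 alone, which is assumed to vary like the others, so that leaving out WT 4 gives no value for them. No label pairs the libraries by replicate number, and the number served as a block in an alternative only. Across genes, residuals of libraries of equal number had an r of −0.0619 to 0.194 between WT and mutants (−0.216 to 0.164 for unequal numbers) and of 0.0189 to 0.490 between the mutants (−0.414 to 0.355 for unequal numbers), so that a shared origin of equal numbers is not excluded.

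Before the data were examined, the test, the sets, the alternatives, the gene lists and the rule for named genes were fixed, with the values in the paper's tables already seen. The genes named are *yap1* and *yap1b*, every gene the paper names for these data, and for each mutant the 10 largest falls and 6 largest rises by log2 fold change among DEGs with a symbol, at least 50 normalized counts in the higher group and all mutant libraries on the same side of the WT libraries of their set. Up to 4 DEGs of each list with the smallest p were added. The general lists cover the actin cytoskeleton, focal adhesion, integrins, basement membrane and matrix, Hippo pathway, Yap and TEAD targets, BMP and TGF-beta, steroid biosynthesis, tight and adherens junctions, non-neural ectoderm, neural plate, mesoderm, endoderm, enveloping layer, yolk syncytial layer, forerunner cells, germ cells, early stress response, cell cycle, apoptosis and p53, planar cell polarity and Wnt, ribosomal proteins and mitochondrial respiration. Names of genes came from the paper's tables (2207 genes) and coordinates from RefSeq, so that many entries of the general lists had no match, mostly with genes that the study called. Set tests on these lists would be void and were not run. The GO enrichment, the DamID-seq data, the control peaks and the markers *sox2*, *pax2a*, *prex1*, *cyp26a1* and *vangl2* were not analysed here, and some results that met the rule for named genes or lists, the count for steroid biosynthesis among them, are not reported here.

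The tests were tried on simulated data with 200 changed genes. With edgeR 98 were recovered in the single mutants with 4 false calls of 102, and 60 in the double mutants with 4 false calls of 64. Of genes lowered by 2 on the log2 scale, 33 of 34 were recovered in the single and 20 of 34 in the double mutants, and of those lowered by 1, 14 of 34 and 7 of 34. With DESeq2 in the same model 23.4% and 36.8% of the calls were false. In the simulated data WT 4 and the double mutants had the same mean for every unchanged gene. The false calls counted there thus do not cover those that a difference of WT 4 alone would give. The alternatives were other handling of the set (no set term, 3 sets, each set alone, only the 2 genotypes compared, WT 1–3 against the double mutants, ComBat with and without genotype, ComBat-seq), DESeq2, its size factors, other filters, a fold limit, a block by replicate number and leaving out each library.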

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

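The test for a mislabelled WT 4 was chosen after the result was seen, and the other tests of this part before. Of 119 named genes, 27 had 1 of the 4 WT libraries apart from the others by Dixon's criterion at the 95% level (the gap to the nearest library over the range). Many of these genes were named for their difference between the double mutants and WT 4, so that the count is no measure of how often WT 4 stands apart among all genes. WT 4 was that library for 26 genes, 23 times above and 3 times below WT 1–3. High in WT 4 were, in normalized counts, *fermt1* (4919), *cav1* (1542), *coro6* (7125), *emilin2b* (2801), *itga10* (131), *cdc42ep3* (47.8), *cdc42ep5* (1965), *cldn1* (2088), *DSG2* (6037), *evplb* (16680), *dlx3b* (5123), *tfap2a* (8305) and *foxi3b* (265). So were *hand2* (356), *tbx16* (4026), *eml2* (781), *dclk1b* (100.1), *il13ra2* (100.1), *mapk10* (750), *myom1b* (69.0), *rtn4rl1b* (315), *rtn4rl2a* (147) and *trarg1a* (720). WT 4 was low for *etv5a* (2382), *pcdh8* (171) and *yap1* (5470). For *ca15b*, WT 3 stood apart at 5873 normalized counts. The share of reads in no gene was 10.9% in WT 4 and 11.1% to 11.2% in WT 1–3.

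The test of the difference between the double and the single mutants called 5 genes. The log2 difference was −5.24 for *mapk10*, −1.98 for *ca15b*, −3.83 for *trarg1a*, −7.33 for ENSORLG00000014059 and 2.47 for ENSORLG00000014695. For *trarg1a* the log2 fold change was 2.09 in the single and −1.74 in the double mutants, each against the WT libraries of its own set. The opposite direction rested on WT 4, at 720 normalized counts against 67.6 to 86.1 in WT 1–3. Against WT 1–3 the double mutants had a log2 fold change of 1.54, the same direction as in the single mutants.

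WT 4 lay 0.713 of the way from WT 1–3 to the double mutants on principal component 1 of the uncorrected values. A double mutant library under the label of WT 4 is excluded by *yap1b*, at 2704 normalized counts in WT 4 and 896 ± 54.9 (SD, n = 3) in the double mutants. This covers a library of double mutants only. A pool that also held embryos of another genotype was not tested, and *yap1* was at 5470 in WT 4 against 9028 to 9358 in WT 1–3. Depth as the whole cause is excluded, since the position was 0.706 with all libraries thinned to the smallest total, and so are a few abundant genes, since it was 0.714 without the 100 most abundant genes. A difference in preparation or sequencing, and a difference between the WT embryos themselves such as their exact age, stay open. No label gives either, and no biological explanation was tested.

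Without the set in the model many more genes were called in the double mutants (3982 against 381). Over 5949 genes called between WT 2, WT 3 and the double mutants, WT 4 differed from WT 1 in the same direction for 91.1%, with a slope of 0.613 and an r of 0.796 across genes. Values that a difference between the technical sets needs are therefore there, and much of the larger count is consistent with it. WT 4 is the only WT library of its set, so a difference of this library alone stays open. The effect of the *yap* genotype was weighed within the set only, against WT 4.

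Single mutant 1 lay apart from single mutants 2 and 3 on principal components 1 and 2, at 6.97 times the largest distance between 2 WT libraries after removal of the set. The distance was 6.33 times with thinned libraries and 7.00 times without the 100 most abundant genes, which excludes depth and a few abundant genes as the whole cause. Its 100 most abundant genes held 33.7% of the counts, and those of double mutant 1 held 33.1%, against 25.9% to 30.5% in the other libraries. RNA quality and the age or condition of the embryos stay open. The design gives no factor that separates the single mutants, and no biological explanation was tested.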

How the results depend on the processing

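Both ComBat settings chosen after the data were seen (ComBat without genotype and DESeq2 on the 2 genotypes compared, and ComBat on log2 values), the thinning to the smallest total and the count of genes beyond all 4 WT libraries are additions, and the other settings were planned. Where a value changed and no reason is given, the cause was not tested. The DEG counts (single; double; difference of the mutants) of 114, 381 and 5 stayed within 1.5 times with DESeq2 size factors (120, 359, 5), no filter on low counts (117, 386, 5) and a log2 fold change of at least 1 (87, 325, 5), and for the mutants with filterByExpr (117, 375) and thinning (115, 353), where the difference had 2 and 2.

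Without the set term the counts were 92, 3982 and 317, and with only the 2 genotypes compared 75, 4120 and 1652. WT 1–3 against the double mutants gave 8338, and each set alone 100 and 81, with fewer libraries to estimate the spread. With single mutant 1 as a set of its own they were 114, 568 and 10. ComBat without genotype gave 696, 571 and 14, ComBat with genotype 1017, 4018 and 2257, ComBat-seq 317, 2267 and 821, DESeq2 with the set 440, 730 and 141, and DESeq2 without it 335, 5755 and 3432. A block by replicate number, without WT 4 and the set, gave 13 and 7604. The added ComBat settings gave 709, 1186 and 18 for the 2 genotypes compared and 731, 559 and 5 on log2 values. Leaving out 1 library gave 26 to 169, 212 to 574 and 0 to 15. The share of lower genes fell in some settings, as in the double mutants without the set (2163 lower, 1819 higher), with ComBat with genotype (2265 and 1753), ComBat-seq (1377 and 890), DESeq2 with the set (541 and 189) and the pairwise ComBat setting (815 and 371). Of the 381 DEGs of the double mutants, 293 were also called without the set and 1 changed sign, 372 with DESeq2 and the set, 255 with ComBat without genotype, 75 with each set alone, and 300 against WT 1–3, where 27 changed sign. Of the 114 DEGs of the single mutants, 114 were called with DESeq2 and the set, 111 with ComBat without genotype, 85 without the set and 13 with the block.

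The r between the mutants (0.353, with 0.00301 in simulations of unchanged mutants) was 0.185 without the set (−0.444 in such simulations), 0.121 with no filter, 0.480 with the block, 0.298 over called genes only and 0.258 to 0.380 without 1 library. The simulations drew each mutant library independently, so that spread shared between libraries is not in them. The share of principal component 1 (40.4%) was 52.0% with the set not removed, 46.9% over the 500 most variable genes and 41.2% with scaled genes. *yap1b* was lower in the double mutants in every setting run.

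In the double mutants, germ layer markers (4 DEGs), Supplementary Data 3 genes (36), other general lists (24 of 168 genes), DamID genes (82) and Supplementary Data 1 genes (272) gave, in this order, 10, 77, 109, 218 and 1001 without the set, 0, 10, 2, 13 and 54 with each set alone, 10, 75, 117, 239 and 1049 with only the 2 genotypes, 19, 81, 133, 258 and 1074 against WT 1–3, 12, 80, 121, 402 and 1040 with ComBat with genotype, 8, 74, 73, 296 and 837 with ComBat-seq, 12, 86, 122, 266 and 1079 with DESeq2 without the set, and 18, 80, 133, 255 and 1066 with the block. DESeq2 with the set gave 56, 39, 145 and 470 for the last 4, ComBat without genotype 56, 42 and 554 for Supplementary Data 3, other lists and Supplementary Data 1, and 3 sets 125 for DamID genes. The added pairwise ComBat gave 92, 107, 211 and 1170, and ComBat on log2 values 41 for other lists and 524 for Supplementary Data 1. Leaving out 1 library gave 3 to 4 markers, 21 to 47, 12 to 32, 50 to 128 and 165 to 399.

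Log2 fold changes in the double mutants that changed direction did so mainly with WT 1–3 in place of WT 4. Against WT 1–3, or with the block, they were 0.94 or 0.97 for *dclk1b*, 0.0088 or 0.0095 for *DSG2*, 1.17 or 1.18 for *eml2*, −0.74 or −0.74 for *etv5a*, 1.56 or 1.58 for *mapk10*, −0.55 or −0.55 for *otx2b*, −1.81 or −1.90 for *pcdh8*, −0.71 or −0.72 for *prdm1a*, 3.17 or 3.26 for *rtn4rl1b*, 0.90 or 0.88 for *rtn4rl2a*, 1.54 or 1.51 for *trarg1a* and −2.42 or −2.42 for *zgc:153184*. *pcdh8* was −1.50 without the set with edgeR and with DESeq2. *zgc:153184* was −2.09 without the set and with only the 2 genotypes, −2.10 with DESeq2 without the set, −0.86 with the pairwise ComBat setting and −1.17 with ComBat on log2 values. Of the other gene values in the double mutants, 2519 kept direction and side of the threshold, 226 no longer passed, 226 newly passed and 63 uncalled ones changed sign. In the single mutants these were 2572, 247, 190 and 81, none of them a reversed call, and 63 list counts stayed within 1.5 times while 67 moved.

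Thinning all libraries to the smallest total gave 115 and 353 DEGs, and whether deeper libraries would give more was not tested. In simulations with edgeR, changes of 0.5 on the log2 scale were recovered for 5 of 33 lowered genes in the single mutants and 0 of 33 in the double mutants. For genes lowered by 1 these were 14 of 34 and 7 of 34, so changes of either size were mostly not detectable with these libraries.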

Differences from the paper's values

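The settings called ComBat on the 2 genotypes and ComBat on log2 values were chosen after the values were seen, and the others before the data were examined. The paper counts DEGs with DESeq2 at an adjusted p under 0.05 after ComBat, and names a fold limit that its lists do not apply. The paper reports 717 DEGs in the single mutants, and 114 were called here. ComBat without genotype (696) and ComBat with genotype (1017) lay within 1.5 times of the paper's number and no other planned setting did. For the double mutants the paper's number is 1178 and 381 were called here, and no planned setting lay within 1.5 times (81 to 8338). For the double against the single mutants Supplementary Data 1 lists the paper's 15 genes and 5 were called here. ComBat without genotype (14), 3 sets (10), leaving out single mutant 1 (10) and leaving out double mutant 1 (15) lay within 1.5 times. ComBat on the 2 genotypes, chosen after the values were seen, gave 709, 1186 and 18, and dropped 16 of the paper's 717, 8 of its 1178 and 1 of its 15 genes. ComBat on log2 values, also chosen after, gave 731 in the single mutants and dropped 105 of the 717, and gave 559 and 5 for the others.

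Log2 fold changes in the single mutants differed by more than their error at 6 genes. The paper's values in Supplementary Data 1 are −2.54 for *ccn1* (−2.22 here), −1.06 for *src* (−0.87 here), −0.90 for *gata2a* (−0.78 here), −5.07 for *ccn2a* (−3.51 here), −1.14 for *amotl2b* (−0.95 here) and −2.50 for *col1a1b* (−1.96 here). In the double mutants the paper's values are −0.61 for *yap1b* (−1.59 here), −1.53 for *marcksl1b* (−2.27 here), −1.62 for *ccn1* (−2.61 here), −0.97 for *src* (−1.64 here), −0.53 for *dlx3b* (−0.87 here), −0.75 for *gata2a* (−1.22 here), −0.70 for *tp63* (−1.12 here), −0.41 for *foxi1* (−0.64 here) and −1.59 for *ccn2a* (−2.68 here). They are −0.96 for *amotl2b* (−1.66 here), −0.69 for *lats2* (−1.00 here), −1.87 for *col1a1b* (−3.48 here), −1.10 for *akap12b* (−1.63 here), −0.72 for *rock2b* (−1.21 here), −0.37 for *sorbs3* (−0.75 here) and −0.95 for *marcksl1a* (−1.63 here).

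ComBat without genotype brought all of these log2 fold changes within the error of the paper's values, and the methods name ComBat and DESeq2 in this order. It was the only planned setting to do so for *yap1b*, *marcksl1b*, *marcksl1a*, *akap12b*, *tp63* and, in the double mutants, *ccn1*, *src*, *gata2a*, *amotl2b* and *col1a1b*, and in the single mutants *ccn2a*. ComBat with genotype also did for *ccn2a* and *lats2* in the double mutants. The models without the set (edgeR with all libraries or the 2 genotypes, and DESeq2) and the replicate block did for *dlx3b*, *rock2b* and *sorbs3*, and WT 1–3 against the double mutants did for *dlx3b* and *rock2b*. DESeq2 with the set did for *lats2* and *foxi1*, and DESeq2 size factors and each set alone did for *foxi1*. In the single mutants the models without the set did for *src*, 3 sets for *src* and *ccn1*, and no filter and the block for *gata2a*. Leaving out 1 library did for *lats2* (double mutant 1), *foxi1* (WT 1, WT 2, WT 3, double mutant 2 or 3), *col1a1b* in the single mutants (single mutant 2), *ccn1* in the single mutants (WT 3 or single mutant 1), *src* in the single mutants (WT 2 or single mutant 1), *amotl2b* in the single mutants (WT 3, single mutant 2 or double mutant 3) and *gata2a* in the single mutants (WT 1, WT 3, single mutant 2 or any double mutant). The remaining planned settings did not.

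The paper names *lamc1*, *lats2* and *rock2b* among the lowered genes. Here they passed the test in neither mutant, with negative log2 fold changes in both and an adjusted p of 0.41, 0.12 and 0.054 in the double and 0.59, 0.13 and 0.31 in the single mutants. *ccn2a*, named there too, was called in the single and not in the double mutants (0.091), while *ccn1*, *src*, *marcksl1b*, *amotl2b* and *col1a1b* were called in both. *cdc42ep* and *pcdh7* genes, named for both species, were not called here (lowest adjusted p 0.24 and 0.20 in the double mutants). Fig. 3D marks *foxi1* as lower and *wnt8a* as higher in the double mutants, and here they had an adjusted p of 0.26 and 0.53, while *dlx3b*, *gata2a* and *tp63*, also marked, were called. Fig. 3D does not mark *eml2*, which was called lower here (0.043) with WT 4 as the only reference, whereas the paper's Source Data mark *eml2* and *tfap2a* as lower and *aldh1a2* as higher. The Source Data list *eml2* at 0 in the 3 double mutant libraries after correction, where 214 ± 68.2 normalized counts (SD, n = 3) were found here.

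The reporting summary gives the paper's floor of 0.97 for the correlations among samples and does not name their kind. The lowest Pearson's r of log2 CPM, across genes, was 0.951 among the WT libraries (WT 3 and WT 4), 0.956 among the single mutants and 0.968 among the double mutants here, and 0.989 among WT 1–3. This value was not computed under the alternatives set before the data were examined. The settings run here differ in which of the genes above they call, as given for each kind of result under the dependence on the processing. The paper shows about 42% of the variance for principal component 1 and about 16% for component 2 in Fig. S3B, read by eye. With the set removed they were 40.4% and 23.7% here, with it not removed 52.0% and 17.6%, over the 500 most variable genes 46.9% and 17.0%, and with scaled genes 41.2% and 20.4%.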

Other observations

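*LSS*, the lanosterol synthase, which the paper does not discuss, fell in the double mutants with a log2 fold change of −1.63 (SE 0.24, adjusted p = 0.0088, edgeR's quasi-likelihood test with the Benjamini-Hochberg correction), a call kept whichever other library was left out. Its call in the single mutants was lost without any of WT 1, WT 2, WT 3, the 3 single mutants or double mutant 2 (up to 0.207). *cyp51* fell in the double mutants with −1.67 (SE 0.36, adjusted p = 0.049), lost without WT 1, WT 2, WT 3, single mutant 2, double mutant 1 or double mutant 2 (up to 0.141). Both are in the list of steroid biosynthesis.

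Some genes of cell junctions and of the enveloping layer were called in the double mutants. *ppl*, the periplakin of desmosomes, had 43155 normalized counts in WT 4, 26473 ± 1778 (SD, n = 3) in WT 1–3 and 19923 ± 2234 (SD, n = 3) in the double mutants (log2 fold change −1.12, SE 0.16, adjusted p = 0.0089 from edgeR). *cldn1*, a claudin of tight junctions, fell with −1.50 (SE 0.22, adjusted p = 0.0092), with 2088 in WT 4 and 1551 ± 18.0 (SD, n = 3) in WT 1–3, and both calls were kept whichever other library was left out. *DSG2*, a desmoglein, was called (−0.98, SE 0.17, adjusted p = 0.016) with 3057 ± 148 (SD, n = 3) in the double mutants, 6037 in WT 4 and 3039 ± 183 (SD, n = 3) in WT 1–3, so that its fall rested on WT 4, and the call was lost without double mutant 2 (0.0526). Of 14 junction genes 5 were lower in the double mutants and 0 in the single mutants, where 5 were lower at an unadjusted p under 0.05 and 2 with DESeq2 (12 and 3 when adjusted over the list alone). Of 9 enveloping layer genes *evplb* and *ppl* were lower and *agr1*, a secreted disulfide isomerase, was higher in the double mutants (1.54, SE 0.30, adjusted p = 0.030), and *agr1* alone was a DEG in the single mutants (1.07, SE 0.20, adjusted p = 0.047). Adjusted over the list alone, 7 were lower and 2 higher in the double and 2 higher in the single mutants. Of these junction and enveloping layer genes 8 and 5 are DEGs in Supplementary Data 1. *evplb* was lost without WT 1, WT 2, WT 3, single mutant 3, double mutant 2 or double mutant 3 (up to 0.0865), and *agr1* without WT 1, WT 2, WT 3, double mutant 2 or double mutant 3 in both mutants, without double mutant 1 in the double mutants and without single mutant 2 or 3 in the single mutants (up to 0.227).

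Of 18 BMP and TGF-beta genes, 5 were lower in the double mutants (*bmp4*, *bmp7a*, *smad6b*, *smad7* and *tgfbr2a*) and *bmp4* in the single mutants, with none higher by edgeR or DESeq2 (9 and 10 lower, and 1 higher in the single mutants, when adjusted over the list alone, and at an unadjusted p under 0.05 none higher in the double and 1 in the single mutants). *smad7* fell with −0.83 (SE 0.16, adjusted p = 0.026) and *tgfbr2a* with −1.11 (SE 0.22, adjusted p = 0.033), both lost without WT 1, WT 2, WT 3, double mutant 1 or double mutant 2 (up to 0.109). Of 3 germ cell genes *ca15b* (−2.48, SE 0.14, adjusted p = 0.00018) and *tdrd7b* (−1.10, SE 0.20, adjusted p = 0.023) were lower in the double mutants, and *tdrd7b* was lost without WT 1, WT 2, WT 3, double mutant 1 or double mutant 2 (up to 0.0651). In the single mutants none of the 3 was a DEG with edgeR, 2 were lower at an unadjusted p under 0.05 and 2 with DESeq2 (3 and 2 lower when adjusted over the list alone). Of 10 early stress genes *klf6a* and *JUND* were lower in each mutant (4 lower and 1 higher in the double, 3 lower and 5 higher in the single mutants, when adjusted over the list alone). *JUND* was lost in the double mutants without WT 1, WT 2, WT 3, single mutant 2, single mutant 3, double mutant 1 or double mutant 2 and in the single mutants without WT 2, WT 3, single mutant 2 or single mutant 3 (up to 0.127). Of 4 cell cycle genes *rrm1* was higher in the double mutants (0.86, SE 0.18, adjusted p = 0.047), lost without any of WT 1, WT 2, WT 3, single mutant 3 and the 3 double mutants (up to 0.102), and none was a DEG in the single mutants (2 lower and 1 higher at an unadjusted p under 0.05, 0 with DESeq2). Over that list alone 2 were lower and 1 higher in the double and 1 lower and 1 higher in the single mutants. Of the BMP and TGF-beta, germ cell, early stress and cell cycle genes measured, 14, 3, 5 and 4 are DEGs in Supplementary Data 1, from which most names came.

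With edgeR, 0 DEGs were found in either mutant among 8 apoptosis and p53 genes, 5 of planar cell polarity and Wnt, 27 ribosomal protein, 13 mitochondrial respiration, 4 yolk syncytial layer and 2 forerunner cell genes. At an unadjusted p under 0.05 the apoptosis genes had 4 lower in the double, and 2 lower and 3 higher in the single mutants, and DESeq2 called 2 lower, and 1 lower and 2 higher (over the list alone 2 lower, and 2 lower and 2 higher). Of the polarity genes 1 was lower in each mutant without adjustment and 1 in the single mutants with DESeq2 (over the list alone 0 in the double and 1 in the single mutants). Ribosomal protein genes all had positive log2 fold changes, with medians of 0.50 in the double and 0.59 in the single mutants with TMM and 0.53 and 0.59 with DESeq2 size factors, and 0 and 18 were higher without adjustment. Mitochondrial genes were all positive too, with medians of 0.48 and 0.50 with TMM and 0.51 and 0.50 with size factors, and 1 and 10 were higher without adjustment. All 27 and 13 measured members of these lists are DEGs in the paper's tables, DESeq2 called 0 of them, and over each list alone 0 passed. Of the yolk syncytial layer genes 1 was higher in the double, and 2 higher and 1 lower in the single mutants without adjustment, and 1 was higher in the single mutants with DESeq2 and over the list alone. The forerunner cell genes had 0 in all these tests.

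The tests of other splits of the libraries and of linkage were chosen after the results were seen. For the single mutants there are 10 splits of WT 1–3 and the single mutants, and the real one called 114 genes (1 of 10 as large) and the highest other 3. For the double mutants there are 4 splits of WT 4 and the double mutants, with 381 genes (1 of 4 as large) and 10 in the highest other. The difference between the mutants without the set had 1652 genes (1 of 10 as large) and 0 in the other splits. These splits are too few for a share under 0.05. Without the set, 2 of 35 splits of the 4 WT and 3 double mutant libraries were as large as the real one with 4120 genes, so that chance cannot be excluded there. The other split, WT 1–3 against WT 4 with the double mutants, called 7078 genes and follows the technical set, which points to a structure of the samples, and within the set the count was 381.

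*smtnl*, *frem2b*, *zgc:153184* and *bmp16*, DEGs of the single mutants, lie with *yap1* on chromosome 13 of ASM223467v1. Of 98 DEGs of the single mutants with a location, *yap1* left out, 10 lay there, against 58 of 1216 other genes with a location (odds ratio 2.27, two-sided Fisher's exact test, p = 0.0298). The percentage of DEGs among located genes (14.7%) was the highest of the 24 chromosomes. A candidate explanation is that alleles linked to the mutated *yap1* locus, selected together with it by genotyping, contribute to these differences. The pattern was noticed and tested on the same data, the located genes (1314) come mostly from the paper's tables, and the test does not separate linkage from a cluster of Yap targets.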
